# RNA degradation triggered by decapping is largely independent of initial deadenylation

**DOI:** 10.1038/s44318-024-00250-x

**Published:** 2024-09-25

**Authors:** Léna Audebert, Frank Feuerbach, Mostafa Zedan, Alexandra P Schürch, Laurence Decourty, Abdelkader Namane, Emmanuelle Permal, Karsten Weis, Gwenaël Badis, Cosmin Saveanu

**Keywords:** mRNA Degradation, Deadenylation, Decapping, *Saccharomyces cerevisiae*, Modeling, Computational Biology, RNA Biology, Translation & Protein Quality

## Abstract

RNA stability, important for eukaryotic gene expression, is thought to depend on deadenylation rates, with shortened poly(A) tails triggering decapping and 5′ to 3′ degradation. In contrast to this view, recent large-scale studies indicate that the most unstable mRNAs have, on average, long poly(A) tails. To clarify the role of deadenylation in mRNA decay, we first modeled mRNA poly(A) tail kinetics and mRNA stability in yeast. Independent of deadenylation rates, differences in mRNA decapping rates alone were sufficient to explain current large-scale results. To test the hypothesis that deadenylation and decapping are uncoupled, we used rapid depletion of decapping and deadenylation enzymes and measured changes in mRNA levels, poly(A) length and stability, both transcriptome-wide and with individual reporters. These experiments revealed that perturbations in poly(A) tail length did not correlate with variations in mRNA stability. Thus, while deadenylation may be critical for specific regulatory mechanisms, our results suggest that for most yeast mRNAs, it is not critical for mRNA decapping and degradation.

## Synopsis

Degradation of mRNA is thought to depend on the speed by which poly(A) tails are trimmed in the process of deadenylation. This study shows that decapping, which initiates mRNA degradation in yeast, seems to operate independently of deadenylation, in particular for unstable mRNA.

- A negative correlation between mRNA stability and poly(A) tail length can be explained by both deadenylation-dependent and -independent kinetic models.
- Inhibition of decapping leads to accumulation of mRNA with shorter poly(A) tails.
- Deadenylation inhibition leads to longer average poly(A) tails, without a global mRNA stabilization effect.
- Degradation kinetics of a short-lived model mRNA are similar for long and short poly(A) tail species and independent of the deadenylation rate.

## Abstract (web summary)

Modeling of mRNA poly(A) tail removal and mRNA stability together with rapid depletion of decapping and deadenylation enzymes reveal that deadenylation speed is not generally correlated with decapping rates in yeast.

## Introduction

In addition to RNA production, RNA degradation is a key part of gene expression and its regulation. Yet, it is still difficult to predict from sequence alone which mRNAs will be degraded slowly and which will be degraded more rapidly. However, conceptual and mechanistic advances over the last decade tend to indicate that translation plays a crucial role in initiating mRNA degradation and in determining the fate of mRNAs (reviewed in Wu and Bazzini, 2023). While codon usage, ribosome occupancy and stalling have been shown to affect mRNA half-life in a wide range of species, from yeast (Presnyak et al, 2015; Chan et al, 2018) to zebrafish (Mishima and Tomari, 2016) and mammals (Wu et al, 2019), the mechanisms by which ribosomal activity is linked to RNA degradation remain unclear.

Deadenylation by the highly conserved Ccr4-Not complex (reviewed in Raisch and Valkov, 2022; Collart, 2016) has been proposed to be critical for mRNA decay and link stalled translation to mRNA degradation. A component of Ccr4-Not can sense the presence of an empty E site of a translating ribosome and recruit the deadenylation complex to the mRNA (Absmeier et al, 2023; Buschauer et al, 2020). Deadenylation leads to short poly(A) tails that can be recognized by the Lsm1-7/Pat1 complex, which in turn leads to the recruitment of the decapping enzyme to remove the 5′ cap, initiating degradation via the 5′ to 3′ pathway (Tharun and Parker, 2001b; Bouveret et al, 2000). This model was established using pulse-chase experiments with reporter mRNAs for which poly(A) tail shortening was found to occur prior to mRNA degradation. Moreover, the deadenylation rate was found to be faster for an unstable mRNA than a stable one (Muhlrad et al, 1994; Decker and Parker, 1993). Together with results obtained in mammalian cells in culture (Yamashita et al, 2005), these experiments contributed to the prevailing view that a central mRNA degradation mechanism is deadenylation-dependent, starting with an essential and limiting deadenylation step, required for the induction of mRNA decapping. Its general relevance however remains unclear, as subsequent studies have identified a specificity of the Lsm1-7 effects for specific classes of transcripts (He et al, 2018). Furthermore, the Lsm1-7 complex was shown to have a protective effect against RNA degradation under stress conditions, such as nitrogen starvation (Gatica et al, 2019). It is thus therefore unclear whether the sequence of events starting with deadenylation and ending with decapping is a requirement for most mRNAs, or whether it is specific for some transcripts.

A group of transcripts that do not require deadenylation for their degradation are those targeted by nonsense-mediated mRNA decay (NMD). In this translation-dependent mRNA degradation pathway, decapping activation is independent of deadenylation (Muhlrad and Parker, 1994) and influenced by the frequency at which translating ribosomes encounter a premature termination codon (PTC), as measured by in vivo single molecule imaging (Hoek et al, 2019). Decapping activation occurs probably at highly variable rates even for mRNAs that are not targets of NMD, as suggested by kinetic modeling of experimental RNA decay experiments in yeast (Cao and Parker, 2001) or mammalian cells (Eisen et al, 2020). These analyses suggest that once an mRNA is deadenylated, its oligoadenylated state is degraded at highly variable speeds, that can vary by a factor of 1000.

Since it has been experimentally difficult to manipulate deadenylation rates, it has remained unclear if deadenylation is causally linked to mRNA degradation and particularly through activation of decapping. Intriguingly, several large-scale measurements in multiple organisms, including *C. elegans* (Lima et al, 2017) or *A. thaliana* (Jia et al, 2022) have now reavealed that the most stable mRNAs have on average short poly(A) tails at steady state. The anti-correlation between mRNA stability and the poly(A) tail length indicates that deadenylation might not necessarily be a causal element in RNA degradation.

To clarify the importance of deadenylation speed in mRNA degradation, we performed a re-evaluation of RNA degradation models and were able to predict the results of experimental perturbation of poly(A) tail length and mRNA stability. We tested the predictions of these models in *S. cerevisiae* by inactivation of deadenylation and decapping and measured poly(A) tails, mRNA levels and mRNA stability on a large-scale and with specific reporters. Our experimental and computational results suggest that deadenylation speed is not a limiting step for mRNA degradation in yeast. The obtained results are compatible with a model in which deadenylation speed and decapping activation are independent events.

## Results

We became interested in the relationship between poly(A) tail size and mRNA degradation when analyzing the proteins associated with NMD complexes, in particular Upf1 (Dehecq et al, 2018). These complexes contain both Pab1, a protein that efficiently binds long poly(A) tails (Schäfer et al, 2019) and Lsm1, a component of the Lsm1-7/Pat1 complex, which binds preferentially to short poly(A), oligoadenylated, RNAs (Chowdhury et al, 2014; Tharun and Parker, 2001a). We characterized the protein composition of complexes associated with Pab1 (Fig. 1A), Lsm1, Pat1, Lsm7, and Dhh1 (Fig. EV1A–D) and found that, in every case, Upf1 was among the enriched proteins (Dataset EV1). The results were specific, since, for example, Lsm2, present in most of the purified complexes, was absent from Pab1-TAP (Fig. EV1E). The association of Pab1-HA with Upf1 was sensitive to a nuclease treatment (Fig. 1B), supporting the hypothesis that the observed interaction is largely mediated by RNA. Altogether, these results suggest that Upf1 is present in several distinct RNA-protein complexes together with different protein partners.

**Figure 1:**
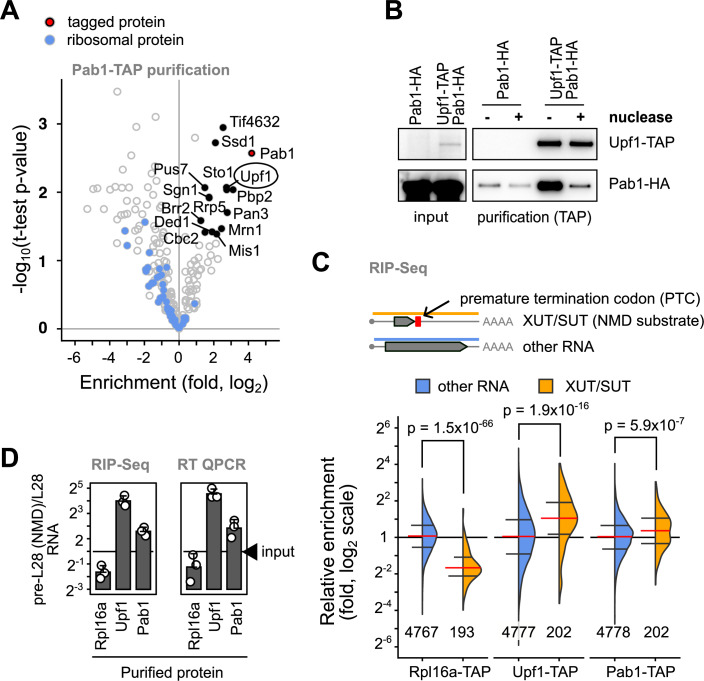
NMD substrates have long poly(A) tails and are associated with Pab1. (**A**) Enrichment of proteins in association with Pab1-TAP was estimated by quantitative mass spectrometry for identified proteins in comparison with their abundance in a total protein extract. Labeled proteins correspond to those for which at least three independent measures were available, proteins were enriched by a factor higher than 2 and were robustly detected, as judged by a *p*-value lower than 0.05 for a t-test (null hypothesis). Blue dots indicate ribosomal proteins. (**B**) The interaction between Pab1 and Upf1 was tested by co-purification of Pab1-HA with Upf1-TAP in the presence or absence of micrococcal nuclease treatment. (**C**) Relative enrichment of NMD substrates, annotated as “XUT/SUT”, in association with Rpl16a-TAP, Upf1-TAP, and Pab1-TAP, showed the preference of Upf1 and Pab1 to this unstable RNA population (orange), in comparison with other cellular RNA (blue). The red horizontal line indicates the median of the enrichment values, with the first and third quartiles indicated by horizontal black lines. The indicated *p*-values correspond to a Welch two sample t-test, N is the number of measured transcripts in each category. (**D**) Validation of RIP-Seq experiments by independent RT-qPCR tests of the relative enrichment of a known NMD substrate, the unspliced pre-mRNA for RPL28 and its non-NMD equivalent, the spliced mRNA. The ratio between the two forms of RNA were compared to the ratio in the total RNA sample (input). Source data are available online for this figure.

**Figure EV1:**

Enrichment of specific factors in purified complexes containing Upf1. Volcano plots represent the enrichment of proteins, relative to the protein abundance in a total extract as measured by label-free mass spectrometry. Results are presented for purifications using TAP tagged versions of Lsm1 (**A**), Pat1 (**B**), Lsm7 (**C**), and Dhh1 (**D**). Ribosomal proteins are highlighted in blue. (**E**) Examples of enrichment values across the various purifications for Lsm2, a component of Lsm1-7 and Lsm2-8 complexes, and Upf1. Error bars represent standard deviation. *N* is 3 for Dhh1, Lsm1, Lsm7, and Pab1 purifications and 4 for Pat1.

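The RNAs that co-purify with a tagged protein were sequenced from exponentially growing yeast, in 3 independent experiments for each protein, with the RNA of the total extract (input) sequenced alongside. Upf1, the product of NAM7, is the RNA helicase of nonsense-mediated mRNA decay (NMD). Pab1 is the main poly(A) binding protein, and Lsm1 is a subunit of the ring that binds short-tailed RNAs and activates their decapping. The TAP tag binds IgG, so each protein was collected on IgG magnetic beads with the RNAs it bound directly or through partners. Ribosomal RNA was removed with either of the RiboZero and Ribominus reagents, and which library received which is not given in the sources used here. The authors trimmed and aligned the reads and counted them over open reading frames (ORFs), untranslated regions, exons, introns and non-coding RNAs. The values analysed are their raw read counts, which total 7822345 to 13183470 per library for Upf1-TAP, 4769639 to 16381719 for Pab1-TAP, 5244702 to 10939069 for Lsm1-TAP and 2790148 to 13991212 for input. Over 1% of the reads came from ribosomal RNA, counted here with YLR154C-G, an annotated reading frame within the ribosomal DNA, in replicate 3 of each of these groups, with 7.63% in Upf1-TAP, 13.8% in Pab1-TAP, 8.02% in Lsm1-TAP and 45.6% in input, and at most 0.0333% in their replicates 1 and 2. These shares leave out YLR154W-E, another frame of the ribosomal DNA. It held 8.24% of the reads in Lsm1-TAP replicate 2 and 1.10% in Lsm1-TAP replicate 1. Single features were tested with edgeR's quasi-likelihood test on counts scaled by TMM, and are given as log2 fold change ± standard error, with n = 3 libraries on each side. An enrichment is therefore relative to the bulk of the RNAs in the same library and does not measure how much RNA was recovered.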

To examine whether different populations of RNA molecules are present together with Upf1 in Lsm1-7/Pat1 and Pab1-associated mRNPs, we sequenced the RNAs that co-purified with Lsm1-TAP, Pab1-TAP, and Upf1-TAP. A purification of Rpl16a-TAP was done in parallel, as it allows an estimation of the levels of RNA bound to ribosomes (Halbeisen et al, 2009). 

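Rpl16a is a protein of the large ribosomal subunit. SGM1, which encodes a Golgi protein, rose in Rpl16a-TAP over input with a log2 fold change of 3.28 ± 0.40 (adjusted p = 0.000371 from edgeR), and the kinesin gene KAR3 with one of 3.04 ± 0.38. In the control purification, done with an untagged strain, both also rose over input, by 3.32 and 2.93. FKH2, RRP15 and SPP381, which encode a cell cycle transcription factor, a ribosome assembly factor and a splicing factor, had log2 fold changes of 2.88 ± 0.69, 2.70 ± 0.47 and 2.69 ± 0.62. HAC1, the transcription factor of the unfolded protein response, is encoded by an mRNA held untranslated until it is spliced in the cytoplasm, and its exons stood at −3.24 ± 0.49. The genes of a translation factor of oxygen-poor growth (ANB1), of a phosphate transporter (PHO89) and of cell wall asparaginase (ASP3-1 and ASP3-2, with identical counts) were lower as well, at −2.71 ± 0.63, −2.61 ± 0.49 and −2.59 ± 0.53. Against the control purification ANB1 turned to 0.45 and did not pass (adjusted p = 0.788 from edgeR). Of 24 genes of mRNA decay and NMD factors, 5 were higher, none was lower and 19 did not pass the test (10 higher when adjusted over the list alone, with camera adjusted p = 0.012, and adjusted p = 0.36 with an estimated correlation). Ribosome biogenesis genes were higher in 7 of 32 cases and lower in none (12 higher when adjusted over the list alone, with camera adjusted p = 0.00149, and adjusted p = 0.599 with an estimated correlation). Among exons of ribosomal protein genes, none of 88 was higher and 6 were lower (5 lower when adjusted over the list alone), with a median log2 fold change of −1.004 (camera adjusted p = 4.3e-14, and adjusted p = 0.398 with an estimated correlation). Leaving out single libraries or replicates gave 0 to 12 decay factor genes and 0 to 9 biogenesis genes higher and 0 to 20 ribosomal protein exons lower, each 0 by edgeR without replicate 1 (7, 9 and 24 at an unadjusted p under 0.05) or 2 (5, 11 and 6). No exon was lower by edgeR without Rpl16a-TAP replicate 2 or input replicate 1 either (29 and 24 at an unadjusted p under 0.05). DESeq2 called 36 of these exons lower. Of 1475 features for 5′ untranslated regions 7 were higher and 63 lower, against 542 and 242 of 5674 ORFs. The control purification over input had 36 and 39 of these 5′ regions and 853 and 475 of these ORFs higher and lower. Of 261 exon features of all genes, 19 were higher and 89 lower there. Against the control purification, edgeR called 5 ORFs higher and 17 lower in Rpl16a-TAP. The median of the 261 exon features, −0.37 over input, was then 0.57. In all, 706 of 12582 features were higher in Rpl16a-TAP than in input and 503 were lower. These 1209 calls became 3124 with the replicates paired by number, 1856 with DESeq2, 718 with only the 6 libraries in the fit and 783 with at least 10 reads asked of each library. They became 0 by edgeR without replicate 1 of all 6 groups (1812 at an unadjusted p under 0.05) and without replicate 2 (1326), 3017 without replicate 3, 538 and 331 without Rpl16a-TAP replicate 1 or 2 alone, and 332 and 537 without input replicate 1 or 2 alone. Replicate 3 held 67.2% ribosomal RNA reads among 2828608, against 14460329 reads in the deepest Rpl16a-TAP library.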

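Compared with the purification from the untagged strain BY4741 (control purification, 3 replicates of 4112276 to 5857931 reads), XRN1 mRNA, which encodes the main cytoplasmic 5′-3′ exonuclease, was lower in Upf1-TAP (−1.61 ± 0.30 on the log2 scale) and in Pab1-TAP (−2.10 ± 0.31). PHO89 was lower in Pab1-TAP (−3.02 ± 0.47, adjusted p = 0.00102 from edgeR). In Lsm1-TAP the mRNAs of the decapping activator PAT1 and of the decapping enzyme DCP2 stood at 2.22 ± 0.53 and 2.35 ± 0.50 and did not pass the test (adjusted p = 0.0976 and 0.0757 from edgeR). Of 18 glycolysis and fermentation genes, 13 were lower in Upf1-TAP and none was higher (17 lower when adjusted over the list alone, with camera adjusted p = 0.000102, and adjusted p = 0.437 with an estimated correlation). Ribosome biogenesis genes were lower in 23 of 32 cases in Upf1-TAP, with 1 higher, and in 14 in Pab1-TAP, with none higher (25 and 18 lower when adjusted over the list alone). The 20 heat shock and chaperone genes included 11 lower and 1 higher in Upf1-TAP (14 and 1 when adjusted over the list alone). Of the 24 mRNA decay and NMD factors, 8 were lower and 3 higher in Pab1-TAP (9 and 3 when adjusted over the list alone). In Rpl16a-TAP, 3 of 29 Ty elements were lower and none was higher (15 lower when adjusted over the list alone, with camera adjusted p = 2.06e-15, and adjusted p = 0.128 with an estimated correlation). Without single libraries or replicates, the counts lower in Upf1-TAP were 1 to 15 for glycolysis, 0 to 24 for ribosome biogenesis and 0 to 13 for chaperones, those in Pab1-TAP 0 to 13 for ribosome biogenesis and 0 to 7 for decay factors, and that of Ty elements in Rpl16a-TAP 0 to 10. The 0s of Upf1-TAP and Pab1-TAP are by edgeR without replicate 2, with 13, 7, 13 and 8 genes at an unadjusted p under 0.05, and for Ty elements edgeR called 0 in every case but that without replicate 3 of every group (10 to 20 at an unadjusted p under 0.05). Scaling by the total count left 1, 0 and 3 lower in Upf1-TAP and 1 and 0 in Pab1-TAP.
Over all 12582 features, 2488 were higher and 1751 lower in Upf1-TAP than in the control purification, 1037 and 1016 in Pab1-TAP, and 7 and 31 in Rpl16a-TAP. For Lsm1-TAP edgeR called 0 features, with 1084 at an unadjusted p under 0.05, and DESeq2 called 152 higher and 15 lower. The median size of the log2 fold change was 0.97 in Upf1-TAP, 0.737 in Pab1-TAP, 0.526 in Rpl16a-TAP and 0.403 in Lsm1-TAP. In counts simulated with the spread of each feature over all 18 libraries, edgeR recovered for Lsm1-TAP 0 of 100 features changed 2-fold and 39 of 100 changed 4-fold. Few of the 12582 features were changed there, so this is not the power of the comparison itself. Control replicates 2 and 3 held 12.4% and 14.4% ribosomal RNA reads, and control replicate 1 0.0108%, beside 3.45% in YLR154W-E, which is not counted among them.
The number of calls depended on which libraries were kept. Leaving out a replicate number takes it from all 6 groups of the fit, and so removes more than the libraries compared. The 4239 calls for Upf1-TAP became 1642 and 74 without replicate 1 or 2 of every group, 2738 without Upf1-TAP replicate 1, and 2715 and 2825 without control replicate 2 or 3. For Pab1-TAP, 2053 calls became 435 without replicate 1 of every group and 0 by edgeR without replicate 2 (1850 at an unadjusted p under 0.05). They became 1331 and 1267 without Pab1-TAP replicate 2 or 3, and 934 and 1279 without control replicate 2 or 3. The 38 calls for Rpl16a-TAP (391 with DESeq2) became 241 without replicate 3 of every group, 21 without its own replicate 3 and 6 without control replicate 3. Without replicate 1 or 2 on either side or of every group, edgeR called 0 features for Rpl16a-TAP, with 567 to 1430 at an unadjusted p under 0.05. For Lsm1-TAP, 106 features were called without replicate 3 of every group, 33 without its own replicate 3 and 1 without its own replicate 1.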

With the exception of the Lsm1-TAP purification, the enrichment profiles for RNA with the tagged proteins, were different from a control purification performed with a strain that did not express any tagged protein. We thus focused on the results obtained with purifications of Upf1, Rpl16a, and Pab1.

To validate our results, we analyzed first a sub-category of yeast RNAs, the Xrn1-dependent unstable transcripts (XUT, van Dijk et al, 2011) and the stable unannotated transcripts (SUT, Xu et al, 2009) that are known to be unstable and frequently targets of the NMD pathway (Malabat et al, 2015). As anticipated, we observed a significant enrichment of XUT/SUT transcripts in the Upf1 purification, while XUT/SUT RNAs were strongly depleted from the ribosome associated fraction (Fig. 1C). This depletion was expected, since XUT/SUT only contain spurious short coding sequences and, like other NMD substrates, are probably at most associated with a single translating ribosome (Heyer and Moore, 2016). 

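XUT_7F-347, an unstable transcript degraded by Xrn1, rose in Upf1-TAP over input with a log2 fold change of 4.68 ± 0.71 (adjusted p = 0.000117 from edgeR). SUT307 and SUT379, unannotated transcripts outside known genes, rose by 4.42 ± 0.46 and 4.13 ± 0.92. In Rpl16a-TAP, SUT328 stood at −2.52 ± 0.58, SUT329 at −2.35 ± 0.56 and SUT020 at −1.84 ± 0.34. SUT103, among the most abundant of these RNAs, was at 2.23 ± 0.39 in Upf1-TAP and −1.48 ± 0.39 in Rpl16a-TAP (adjusted p = 0.0236 from edgeR). Of 689 XUT/SUT RNAs, 242 were higher and 13 lower in Upf1-TAP (240 and 13 when adjusted over the list alone), while 3 were higher and 61 lower in Rpl16a-TAP (3 and 59). Group values follow the paper's formula, but with a pseudocount of 0.5 and a filter of 10 reads in at least 3 libraries. The paper states neither a pseudocount nor in how many libraries its minimum of 10 reads holds. Features of other RNAs include untranslated regions beside ORFs and exons. As a group the XUT/SUT stood above the 11393 features of other RNAs in Upf1-TAP, by 1.00 in median log2 enrichment (0.95, 1.13 and 0.80 in the 3 replicates, SD 0.165, camera adjusted p = 5.43e-07, and adjusted p = 0.31 with an estimated correlation). In Rpl16a-TAP they stood below them, by −0.86 (−1.24, −1.26 and 0.28, SD 0.886, camera adjusted p = 5.44e-12, and adjusted p = 0.29 with an estimated correlation). Replicate 3 of Rpl16a-TAP, the one above 0, holds 722 reads over all XUT/SUT. The control purification had a difference of −0.89 from the same other RNAs (camera adjusted p = 3.87e-07, and adjusted p = 0.31 with an estimated correlation). Set against that purification, the difference was 2.01 in Upf1-TAP and −0.05 in Rpl16a-TAP. Cryptic unstable transcripts (CUT), which the nuclear exosome degrades, were higher in 44 of 274 cases and lower in 25 in Upf1-TAP, and lower in 27 and higher in none in Rpl16a-TAP (41, 20 and 28 when adjusted over the list alone). Without replicate 2, SUT379 stood at 4.30 in Upf1-TAP and did not pass, and without replicate 1 or 2 no single RNA passed in Rpl16a-TAP. The 242 XUT/SUT higher in Upf1-TAP became 96 and 48 without replicate 1 or 2, and the CUT 18 and 2 higher and 3 and 5 lower, and without replicate 3 the lower ones in Rpl16a-TAP became 170 XUT/SUT and 62 CUT. Scaled by the total count, 616 XUT/SUT were higher in Upf1-TAP and 11 lower in Rpl16a-TAP.
With a pseudocount of 5 the difference in Upf1-TAP was 0.33, and with at least 10 reads in each of 6 libraries it was 1.53 over 30 XUT/SUT, and −0.77 over 6 in Rpl16a-TAP, where it no longer passed. All 812 XUT on the reverse strand have 0 reads in all 18 libraries, so the group holds forward-strand XUT only.

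**Figure D1:**
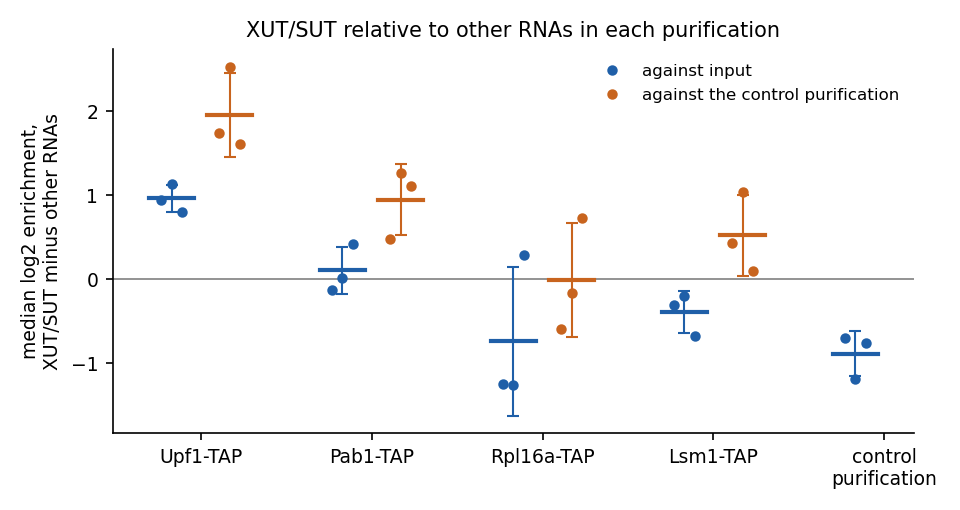
Median log2 enrichment of XUT/SUT minus that of other RNAs in each purification, against input (blue) and against the control purification (orange). Points are the 3 replicates, each against the library of the same number, the bars are their means and the error bars their SD. Numbers do not pair the control purification with other groups, so SDs that involve it rest on an arbitrary match. Against input the points of Upf1-TAP lie above 0 in all 3 replicates and those of the control purification below 0.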

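XUT_7F-347 was also higher in Pab1-TAP than in input, with a log2 fold change of 3.31 ± 0.69 (adjusted p = 0.00403 from edgeR). XUT_9F-2 and XUT_3F-65 rose by 3.01 ± 0.79 and 2.26 ± 0.44, and SUT307 by 1.99 ± 0.43. Over the control purification, SUT329 stood at 2.75 ± 0.52 in Pab1-TAP, while XUT_9F-2 did not pass the test (1.46 ± 0.73, adjusted p = 0.18 from edgeR). Without replicate 1 or 2 none of these 4 increases over input passed, at 2.08 (SUT307) to 3.73 (XUT_7F-347), and without replicate 3 XUT_9F-2 stood at 1.54 and XUT_3F-65 at 1.46. Of the 689 XUT/SUT, 68 were higher and 17 lower in Pab1-TAP than in input (46 and 10 when adjusted over the list alone). Their median enrichment exceeded that of other RNAs by 0.018 on the log2 scale, with −0.12, 0.01 and 0.42 in the 3 replicates, and the group did not pass (SD 0.283, with camera adjusted p = 0.285, and adjusted p = 0.777 with an estimated correlation). Relative to the control purification, 155 were higher and 6 lower (180 and 10 when adjusted over the list alone), and the group stood above other RNAs by 0.99 (0.47, 1.26 and 1.11, with camera adjusted p = 1.7e-11, and adjusted p = 0.29 with an estimated correlation). CUT were higher in 55 of 274 cases against the control purification and lower in none (60 higher when adjusted over the list alone). The XUT/SUT counts higher became 0 over input by edgeR (86 at an unadjusted p under 0.05) and 21 over the control purification without replicate 1, and 0 for both, CUT included, by edgeR without replicate 2 (74, 136 and 64 at an unadjusted p under 0.05). With scaling by the total count 372 were higher over input. The XUT/SUT difference between Pab1-TAP and Rpl16a-TAP was 0.94 (SD 0.443, with camera adjusted p = 1.43e-16, and adjusted p = 0.156 with an estimated correlation), and between Pab1-TAP and Upf1-TAP −0.97 (SD 0.487, with camera adjusted p = 1.28e-09, and adjusted p = 0.222 with an estimated correlation). The value against input was −0.11 with a pseudocount of 1, −0.41 with 5, −0.19 with values under 10 reads left out, and 0.20 against ORFs and exons alone, where it passed (a camera p of 0.00774). It was 0.15 without replicate 1, where it passed (a camera p of 0.0435), 0.13 without replicate 2, −0.11 without replicate 3, and 0.61 over the 30 XUT/SUT with at least 10 reads in each library. Both camera p-values are unadjusted and at the preset correlation. With an estimated one no XUT/SUT group passed after adjustment in any comparison of the main fit. Limma's fry tests the XUT/SUT by themselves and not against other RNAs. It passed for Upf1-TAP over input and over the control purification (fry adjusted p = 0.00318 and 0.00012). For Pab1-TAP it passed over the control purification (fry adjusted p = 0.00651) and not over input (0.314). For Rpl16a-TAP it passed over input, downward (fry adjusted p = 0.0423), and not over the control purification (0.443).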

Surprisingly, XUT/SUT RNAs were enriched in the Pab1 associated fraction. To confirm this observation, we also analyzed the enrichment of a different type of NMD substrates, the pre-mRNAs of ribosomal protein genes, and compared intron-containing transcripts with spliced ones. As observed for the XUT/SUT RNAs, pre-mRNAs were significantly depleted from the ribosome associated fraction, strongly enriched in association with Upf1, but also enriched in the Pab1 bound RNA population (Fig. EV2A, example in Fig. EV2B, data in Dataset EV2). 

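RPS9B and RPS13 encode proteins of the small ribosomal subunit and RPL26B one of the large subunit. Their intron to exon ratios rose in Upf1-TAP over input by 4.17, 4.86 and 6.82 on the log2 scale (standard error 0.708 for each gene from limma). In Pab1-TAP the ratio of RPL26B rose by 4.11 (adjusted p = 5.22e-07 from limma), and those of RPS9B and RPS13, at 1.25 and 1.77, did not pass (adjusted p = 0.188 and 0.0724 from limma). In Rpl16a-TAP RPS9B stood at −1.69 and RPS13 at −1.13, not passing against input (adjusted p = 0.0744 and 0.254 from limma), and at −1.89 and −2.04 against the control purification, where both passed. Of 51 ribosomal protein genes with reads in intron and exons, 49 had a higher ratio in Upf1-TAP than in input and none a lower one, with a median of 3.98 (SD 0.499 over replicates; adjusted p = 3.47e-05 from limma's fry). In Pab1-TAP, 5 were higher, none was lower and 46 did not pass, with a median of 0.93 (1.99, 0.82 and −0.03 in the replicates; a fry p of 0.0438, and adjusted p = 0.0657 over the 9 comparisons made). In Rpl16a-TAP, 5 were lower and 1 higher, with a median of −0.97 (−0.28, −0.70 and −1.80; a fry p of 0.109 and adjusted p = 0.14). The control purification itself had 14 higher and none lower, with a median of 1.19 (SD 0.624; fry adjusted p = 0.0374). With the control purification in place of input, the median was 2.57 in Upf1-TAP (fry adjusted p = 0.001), −0.38 in Pab1-TAP (fry adjusted p = 0.681) and −2.29 in Rpl16a-TAP, where 47 genes were lower (fry adjusted p = 0.00212). Of 34 introns of other genes, 6 were lower in Rpl16a-TAP than in input and none was higher (11 lower when adjusted over the list alone, with camera adjusted p = 9.92e-08, and adjusted p = 0.00715 with an estimated correlation). This count ranged from 0 to 13 without single libraries or replicates, with 0 by edgeR without replicate 1 or 2 (7 and 8 at an unadjusted p under 0.05), and was 12 with DESeq2.
In Pab1-TAP the median was 0.50 without replicate 1 and 1.09 without replicate 2 (a fry p of 0.252 and 0.169), 1.49 without replicate 3, and 0.85 with a pseudocount of 5 (a fry p of 0.1). In Rpl16a-TAP it was −1.204 without replicate 1 (a fry p of 0.0213), −0.46 without replicate 3, −0.45 with a pseudocount of 5, and −0.03 with values under 10 reads left out. Without replicate 2 the control purification no longer passed (a fry p of 0.158). Introns of ribosomal protein genes on the reverse strand, 37 in all, have 0 reads in all 18 libraries and are not among these genes.

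**Figure D2:**
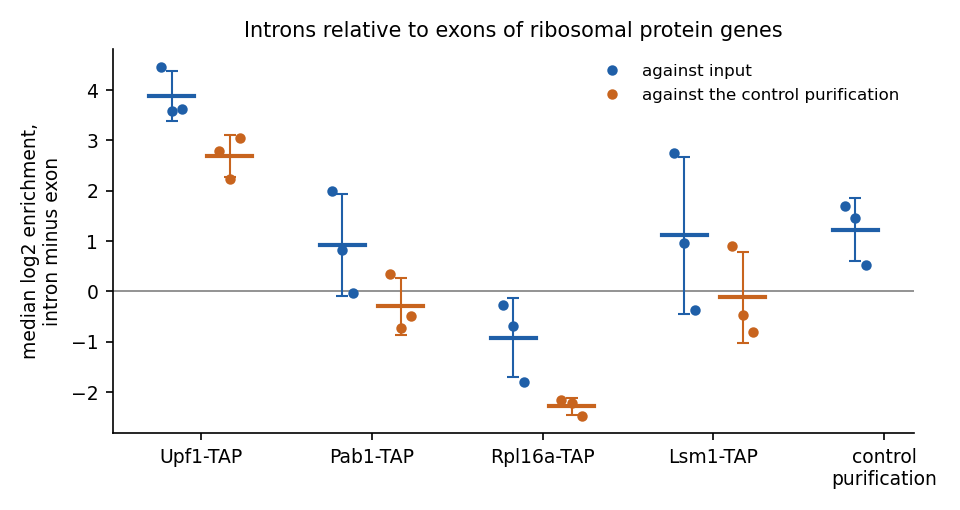
Median over 51 ribosomal protein genes of the log2 enrichment of the intron minus that of the exons, against input (blue) and against the control purification (orange). Points are the 3 replicates, bars their means and error bars their SD. Numbers do not pair the control purification with other groups, so SDs that involve it rest on an arbitrary match. In Upf1-TAP all 3 points lie above 0 on both scales, and in Rpl16a-TAP all 3 lie below 0.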

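RPL28 encodes a protein of the large ribosomal subunit, and its intron lies on chromosome VII from 311016 to 311526. The intron was read 17765, 20229 and 11921 times in the Upf1-TAP libraries, beside 22998, 36316 and 19711 exon reads, and 779, 1552 and 187 times in input, beside 17381, 39809 and 7471. Relative to the exons, and to the input of the same replicate, the intron was 18.1-fold higher in Upf1-TAP (4.18 ± 0.384 on the log2 scale, SD, n = 3). The ratio was 3.07-fold higher in Pab1-TAP (1.62 ± 0.332, SD, n = 3). In Rpl16a-TAP its log2 change was −1.73 ± 0.451 (SD, n = 3), lower than input in every replicate. The paper's own values for these libraries, from the source data of Fig. 1D, are 3.98 for Upf1-TAP, 1.57 for Pab1-TAP and −1.65 for Rpl16a-TAP. In the control purification the change was 0.40 ± 0.438 (SD, n = 3; 2-sided exact permutation test, p = 0.6). For each of the 3 tagged purifications the same test gave p = 0.1, the smallest exact p that 3 libraries against 3 allow. With limma over all ribosomal protein introns, the ratio passed in Upf1-TAP (adjusted p = 1.46e-08) and did not in Pab1-TAP (adjusted p = 0.108) or Rpl16a-TAP (adjusted p = 0.0705). With the control purification as reference the ratio stood at 3.77 in Upf1-TAP, 1.21 in Pab1-TAP and −2.13 in Rpl16a-TAP. It passed there by limma in Upf1-TAP (adjusted p = 1.19e-06) and Rpl16a-TAP (adjusted p = 0.00439), and did not in Pab1-TAP (adjusted p = 0.749).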

The relative enrichment of the pre-RPL28 NMD sensitive transcript in Upf1-TAP and Pab1-TAP purifications in comparison with the spliced RPL28 mRNA was confirmed by RT-qPCR (Fig. 1D).

**Figure EV2:**

Unstable mRNAs are associated with Pab1. (**A**) Relative enrichment of pre-mRNA for ribosomal protein genes (intron signal, orange) in comparison with the spliced mRNA for the same category (exon signal, blue). The red horizontal line indicates the median of the enrichment values, with the first and third quartiles indicated. The p-values correspond to a Welch two sample t-test, *N* is the number of values in each category. (**B**) Example of signal intensity for RNAs associated with Pab1-TAP, Rpl16a-TAP, or Upf1-TAP for a region of the yeast genome that corresponds to SUT141, an unstable RNA, in comparison with the PFK1 stable mRNA (transcribed in proximity but from the opposite strand). 

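PFK1 encodes a subunit of phosphofructokinase and lies on chromosome VII from 970771 to 973734. Its normalized count (CPM, scaled by TMM) was 1.65e+03 ± 442 in input (SD, n = 3), 280 ± 32.3 in Pab1-TAP, 326 ± 135 in Upf1-TAP and 1.44e+03 ± 226 in Rpl16a-TAP. PFK1 mRNA was thus lower in Pab1-TAP (−2.56 ± 0.38, adjusted p = 0.000495 from edgeR) and in Upf1-TAP (−2.34 ± 0.37, adjusted p = 0.000159) and did not differ in Rpl16a-TAP (−0.20 ± 0.36, adjusted p = 0.758). Relative to the control purification PFK1 stood at −2.11 ± 0.37 in Pab1-TAP and −1.89 ± 0.37 in Upf1-TAP (adjusted p = 0.00191 and 0.00127 from edgeR). Without replicate 2 neither change over input passed, at −2.52 and −2.01. SUT141 has 0 reads in all 18 libraries of the deposited counts, inputs included, so its signal in this panel has no counterpart in these values.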

The vertical scale is the same for the samples of the same replicated experiment. Pab1 associated RNA signal is depicted in red. The image was obtained with the Integrated Genome Viewer, IGV. (**C**) Similar to (**B**) for the regions of transcripts CCW22, and NMD substrate (left), and HHT2 (right). (**D**) Estimation of poly(A) tail distribution for CCW22 and HHT2 in the RNA fractions enriched with Upf1, Rpl16a, Lsm1, and Pab1. The TVN-PAT lane corresponds to a control experiment with an anchored 3′ primer. For CCW22, two 3′ ends were detected (noted A12, and A12’). (**E**) The distribution of the enrichment values for two extreme categories of mRNA, with long (orange) or short average poly(A) tails (black) was depicted for the purified samples in association with Rpl16a-TAP, Upf1-TAP, and Pab1-TAP. A Wilcoxon ranks sum test with continuity correction comparing the distribution of relative enrichment values for long poly(A) tails mRNA versus short poly(A) tails, led to the following p values (for a minimum 25% increase): 0.9997 for Rpl16a, less than 2 × 10^−16^ for Upf1 and 1.9 × 10^−8^ for Pab1.

To investigate the length of the poly(A) tails of transcripts enriched in the Pab1 associated fraction, we used the ePAT method (Jänicke et al, 2012). 

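The sequenced libraries cover CCW22, a gene on chromosome IV from 721071 to 721481 that resembles the cell wall gene CCW12 and can share reads with it. CCW22 stood at 35.4 ± 26.7 CPM in input (SD, n = 3), 70.7 ± 41.8 in Pab1-TAP and 135 ± 103.8 in Upf1-TAP. In Pab1-TAP its log2 fold change over input was 0.96 ± 0.96, which did not pass (adjusted p = 0.522 from edgeR). In Upf1-TAP it was 1.88 ± 0.98, not passing either (adjusted p = 0.136 from edgeR). With the replicates paired by number or without replicate 3 it passed in Upf1-TAP, and with scaling by the total count in both purifications. Over the control purification CCW22 was higher in Upf1-TAP (2.70 ± 1.01, adjusted p = 0.046 from edgeR), and in Pab1-TAP it stood at 1.77 ± 0.98 without passing (adjusted p = 0.225 from edgeR). CCW12 itself, an abundant mRNA, was lower in Upf1-TAP than in input, at −4.58 ± 1.04, and stood at −1.97 ± 0.93 in Pab1-TAP (adjusted p = 0.146 from edgeR).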

As the pre-RPL28 RNA shares the 3′ end with the mature RPL28 mRNA, we chose to examine CCW22, a transcript that has an early stop codon making it a good substrate for NMD, and was associated with Pab1 and Upf1 (Fig. EV2C for a visualization of the reads distribution). The poly(A) tail signal was more extended in the fraction associated with Pab1 compared to total RNA (Fig. EV2D) but the interpretation of this result was complicated by the presence of two transcript ends for CCW22, as evidenced by the TVN-PAT profile (Fig. EV2D, top left). 

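HHT2 encodes histone H3 and lies on chromosome XIV from 575640 to 576050. Relative to input, its log2 fold change was −0.12 ± 0.37 in Pab1-TAP and 0.31 ± 0.37 in Upf1-TAP, and neither passed (adjusted p = 0.864 and 0.529 from edgeR). Against the control purification it was higher in Upf1-TAP (1.30 ± 0.38, adjusted p = 0.0138 from edgeR) and stood at 0.87 ± 0.37 in Pab1-TAP without passing (adjusted p = 0.117 from edgeR). Of the 8 core histone genes, 4 were lower in Upf1-TAP than in input and none was higher: HTA1 (−2.43 ± 0.40), HHT1 (−1.98 ± 0.53), HTA2 (−1.29 ± 0.47) and HHF2 (−1.29 ± 0.46), of which HHT1, HTA2 and HHF2 turned to 0.13, 0.81 and 0.77 with scaling by the total count (4 lower when adjusted over the list alone, with camera adjusted p = 0.0946, and adjusted p = 0.502 with an estimated correlation). Without replicate 1 HTA2 and HHF2 no longer passed, at −1.12 and −1.14, and without replicate 2 neither did they or HHT1, at −1.43, −1.22 and −2.20. In Pab1-TAP no core histone gene passed against input, with a median log2 fold change of 0.16 (0 higher and 0 lower when adjusted over the list alone, with camera adjusted p = 0.614, and adjusted p = 0.787 with an estimated correlation). Relative to the control purification HHF2, a histone H4 gene, was higher in Pab1-TAP (1.63 ± 0.46) and the other 7 did not pass, while the group stood above other genes (1 higher when adjusted over the list alone, with camera adjusted p = 0.00589, and adjusted p = 0.367 with an estimated correlation). By edgeR HHF2 no longer passed there without replicate 1 or 2, where 3 and 0 histone genes were higher at an unadjusted p under 0.05, and DESeq2 called 3.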

We therefore analyzed another transcript, HHT2, which has short average poly(A) tails and was associated with Pab1 and Upf1 (Fig. EV2C), even if it is not known to be an NMD substrate. Long poly(A) species for HHT2 were enriched in the Pab1-associated fraction (Fig. EV2D, bottom right). Pab1 purification thus allows the enrichment of transcripts with longer poly(A) tails and, in the particular case of HHT2, the detection of an extended poly(A) transcript population that is not visible in the total RNA extract.

Our results showed that Pab1 was associated with unstable transcripts that are also bound by NMD factors. This probably reflects their fast degradation through NMD, a deadenylation-independent mechanism. 

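EST2, the catalytic subunit of telomerase, is encoded by an NMD-sensitive mRNA that was higher in Upf1-TAP than in input by 3.54 ± 0.64 on the log2 scale (adjusted p = 0.000424 from edgeR). CPA1, whose mRNA is cleared by NMD through an upstream open reading frame, rose by 3.21 ± 0.76, and the telomere capping genes STN1 and TEN1 by 3.02 ± 0.38 and 2.57 ± 0.52. In Pab1-TAP, TEN1 rose over input by 1.59 ± 0.52 (adjusted p = 0.041 from edgeR), while EST2 and CPA1 stood at 1.66 ± 0.62 and 0.36 ± 0.70 and did not pass. Against the control purification TEN1, EST3 and MAK31 were higher in Pab1-TAP, at 1.94 ± 0.50, 2.17 ± 0.40 and 2.23 ± 0.48. Without replicate 2, CPA1 and TEN1 stood at 3.38 and 2.75 in Upf1-TAP and did not pass, and in Pab1-TAP TEN1 did not pass without replicate 1 or 2, at 1.35 and 1.92. Of 13 known NMD-sensitive mRNAs, 11 were higher in Upf1-TAP than in input and none was lower (11 higher when adjusted over the list alone, with camera adjusted p = 4.67e-05, and adjusted p = 0.502 with an estimated correlation). In Pab1-TAP 1 was higher and 12 did not pass (0 higher when adjusted over the list alone, with camera adjusted p = 0.166, and adjusted p = 0.787 with an estimated correlation). Relative to the control purification 10 were higher in Upf1-TAP and 3 in Pab1-TAP, with none lower in either (11 and 3 higher when adjusted over the list alone, camera adjusted p = 1.98e-07 and 0.0369, and adjusted p = 0.244 and 0.509 with an estimated correlation). In Upf1-TAP 7 and 2 were higher than in input, and as many than in the control purification, without replicate 1 or 2. In Pab1-TAP without replicate 2 none was, by edgeR (1 and 3 at an unadjusted p under 0.05), nor over input without replicate 1 or without replicate 1 or 2 of Pab1-TAP or of input alone (0 to 4 at an unadjusted p under 0.05), and with scaling by the total count 10 were higher than in input. Their median over the control purification in Pab1-TAP, 0.43, turned to −0.14 with the libraries over 1% ribosomal RNA as a block, a fit chosen after the data were seen.
Among the largest increases over input in Upf1-TAP were those of ISC10, a sporulation gene (4.86 ± 0.48), and RRG7, a gene of respiratory growth (4.54 ± 0.65). Genes of the mating type loci rose as well, HMLALPHA2 and HMRA2 by 4.46 ± 0.41 and MATALPHA2 by 4.38 ± 0.42, whose copies share reads. The same 3 genes were higher in Pab1-TAP (4.01 ± 0.41 for HMLALPHA2 and HMRA2, 3.96 ± 0.41 for MATALPHA2), as were TIF4631, which encodes the Pab1 partner eIF4G1 (3.94 ± 0.55), and EGO4, a small gene of unknown function (3.76 ± 1.21). Without replicate 2 these 5 genes no longer passed in Pab1-TAP, at 3.45 (EGO4) to 4.41 (TIF4631), and neither did EGO4 without replicate 1, at 3.96. Of the 1244 features higher in Pab1-TAP than in input, 822 (66.1%) were also among the 2792 higher in Upf1-TAP, and 15 were lower there. Independent sets of these sizes would share 276.0. Both purifications share the input libraries, which by itself makes calls overlap. In 20 simulations with no feature changed, those at an unadjusted p under 0.05 that were higher in both numbered 118 on average and 139 at most, against 1554 observed. Many features differ in the data, so these simulations do not give the overlap that a shared input makes there. With references that are not shared, 340 features were higher in both when Pab1-TAP was set against the control purification (independent sets would share 230.1), and 416 when Upf1-TAP was (246.0). Of the features higher in Pab1-TAP, 162 and 118 were lower in Upf1-TAP in these 2 settings. Without replicate 1 the overlap was 33, without replicate 2 it was 0, where edgeR called no feature in Pab1-TAP (1990 at an unadjusted p under 0.05), and with the replicates paired by number it was 1476. The 4790 calls in Upf1-TAP became 2040 and 1048 without replicate 1 or 2, and the 2237 in Pab1-TAP became 132 without replicate 1, 3514 without replicate 3, 1057 and 1049 without input replicate 1 or 2, and 4064 with pairing.

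**Figure D3:**
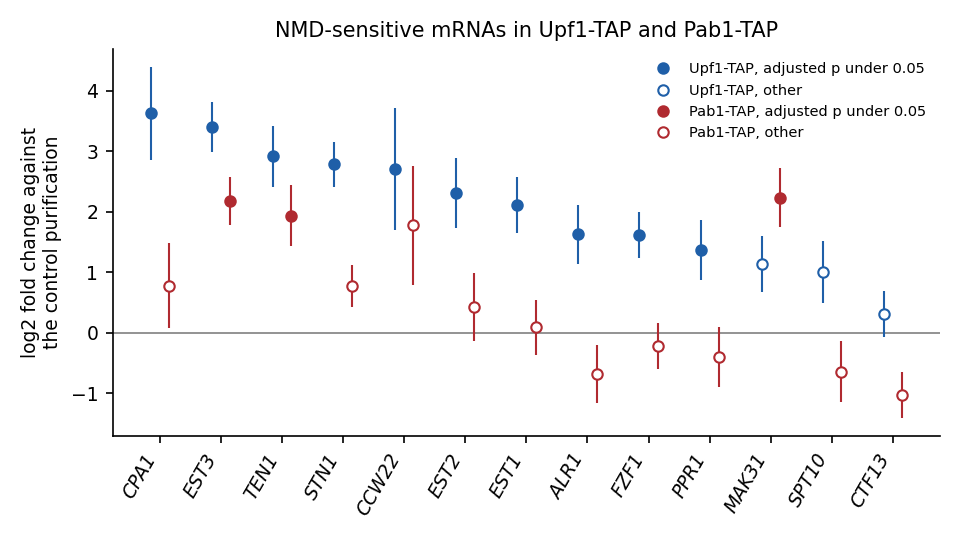
Log2 fold change of 13 NMD-sensitive mRNAs in Upf1-TAP (blue) and Pab1-TAP (red) against the control purification, with bars of 1 standard error from edgeR. Filled points passed the test, 10 in Upf1-TAP and 3 in Pab1-TAP.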

Since rapid degradation does not allow deadenylation to occur, long poly(A) tails of NMD substrates are here a marker of RNA instability. Interestingly, and independent of their NMD status, transcripts with known long average poly(A) tails (Subtelny et al, 2014) were enriched in the Pab1-associated fraction (Fig. EV2E). 

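Poly(A) tail lengths other than those used by the paper here were at hand in its Dataset EV3, which holds median tails in wild-type cells measured by Nanopore sequencing. The first 1244 of the 4909 rows of Dataset EV3 were available, and 1044 of their genes had at least 20 reads in each wild-type sample and passed the count filter. Across these genes, the 261 mRNAs with the longest tails (median 49.5 nt) had a median log2 enrichment in Pab1-TAP over input of 0.24, and the 261 with the shortest (median 34.7 nt) one of −0.22. In Upf1-TAP the medians of the same mRNAs were 0.19 and −1.21, in Rpl16a-TAP 0.07 and 0.02, and in the control purification 0.13 and −0.53. Spearman's rho of tail length with enrichment over input was 0.165 ± 0.056 in Pab1-TAP (SD over n = 3 replicates), 0.337 ± 0.039 in Upf1-TAP, 0.015 ± 0.047 in Rpl16a-TAP and 0.215 ± 0.055 in the control purification. Replicate 3, the Pab1-TAP library with over 1% ribosomal RNA, gave 0.087, and replicates 1 and 2 gave 0.194 and 0.172. Against the control purification, rho was −0.052 in Pab1-TAP, 0.234 in Upf1-TAP and −0.374 in Rpl16a-TAP. Given mean CPM and gene length, a step chosen after these values were seen, it was 0.13 in Pab1-TAP (0.138, 0.199 and −0.013 in the replicates), 0.262 in Upf1-TAP and −0.278 in Rpl16a-TAP. These relations are across genes, which are not independent replicates, and no test was made on them.
Genes of mitochondrial ribosomal proteins were higher in Pab1-TAP than in input in 21 of 69 cases and lower in none (26 higher when adjusted over the list alone, with camera adjusted p = 1.09e-07, and adjusted p = 0.487 with an estimated correlation). MRPS12, a member of this list, was not among those higher and had a negative log2 fold change over input that did not pass. Against the control purification MRPS12 stood at 1.43 ± 0.34 (adjusted p = 0.01 from edgeR). Exons of ribosomal protein genes were lower in 23 of 88 cases and higher in none against input, a median of −1.06 that turned to 0.57 with scaling by the total count (27 lower when adjusted over the list alone, with camera adjusted p = 1.5e-08, and adjusted p = 0.536 with an estimated correlation). Over the control purification 13 of them were higher and none was lower (17 higher when adjusted over the list alone, with camera adjusted p = 1.38e-10, and adjusted p = 0.367 with an estimated correlation). Without replicate 1 these 3 counts were 1, 0 and 0 by edgeR (18, 24 and 34 at an unadjusted p under 0.05), and without replicate 2 each was 0 (12, 29 and 4 at an unadjusted p under 0.05). Without control replicate 2 or 3 no exon was higher over the control purification (28 and 30 at an unadjusted p under 0.05), and DESeq2 called 33. With scaling by the total count 67 of the mitochondrial ribosomal protein genes were higher than in input.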

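PDC1 and PDC5 encode pyruvate decarboxylases and TDH3 the most abundant glyceraldehyde-3-phosphate dehydrogenase. Their mRNAs were lower in Pab1-TAP than in input, at −3.58 ± 0.67, −3.79 ± 0.38 and −3.36 ± 0.75 on the log2 scale. MET6, of methionine synthesis, stood at −3.70 ± 0.54 (adjusted p = 0.000495 from edgeR). Without replicate 1 PDC1 and TDH3 did not pass, at −3.33 and −3.04, and without replicate 2 none of the 4 did, at −3.60 (PDC1) to −3.38 (TDH3). Among the lowest in Upf1-TAP were RPS31, RPL25, RPS27B and RPS15, which encode ribosomal proteins, at −4.75 ± 0.74, −4.71 ± 0.64, −4.41 ± 0.56 and −4.34 ± 0.96. Of 18 glycolysis and fermentation genes, 16 were lower in Pab1-TAP and 17 in Upf1-TAP than in input, with none higher in either (16 and 18 lower when adjusted over the list alone, camera adjusted p = 7.14e-13 and 6.76e-11, and adjusted p = 0.293 and 0.502 with an estimated correlation). The control purification had 13 of them lower than input and none higher, and against the control purification 3 were lower in Pab1-TAP (15 and 3 when adjusted over the list alone). Without replicate 2 the counts over input were 0 in Pab1-TAP and the control purification by edgeR (15 and 1 at an unadjusted p under 0.05) and 8 in Upf1-TAP, and without replicate 1 3 in Pab1-TAP. In the control purification edgeR also called 0 without replicate 1 or without its own replicate 2 (12 and 14 at an unadjusted p under 0.05). Scaling by the total count left 3 lower in Pab1-TAP, 7 in Upf1-TAP and 0 in the control purification.
Half-lives came from the no-auxin condition of the SLAM-seq data in the paper's Dataset EV4, of which the first 1092 of 3383 rows were available. Over 1087 genes, the 272 longest-lived mRNAs (median 15.3 min) had a median log2 enrichment of −0.73 in Pab1-TAP over input, and the 271 shortest-lived (8.60 min) one of 0.26. In Upf1-TAP these medians were −1.34 and 0.09. Spearman's rho of half-life with enrichment over input was −0.339 ± 0.166 in Pab1-TAP (SD over n = 3 replicates; −0.447, −0.319 and −0.118), −0.423 ± 0.025 in Upf1-TAP, −0.387 ± 0.088 in Rpl16a-TAP and −0.507 ± 0.068 in the control purification. With the control purification as reference, rho was 0.194 in Pab1-TAP, −0.008 in Upf1-TAP and 0.327 in Rpl16a-TAP. Given mean CPM and gene length, a step chosen after these values were seen, it was −0.068, −0.053 and 0.02. The 18 relations with tail length and half-life were computed across genes, without a test. From the recovery of NMD substrates and of mRNAs with long tails with Pab1, the paper reasons that rapidly degraded RNAs keep the long tails to which Pab1 binds, and takes binding to Pab1 as a sign that an mRNA is unstable.

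**Figure D4:**
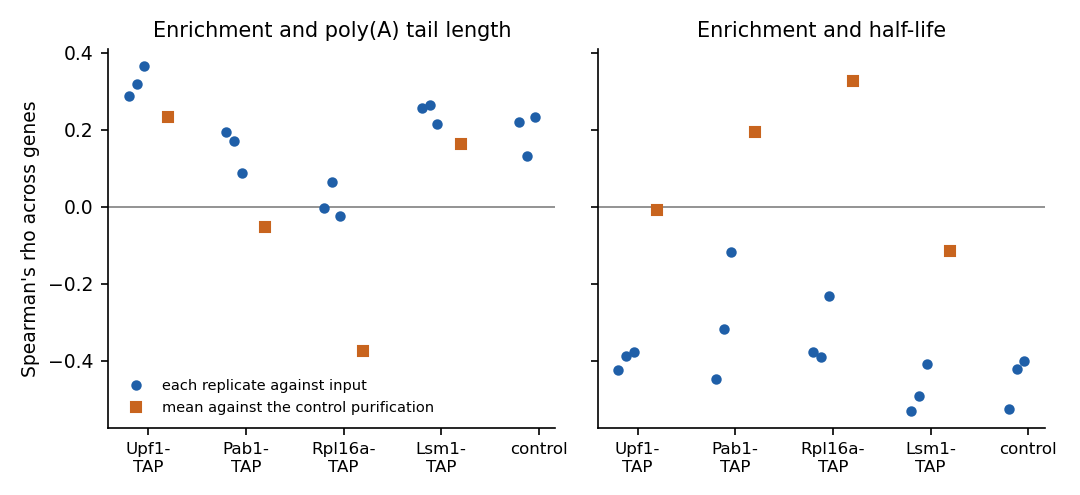
Spearman's rho across genes between enrichment and poly(A) tail length (left) or half-life (right) in each purification. Circles are the 3 replicates against input and squares the mean libraries against the control purification; for half-life all circles lie below 0, the control purification included.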

We conclude that Pab1 preferentially binds long poly(A) tail RNAs and that the association of an mRNA with Pab1 can be considered as a marker of its instability.

The unexpected finding that Pab1 binds unstable RNAs with relatively long poly(A) tails, led us to explore the relationship between RNA half-life and poly(A) tail length from published large-scale data sets. Poly(A) tail length was strongly inversely correlated with RNA stability (Fig. 2A,B; Appendix Fig. S1A,B) as previously reported (Chan et al, 2018; Lima et al, 2017). The observed correlations were independent of the method used for measuring RNA half-life or poly(A) tail length. If deadenylation speed dictates RNA stability, changes in deadenylation activity should be reflected in predictable changes in poly(A) tail lengths for both stable and unstable RNA. To test this hypothesis, we analyzed published changes in poly(A) tail length in strains lacking Pan2 and Ccr4 deadenylases (Tudek et al, 2021). Most stable 25% RNAs and most unstable 25% RNAs showed different relative changes in poly(A) tail length, with a higher relative increase in the poly(A) tail length for relatively stable transcripts in one case, deletion of PAN2, and with a lower effect on this class of transcripts in the absence of CCR4 (Appendix Fig. S1C). Thus, slowing down deadenylation led to changes in poly(A) tail length that were not clearly linked to RNA stability, questioning the impact of deadenylation speed on RNA degradation rates in yeast.

**Figure 2:**
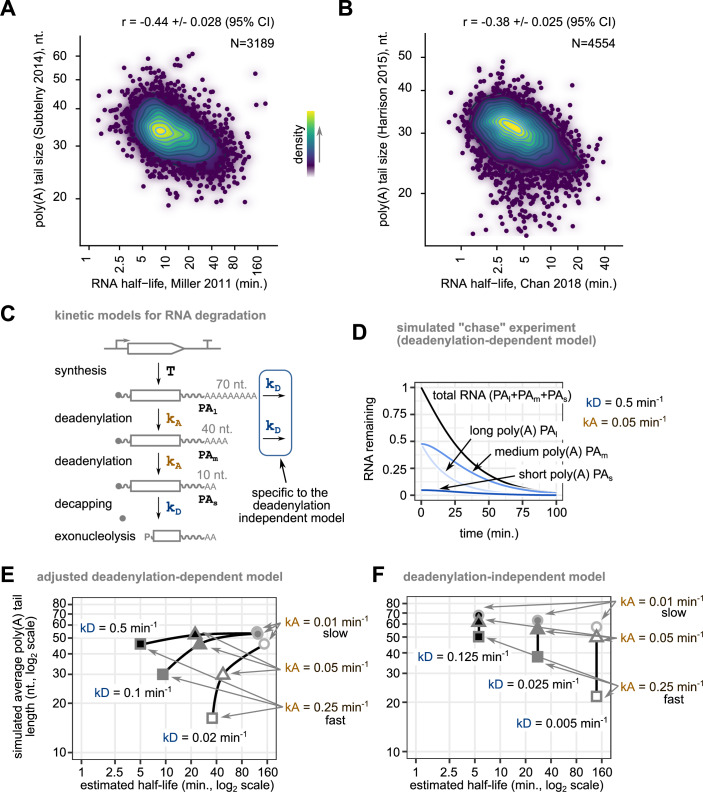
The presence of long poly(A) tails on unstable mRNAs can be explained by two RNA degradation mechanisms. (**A**) Average poly(A) tail length shows a negative correlation with RNA half-life. Published poly(A) tail size data (log2, Subtelny et al, 2014), were represented on the vertical axis as a function of estimated RNA half-life, horizontal axis (log2, Miller et al, 2011). The Pearson product moment correlation coefficient and its 95% confidence interval are displayed on the graph. (**B**) Similar to panel (**A**), but with data for poly(A) size and RNA half-life from other publications (Harrison et al, 2015; Chan et al, 2018). (**C**) Depiction of two models for RNA degradation, one in which deadenylation is required to induce decapping, and another in which decapping can occur on RNAs with any size of poly(A) tail. k_A_ is a kinetic constant for deadenylation, k_D_ represents a decapping rate constant and “T” indicates all the processes leading to the generation of cytoplasmic mRNA. (**D**) Example of simulated RNA degradation curve for the deadenylation-dependent kinetic model, starting from a steady-state situation described by a decapping constant of 0.5 min^−1^ and a deadenylation constant of 0.05 min^−1^. The relative variation of the amounts of the three forms of RNA is indicated. (**E**) Examples of simulated half-life values and average poly(A) tail length for the deadenylation-dependent model for RNAs with three values of k_D_ (low, white, intermediate, gray, and high, black) in combination with three values of k_A_ (low, circles, intermediate, triangles, and high, squares). Values of poly(A) for the three species were arbitrarily set to 70, 40, and 10 nucleotides to calculate averages. Both axes use a logarithmic scale. (**F**) Similar to (**E**), but for the deadenylation-independent kinetic model. The k_D_ values were adjusted to obtain half-life and poly(A) size values compatible with published results.

Previous analyses of RNA degradation assumed that deadenylation is the critical step in RNA degradation, and that RNAs are rapidly degraded once a poly(A) tail, of about 10 to 12 nucleotides is reached (Muhlrad et al, 1994; Cao and Parker, 2001). We wondered how well this deadenylation-dependent model for RNA degradation fits the short poly(A) tail length observed for the most stable mRNAs. To this end, we used a kinetic model for RNA degradation inspired by previous work (Cao and Parker, 2001). Three poly(A) species were considered for each RNA, starting with long poly(A) tail RNA (PA_l_), which is transformed to intermediate (PA_m_) and short tail RNA (PA_s_) at a speed proportional to a constant related with deadenylation rate, k_A_ (Fig. 2C). Oligoadenylated RNA is finally degraded with a first-order constant k_D_. The functions that express the concentration of each RNA species during time were obtained by solving the set of differential equations for the presented model (Appendix Fig. S1E). A deadenylation-independent model was also considered, in which degradation can also occur for the longer poly(A) tail species (Fig. 2C; Appendix Fig. S1F for the corresponding equations). These models were equally employed within *Tellurium*, a modeling and simulation software package (Choi et al, 2018) using the representation depicted in Appendix Fig. S1D. The computed steady-state levels for RNAs of different poly(A) tail length were used as a starting point in simulated “chase” experiments, to calculate both the variation in average poly(A) tails and the amount of remaining RNA (Fig. 2D, for an example). The values of the rate constants used in these simulations were in the range of those estimated previously from experimental and kinetic modeling results (Cao and Parker, 2001), even if we are aware that measured in vitro decapping rates can be 10 to 50 times higher (Wurm et al, 2017).

To understand the impact of deadenylation and decapping speeds on simulated half-life and poly(A) tail distribution, we varied both k_A_ and k_D_ values. For example, for a constant k_D_ of 0.5 min^−1^, similar in size to the one previously estimated from experimental and modeling data (Cao and Parker, 2001), changing k_A_ values by a factor of 25 led to a shift in the half-life of the simulated RNA from 5 to 120 min (Fig. 2E, upper line). With arbitrary values for the three poly(A) species of 70 (PA_l_), 40 (PA_m_), and 10 (PA_s_) nucleotides (Fig. 2C), we computed average sizes of the poly(A) tails at steady-state in each condition. The obtained values ranged from 46 nucleotides for the fastest decaying RNA to 55 nucleotides for the slowest ones (Fig. 2E, upper line). This result is in opposition with the experimentally observed long poly(A) tails for unstable mRNAs (Fig. 2A,B). To solve this conundrum we tested the effect of changing the degradation rate of oligoadenylated RNA, k_D_. As expected, decreasing k_D_ by a factor of 5, from 0.5 min^−1^ to 0.1 min^−1^ led to an increase in the RNA half-life from 5 to 9 min and a decrease in the average length of poly(A) tails at steady-state from 46 to 30 nucleotides (Fig. 2E). Further decreasing k_D_ led to an increase in RNA half-life from 9 to 35 min, and a decrease in average poly(A) tail size from 30 to 16 nucleotides (Fig. 2E). Thus, k_D_ changes, rather than deadenylation speed might be responsible for the observed correlation between poly(A) size and RNA instability (Fig. 2A,B).

An alternative explanation for the presence of long poly(A) tails for unstable mRNA is that mRNA degradation follows a deadenylation-independent model in which deadenylation and decapping are uncoupled. Such a model involves the addition of just two additional degradation steps (Fig. 2C). Increasing k_D_ values in this model led to shorter RNA half-lives, with a range of average poly(A) tail lengths that was dependent on the simulated k_A_ (Fig. 2F).

Thus, the inverse correlation between average poly(A) tail length and RNA half-life (Fig. 2A,B) can only be explained by the classical deadenylation-dependent model when the limiting step for RNA degradation is not deadenylation speed (k_A_) but rather the degradation of the oligoadenylated RNA species (k_D_). Alternatively, the observed anti-correlation can also be explained by a model in which decapping can occur even on long poly(A) tail RNAs (Fig. 2C), as it happens for NMD substrates. The two modes of RNA degradation are not mutually exclusive but can be experimentally differentiated by modulating deadenylation or decapping.

Slowing down deadenylation is expected to lead first to the accumulation of unstable RNAs in the classical model and to have no impact if initiation of RNA degradation is not dependent on prior deadenylation (Appendix Fig. S2A,B). By contrast, decapping inhibition should lead to an initial increase in the levels of unstable RNA in both models (Appendix Fig. S2C,D). To test these predictions, we set up conditions in which the major yeast deadenylases Ccr4 and Pop2/Caf1, or the decapping enzyme Dcp2, can be rapidly depleted. The experimental system (Fig. EV3A) is based on the fusion of the protein of interest with an auxin-inducible degron (AID) domain recognized by the auxin-sensitive *O. sativa* TIR1 (Nishimura et al, 2009). The expression of TIR1 was induced using the Z3EV system (Ohira et al, 2017), with a β-estradiol treatment only when the degradation of the protein of interest was required. Addition of indole-3-acetic acid (IAA) auxin together with β-estradiol triggered proteasome-degradation of AID-proteins, as seen by the rapid decrease in the levels of Ccr4, Pop2, or both proteins (Fig. 3A). This decrease in protein levels was accompanied by a slow-growth phenotype, only visible in the presence of IAA and β-estradiol (Fig. EV3B). The growth defect of degron strains could be reverted in the presence of a plasmid carrying the corresponding deadenylase (Fig. EV3C). Expression of either CCR4 or POP2 could not complement the growth defect of the double degron strain, as expected (Fig. EV3D). As a further validation of these complementation results, we tested the poly(A) status of an endogenous transcript, HHT2, by ePAT. We observed that the increase in poly(A) length observed when Ccr4 was depleted could be reverted when CCR4 was expressed, but not when a catalytically inactive version of the enzyme, E556A (Chen et al, 2002), was used (Fig. EV3E,F). The shift in poly(A) tail length for HHT2 was more modest when POP2 was depleted, and the Pop2(D310A) mutant, supposed to affect the enzymatic activity of Pop2, was as effective as the wild type in reverting the poly(A) and growth phenotype (Fig. EV3C,E,G). It is possible that the D310A change is not sufficient to completely inactivate the deadenylation activity of Pop2, as demonstrated in vitro (Ye et al, 2021). Alternatively, the presence of the protein is sufficient to activate the deadenylase activity of Ccr4, as previously suggested (Tucker et al, 2002). In conclusion, the degron system allow rapid depletion of the major deadenylases, with an impact on the poly(A) length of an endogenous transcript.

**Figure 3:**
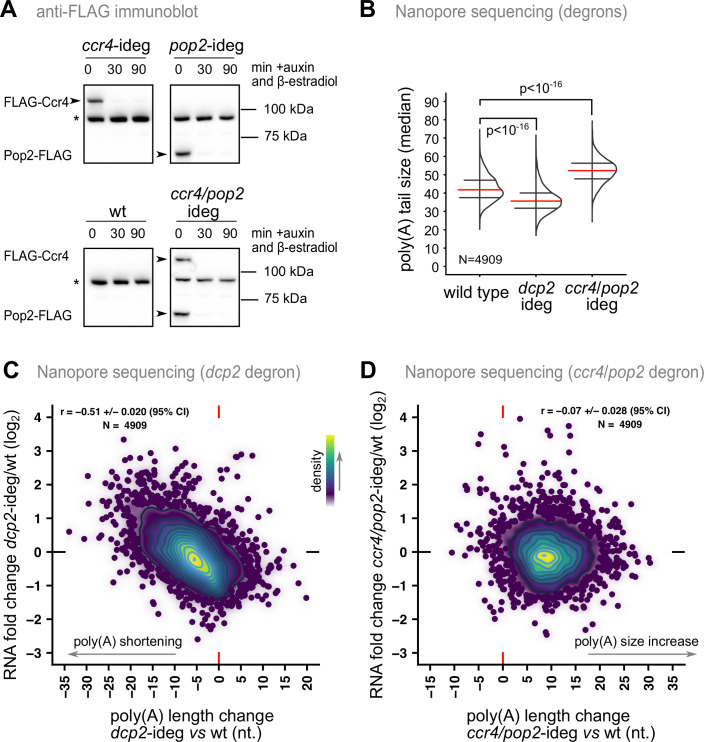
Poly(A) tail changes when decapping or deadenylation are inactivated suggest a deadenylation-independent model for RNA degradation. (**A**) Immunoblot estimation of the decrease in the levels of deadenylases targeted by the inducible degron system. Protein degradation was induced by addition of β-estradiol (1 μM) and IAA (100 μM) and total protein extracts were tested at the indicated time points with anti-FLAG antibodies. The asterisk indicates a yeast protein that is detected by the antibodies in all samples. (**B**) Comparison of the global distribution of median poly(A) tails for mRNAs as detected by Nanopore sequencing in strains depleted for Dcp2 or Ccr4 and Pop2 by treatment with β-estradiol and IAA for 1 h in liquid medium. The results represent the average of two independent experiments. Red lines correspond to medians of the distributions, with black lines indicating the first and the third quartiles. Indicated *p*-values correspond to a paired Wilcoxon signed rank test with continuity correction for the null hypothesis. (**C**) Relationship between the measured changes in poly(A) tail length in Dcp2-depleted cells and the increase in the levels of the corresponding mRNAs, compared with a wild type strain. The Pearson product moment correlation coefficient and its 95% confidence interval are displayed on the graph. (**D**) Similar to (**C**) for the strain depleted for the Ccr4 and Pop4 deadenylases. Source data are available online for this figure.

**Figure EV3:**
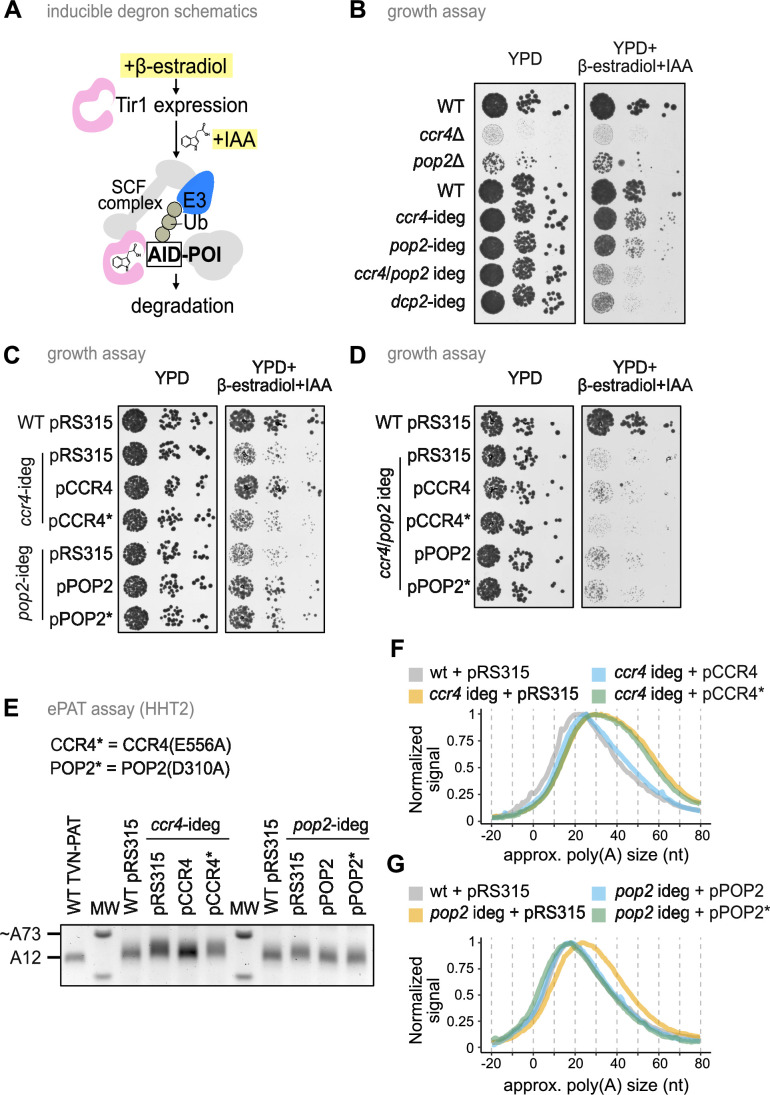
An inducible degron system for deadenylases. (**A**) Schematics of the developed inducible degron system in which *O. sativa* Tir1 expression is under the control of an estrogen sensitive promoter. In the presence of the plant auxin hormone indole-3-acetic acid (IAA), Tir1 targets a E3 ubiquitin ligase to the AID domain fused to the protein of interest (POI) for its rapid proteasome degradation. (**B**) Serial dilution plate growth assay for deletion and inducible degron (ideg) strains affecting deadenylases of the CCR4/NOT complex and the decapping enzyme Dcp2. Growth on rich medium (YPD, left) was compared with growth on rich medium containing β-estradiol and IAA (right). (**C**) Similar to (**B**) for the strains depleted for Ccr4 or Pop2 that were transformed with a control plasmid (pRS315), pRS315-CCR4 or pRS315-POP2. The asterisks indicates mutated versions of Ccr4, E556A, and Pop2, D310A. (**D**) Similar with (**C**), but for the concomitant depletion of Ccr4 and Pop2. (**E**) Changes in the poly(A) tail size of HHT2 measured using ePAT in the strains presented in panel (**C**). The TVN-PAT lane indicates the relative position of the A12 RNA. (**F**) Poly(A) size profile for HHT2 under Ccr4 depletion conditions was extracted from panel (**E**) and normalized to the signal in each lane. (**G**) Similar to (**F**), but for the depletion of Pop2.

For a global view of poly(A) tail length and transcript level changes we used Nanopore sequencing (Tudek et al, 2021; Ohira et al, 2017) in strains depleted for the two deadenylases of the Ccr4-Not complex or for Dcp2. Depletion of these proteins led to global changes in poly(A) tail length. As expected, mRNA poly(A) tails became globally longer when both deadenylases were depleted, with an average shift from 42.5 to 52 nucleotides (Fig. 3B). Depletion of Dcp2 had an opposite effect, with a decrease of the average poly(A) tail length to 36.3 nucleotides. This shift was expected if Dcp2 depletion stabilizes mRNAs leaving more time for deadenylation to occur. To judge the impact of poly(A) tail modifications on RNA levels we looked at how transcript poly(A) tail length changed in the degron strains in relation with RNA amounts (Dataset EV3). We found that an increase in mRNA levels was accompanied by a decrease in the size of the poly(A) tails when Dcp2 was depleted (Fig. 3C). Such correlated changes were not observed in the strains depleted for the Ccr4 and Pop2 deadenylases (Fig. 3D), even though the poly(A) tail length was clearly and globally increased. Thus, perturbation of deadenylation or decapping led to results that are compatible with an uncoupling between these processes during the degradation of unstable RNAs in yeast.

Having established that rapid depletion of decapping or deadenylation enzymes had a major impact on the steady-state poly(A) tail length of yeast transcripts, we directly measured the effect of changing deadenylation speed on mRNA half-life. To this end, we performed SLAM-seq experiments (Herzog et al, 2017) in which 4-thiouracil is partially incorporated into newly synthesized mRNA and its levels of mRNA modification are followed over time in a chase experiment in a medium containing an excess of uracil (Fig. 4A). Incorporation of the modified nucleotide into the mRNA can be detected by DNA sequencing after reverse transcription, during which modified 4-thiouracil is misread, leading to a T to C conversion wherever 4-thiouracil was present in the mRNA. First-order decay kinetics applied to T to C conversion events allowed us to obtain half-life estimates for 3383 transcripts (Dataset EV4). The obtained half-life estimates for the degron strains in the absence of IAA and β-estradiol correlated well with previous half-life measurements obtained with a different detection method (Chan et al, 2018) (Fig. 4B). Our results also correlated well to measurements performed by a regulated promoter assay method (Baudrimont et al, 2017) (Appendix Fig. S3A) and with recent SLAM-seq results (Alalam et al, 2022) (Appendix Fig. S3B).

**Figure 4:**
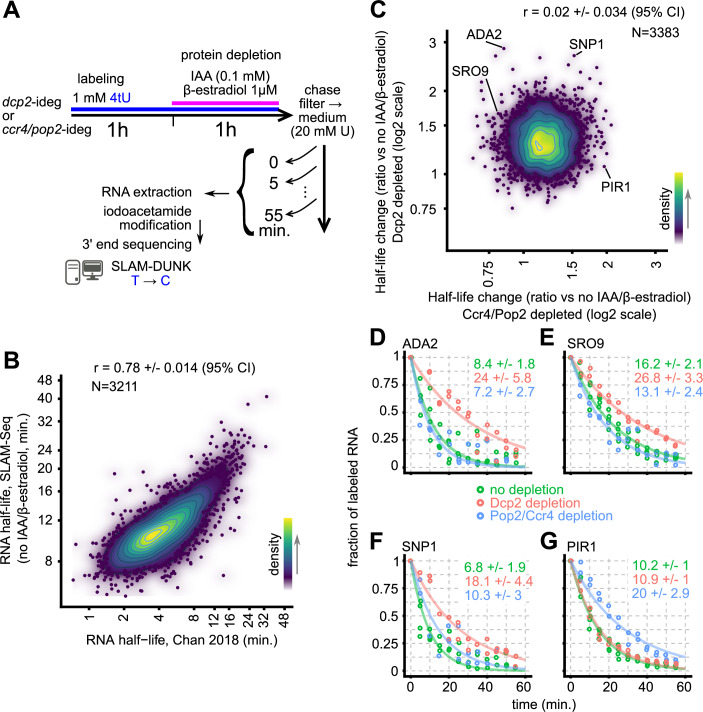
mRNA half-life changes are mostly independent when decapping or deadenylation were inactivated. (**A**) Schematics of the SLAM-Seq experiment performed using *ccr4/pop2*-ideg and *dcp2*-ideg strains. (**B**) Correlation between the average half-life measured in our experiments and half-life reported previously by Chan et al, 2018. Pearson correlation coefficient, its confidence interval and number of measurements, N, are indicated. (**C**) Scatter plot showing the distribution of changes in half-life for transcripts when Ccr4 and Pop2 were depleted (x axis) or Dcp2 was depleted (y axis) in comparison with the average half-life of experiments in which degradation of the proteins was not induced. Individual transcripts are indicated and raw results for these transcripts, together with the estimated half-lifes are indicated in panel (**D**) for ADA2, (**E**) for SRO9, (**F**) for SNP1, and (**G**) for PIR1. In each panel, the T to C conversion rate was normalized to 1 at time 0 and its change over time was plotted. The confidence interval for the estimates half-life values was computed using the “*confint*” function of the MASS R package (see Methods). Control, “no depletion” results are depicted in green, depletion of Ccr4 and Pop2 results in blue and depletion of Dcp2 results in orange.

Interestingly, changes in the mRNA half-life following Dcp2 or Ccr4 and Pop2 depletion were not correlated (Fig. 4C) although both treatments led to a stabilization of a fraction of transcripts. Several transcripts, as illustrated for ADA2 or SRO9, were stabilized only when Dcp2 was depleted (Fig. 4D,E), while others, such as SNP1, showed also a partial stabilization following depletion of Ccr4/Pop2 (Fig. 4F). Finally, some transcripts, such as PIR1, were not sensitive to Dcp2 depletion but were stabilized by depletion of deadenylases (Fig. 4G). Overall, the lack of correlation between the effects of depleting Dcp2 or Ccr4/Pop2 suggests that there is no causal effect linking deadenylation speed with triggering mRNA decapping and subsequent degradation.

One of the limitations of the SLAM seq experiments is that they do not allow a concomitant estimation of the dynamics of both mRNA decay and poly(A) tail length. To compare RNAs with different stabilities, in a context where NMD does not play a role, we took advantage of the previous observation that a coding sequence bias affects mRNA degradation (Presnyak et al, 2015; Herrick et al, 1990) and built two reporter RNAs with HIS3 coding sequences that were either optimal (OPT-HIS3) or non-optimal (non-OPT-HIS3) in terms of codon usage. A tetOFF system was used to turn off reporter synthesis following the addition of doxycycline (Fig. 5A). We measured half-lives of 16 min for OPT-HIS3 and 8 min for the non-OPT-HIS3 reporter (Fig. EV5A). The reporters, particularly the non-OPT-HIS3 mRNA, were stabilized by the addition of the translation inhibitor cycloheximide (Fig. EV4A) and were not affected by depletion of Upf1, which inhibits NMD (Fig. EV4B,C).

**Figure 5:**
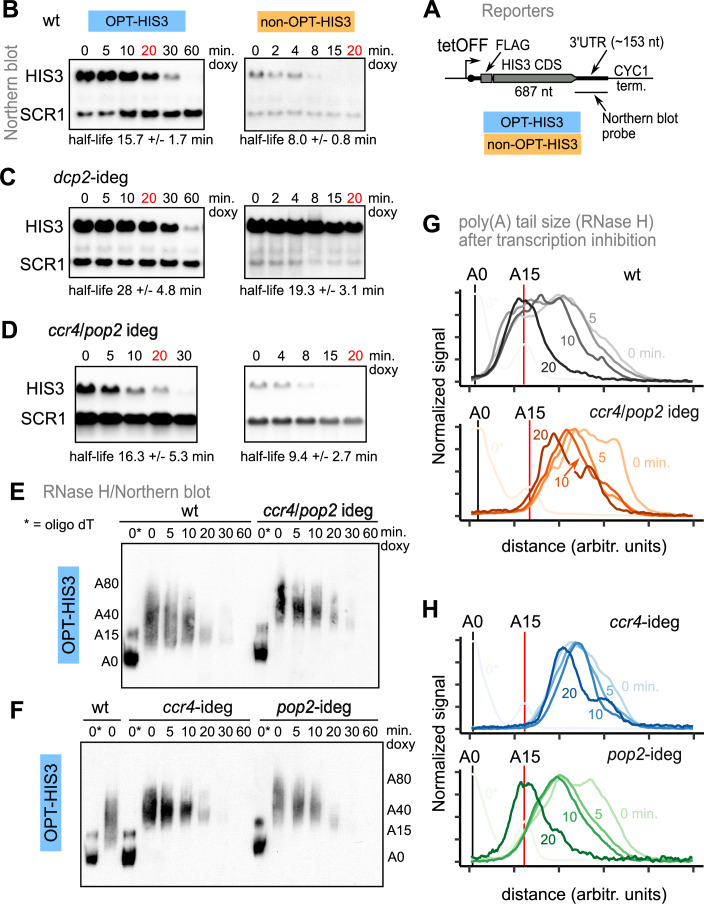
Deadenylation speed changes poly(A) size but does not affect half-life of reporter mRNAs. (**A**) Reporter mRNAs controlled by a tetOFF system were used for half-life estimates. (**B**) Northern blot visualization of degradation for reporter mRNAs in comparison with the stable SCR1 RNA, as control. The indicated half-life values correspond to quantitative experiments done by RT-qPCR (Fig. EV5). (**C**) Similar to (**B**) but following depletion of Dcp2. (**D**) Similar to (**B**) but following depletion of Ccr4 and Pop2 deadenylases. (**E**) Evolution of poly(A) tail length after transcription shut off with doxycycline in a wild-type strain (left side) or after depletion of Ccr4 and Pop2 through the inducible degron system (right side). A star indicates samples treated with oligo-dT prior to RNAse H digestion. Approximate sizes of the poly(A) tails are indicated. (**F**) Similar to (**E**), but for the individual depletion of either Ccr4 or Pop2. A wild-type RNA sample at time 0 is shown for comparison. (**G**) Poly(A) tail signal for the experiments presented in (**E**). The values were normalized to the same maximum signal and are not indicative of the amount of remaining RNA at different time points, only of the distribution. The partially digested signal corresponding to A15 was used to calibrate the plots. The horizontal axis corresponds to distance from the region of the A0 signal. (**H**) Similar to (**G**), for the poly(A) profiles corresponding to strains depleted for either Ccr4 or Pop2. Source data are available online for this figure.

**Figure EV4:**
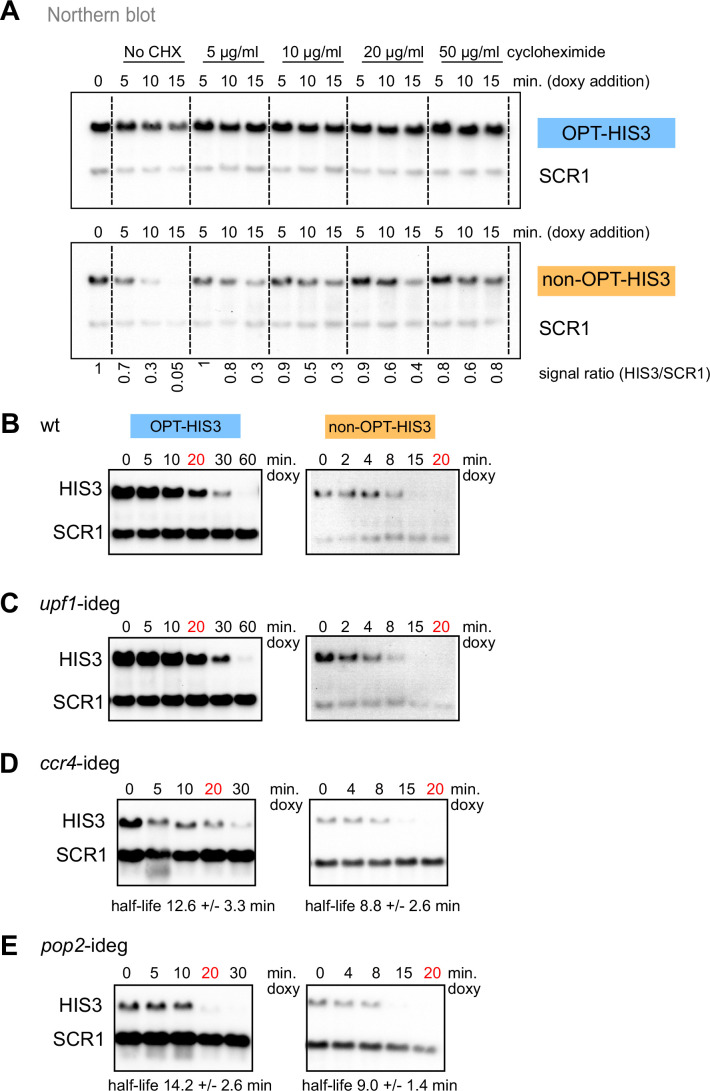
Degradation of OPT-HIS3 and non-OPT-HIS3 reporter mRNAs depends on translation and decapping. (**A**) Dose-dependent effect of the translation inhibitor cycloheximide (from 0 to 50 μg/ml) was tested by Northern blotting for optimal (upper panel) and non-optimal (lower panel) HIS3 reporters. SCR1 was used as a loading control. Degradation rates for optimized HIS3 (left panel) and non-optimal HIS3 (right panel) were visualized by Northern blot (HIS3 reporter signal) in comparison with an SCR1 control. (**B**) Similar to (**A**), in a wild type strain. (**C**) Similar to (**A**) after depletion of Upf1. (**D**) Similar to (**A**) after depletion of Ccr4. (**E**) Similar to (**A**) after depletion of Pop2. For each situation, the estimated half-life and the 95% confidence interval obtained from RT-qPCR and the results are indicated.

**Figure EV5:**
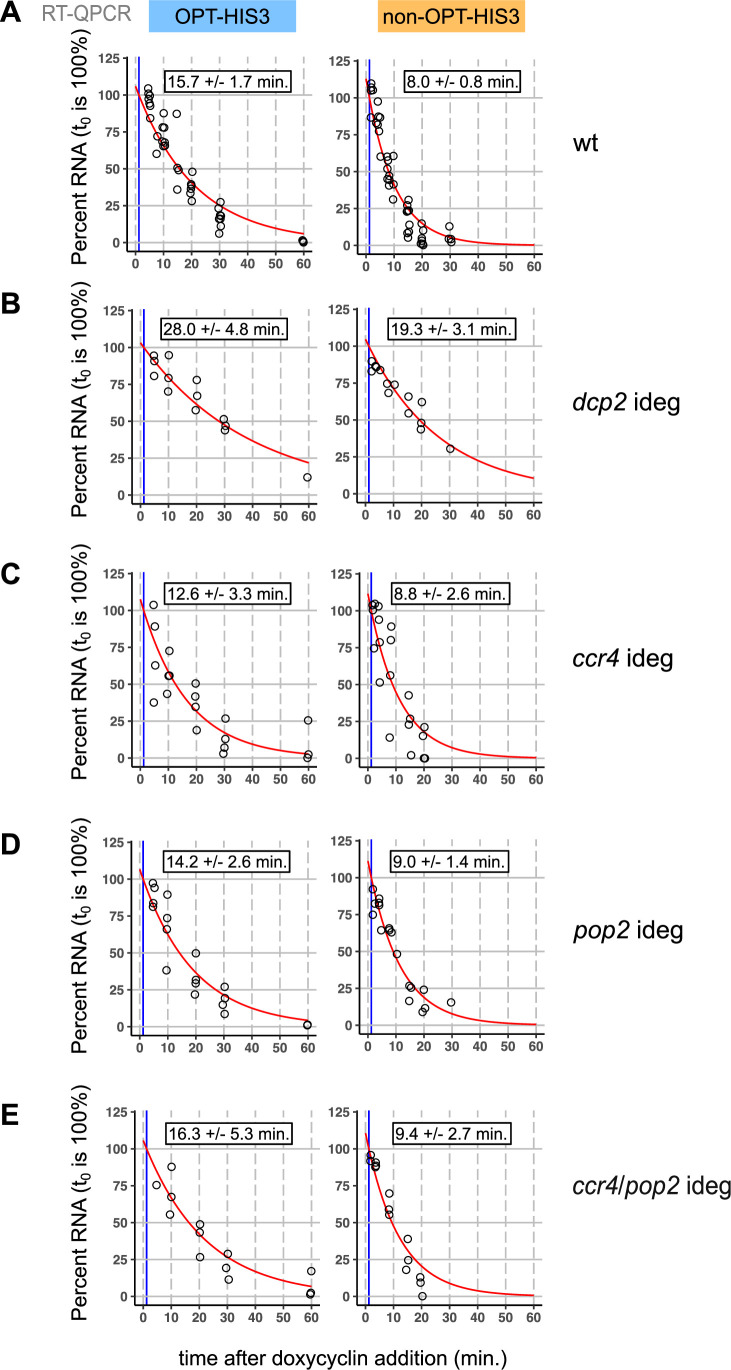
Half-life of reporter RNAs as measured by RT-qPCR. (**A**) The half-life of HIS3 reporter, codon-optimized (left panel) or non-optimized (right panel), was measured by RT-qPCR following transcription block with doxycyclin. For each decay experiment, the values were normalized ot time 0, considered to represent 100%. Indicated estimates correspond to half-life in minutes with a 95% confidence interval. All the experiments were performed independently at least three times. (**B**) Similar to (**A**), but after depletion of Dcp2. (**C**) Similar to (**A**), but after depletion of Ccr4. (**D**) Similar to (**A**), but after depletion of Pop2. (**E**) Similar to (**A**) but after concomitant depletion of Ccr4 and Pop2.

Next, we tested the levels of our mRNA reporters at different time points after addition of doxycyline in a strain depleted for Dcp2. The half-life of both reporters doubled in these conditions (Figs. 5B,C and EV5A,B). Intriguingly, the measured half-lives of the non-OPT-HIS3 and OPT-HIS3 mRNA were not affected in the degron strains after depletion of Ccr4, Pop2 or both deadenylases together (Figs. 5D, EV4D,E and EV5C–E). These results were in agreement with the lack of global mRNA level changes upon deadenylase depletion despite the upshift of poly(A) tail lengths, as measured by Nanopore sequencing (Fig. 3B,D).

To better understand the impact of blocking deadenylation on the poly(A) tail and degradation of the reporters, we tested both their steady-state and deadenylation dynamics by using RNAse H digestion and Northern blotting (Fig. 5E,F). Depletion of the deadenylases, either alone or in combination, drastically changed the steady-state distribution of poly(A) tails for both reporters. Whereas, in wild-type conditions, the steady-state distribution of poly(A) tails encompassed a broad range, from less than 10 to more than 80 A, a striking decrease in the signal corresponding to short poly(A) tails was observed following deadenylases depletion (Fig. 5E,G). While short poly(A) tails were not detectable for the reporter RNAs in cells depleted for Ccr4, they could be partially detected in the Pop2-depleted cells (Fig. 5F,H). These differences were comparable with those described for total RNA poly(A) tail dynamics after transcription shut-off, where CCR4 deletion led to a loss of deadenylated species shorter than 20–23 nucleotides (Webster et al, 2018).

## Discussion

Here we present several lines of evidence in favor of a deadenylation-independent model for the initiation of degradation of an important fraction of yeast mRNA. Our conclusions have implications for the understanding of how gene expression is regulated and suggest that deadenylation is not the main cause, but it rather accompanies RNA degradation. First, we found that the poly(A)-binding protein Pab1 is associated with unstable RNAs with longer than average poly(A) tails, many of them substrates of the NMD pathway (Fig. 1). Interestingly, and in agreement with previous studies, unstable mRNAs tend to have longer than average poly(A) tails not only in yeast, but also in other species, such as *C. elegans* (Lima et al, 2017), *A. thaliana* (Jia et al, 2022) or, to a lesser extent, human cells (Legnini et al, 2019). Second, we propose a simple kinetic model, with only two parameters, to explain steady-state poly(A) tail lengths as a function of RNA degradation rate (Fig. 2). In line with the previous investigation of reporter RNA degradation through modeling (Cao and Parker, 2001, 2003), we found that, to explain large-scale results, either deadenylation-independent decapping is prevalent, or deadenylation rate plays a minor role compared to decapping activation on oligoadenylated species. Third, to get a better and minimally perturbed view of the importance of deadenylation in RNA degradation, we constructed strains for rapid degradation of the major deadenylation factors Ccr4 and Pop2. Nanopore sequencing showed that, even though most RNAs carry longer poly(A) tails under these conditions, their relative levels were not affected. This was in contrast with the depletion of Dcp2, which clearly showed that the RNAs that had initially the longer poly(A) tails and were most unstable, increased in their levels and showed a downshift in poly(A) tail length (Fig. 3). These results were further confirmed by measuring mRNA half-life in the same conditions using metabolic labeling (Fig. 4). Finally, the detailed investigation of the kinetics of RNA degradation for two reporter RNAs independent of NMD and having different degradation rates showed the lack of correlation between poly(A) status and rate of deadenylation and the degradation speed (Fig. 5).

Our results might seem at odds with the widely accepted idea that deadenylation precedes decapping in the degradation of RNA in eukaryotes. Still, recent results have already suggested that deadenylation is not linked with RNA degradation, at least during yeast meiosis (Wiener et al, 2021). Even the results of large-scale metabolic labeling and poly(A) tail length measurements in 3T3 mouse cells (Eisen et al, 2020) are compatible with a deadenylation-independent mechanism for RNA degradation. Individual highly unstable transcripts, such as Metrnl, showed a broad distribution of poly(A) tails at steady-state, while a very stable one, such as Eef2, displayed a more compact distribution, with shorter poly(A) tails on average. Individual cases were not reflected in a global correlation between poly(A) tail length and RNA stability, potentially because deadenylation and decapping have different ranges and dynamics in mammalian cells compared with yeast. Importantly, fitting a deadenylation-dependent model for RNA degradation involved a highly variable parameter, the speed of decapping for oligoadenylated RNA species. This speed varied by a factor of 1000 (Eisen et al, 2020), which is similar to the range of variation in the reported model for the deadenylation speed. Thus, the published model only fits experimental data if it includes a highly variable and limiting decapping speed. A strong correlation between measured deadenylation and decapping rates (Pearson correlation coefficient of 0.6, based on data presented in Table S1 of that article, 3140 transcripts) might indicate that unstable mRNA are particularly prone to deadenylation and that, once they reach a poly(A) threshold get decapped also rapidly. This result, based on the correlation of the parameters obtained by data fitting to a specific model, need to be critically assessed. For example, further examination of the reported parameters of the degradation kinetics of thousands of transcripts showed a strong positive correlation between deadenylation rate and RNA production rate (Pearson correlation coefficient 0.49) and also between decapping and RNA production (Pearson correlation coefficient of 0.51). These results would imply that the most highly produced RNAs have also the fastest deadenylation and decapping rates, a phenomenon that was not observed previously in mammalian cells (Schwanhäusser et al, 2011) and has no obvious biological meaning. This example illustrates why observed correlations between parameters of a model could be misleading, unless they can be independently validated.

To circumvent the potential pitfalls of using correlation results for mechanistic conclusions we used both modeling and perturbation of decapping and deadenylation. Our initial modeling of RNA degradation kinetics identified the requirement for a strong variation in decapping speed for the deadenylation-dependent mechanism, to explain large-scale steady-state results (Fig. 2E). As demonstrated here, a deadenylation-independent mechanism could also lead to a similar distribution of poly(A) tails length and half-life (Fig. 2F). Previous simulations of RNA degradation based on the analysis of pulse-chase results for an unstable and stable RNA in yeast led to a similar conclusion: the stable RNA decapping should happen at much lower rates than the unstable one (Cao and Parker, 2001). Thus, even if degradation of RNA occurs only after deadenylation, a slow decapping rate could ensure the stability of an RNA, independent on its deadenylation rate. Our results bring to attention this important, and often overlooked element in RNA degradation. What mechanisms are involved in such a difference is unknown.

While our results and those of previous models are largely correlative, it was crucial to see what happens to RNA degradation when deadenylation or decapping is disrupted. A result that cannot be explained by a deadenylation-dependent model of RNA degradation is the lack of correlation between changes in poly(A) tail length and changes in RNA levels in deadenylation mutants, as shown here (Fig. 3D) and previously observed for *ccr4*Δ and *pan2*Δ (Tudek et al, 2021). These results were correlated with the lack of a stabilizing effect of depleting Ccr4, Pop2 or of both deadenylases on reporter RNAs, despite important changes in their poly(A) status (Fig. 5). In line with an independent effect of deadenylation and decapping on mRNA degradation is also the observation that mRNA stability changes were not correlated between conditions in which decapping or deadenylation were inhibited (Fig. 4).

Altogether, our large-scale purification, poly(A) tail and stability measurements, mRNA reporters and modeling results tend to show that deadenylation is not a cause of mRNA degradation, but rather a parallel process, that can occur at different rates for different transcripts. Further arguments for the uncoupling of deadenylation and RNA degradation can be found in published results from a seminal paper describing the importance of codon usage in RNA stability. In a chase experiment, the signal corresponding to oligo(dT) purified RNA for the highly stable PGK1 transcript was lost in 20 to 30 min, while the signal corresponding to non-polyadenylated RNA remained constant for over 60 min after transcription inhibition (Herrick et al, 1990). It is thus likely that the poly(A)+ fraction “degradation” rate was, in reality, a measure of progressive deadenylation with the loss of signal corresponding to a shift of RNA to shorter poly(A) tails. Such a discrepancy between the poly(A)+ and total RNA degradation rates has also been observed more recently on a large scale (Presnyak et al, 2015) and could thus be explained, at least in part, by the fact that measuring signal loss in the poly(A)+ fraction corresponds to measuring deadenylation and RNA degradation at the same time.

Technical improvements in assessing RNA degradation on a large scale are likely to overcome some of the limitations of our study. For example, when working with total RNA, we could not account for variations in the fraction of each mRNA in different intracelullar compartments. Subcellular fractionation coupled with metabolic labeling can overcome this limitation, as recently demonstrated by experiments on mouse and human cell lines (Ietswaart et al, 2024). Interestingly, this work identified a slight trend towards relatively longer poly(A) tails for unstable cytoplasmic mRNAs compared with stable ones, which is consistent with our results in yeast. In addition to cellular compartments, two other factors may influence our understanding of mRNA degradation. One is the ratio of full-length mRNA to mRNA degradation intermediates, and the other is the relative solubility of different mRNA forms, as recently demonstrated in yeast (Allen et al, 2023). Finally, when cells are affected by depletion of key mRNA degradation factors, such as deadenylases or the decapping enzyme, changes in the transcriptome can lead to a redistribution of RNA-binding proteins that may diferentially affect the stability or metabolism of transcripts. This type of effect has been demonstrated, for example, by showing that perturbation of the nuclear exosome leads to accumulation of RNA that, through binding of transcription termination factors indirectly affects transcription (Villa et al, 2020). Therefore, the developement of more sophisticated systems that track a range of reporter mRNA molecules in minimally perturbed cells is needed to further analyze RNA degradation mechanisms.

Our results clearly demonstrate that a re-evaluation of the deadenylation-dependent and deadenylation-independent models of mRNA degradation would help to better understand the complex relationship between the poly(A) tail, translation and RNA stability. The results presented here should encourage the use of alternative models for mRNA degradation and stimulate further research to characterize the underlying molecular mechanisms.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental Models**		
NEB 10-beta competent *E. coli*	New England Biolabs	C3019H
LMA2154 (BY4741) (*S. cerevisiae*) *MATa ura3*Δ0 *his3*Δ1 *leu2*Δ0 *met15*Δ0	(Brachmann et al, 1998)	N/A
LMA5395 *MAT a tao3*(E1493Q) *rme1* insert A-308 *trp1(*D87Stop) (*trp1-1*)	(This study and Bushkin et al, 2019)	N/A
LMA5396 *MAT α tao3*(E1493Q) *rme1* insert A-308 *trp1(*D87Stop) (*trp1-1*)	(This study and Bushkin et al, 2019)	N/A
LMA5419 *Mat a tao3*(E1493Q) *rme1* insert A-308 *trp1-1::TRP1-prURA3-Z3EVtf-tURA3-Z3EV-TIR1*	(This study and Bushkin et al, 2019)	N/A
LMA5575 - LMA5419 + *dcp2*-polyG-3FLAG-AID::KANMX6	This study	N/A
LMA5593 - LMA5419 + AID-3FLAG-*ccr4*::KANMX6	This study	N/A
LMA5597 LMA5419 + *pop2*-polyG-3FLAG-AID::KANMX6	This study	N/A
LMA5601 - LMA5419 + AID-3FLAG-*ccr4 pop2-*AID-polyG-3FLAG-AID::KANMX6	This study	N/A
LMA2194 - BY4741 + *nam7(upf1)*-TAP::HIS3MX6	(Ghaemmaghami et al, 2003)	N/A
LMA2195 - BY4741 + *rpl16a*-TAP::HIS3MX6	(Ghaemmaghami et al, 2003)	N/A
LMA4987 - BY4741 + *pab1*-TAP::HIS3MX6	(Ghaemmaghami et al, 2003)	N/A
LMA4985 - BY4741 + *lsm1*-TAP::HIS3MX6	(Ghaemmaghami et al, 2003)	N/A
LMA4986 - BY4741 + *lsm7*-TAP::HIS3MX6	(Ghaemmaghami et al, 2003)	N/A
LMA2356 - BY4741 + *pat1*-TAP::HIS3MX6	(Ghaemmaghami et al, 2003)	N/A
LMA5243 - BY4741 + *dhh1*-TAP::HIS3MX6	(Ghaemmaghami et al, 2003)	N/A
LMA1667 - BY4741 *nam7(upf1)*Δ::KANMX6	(Giaever et al, 2002)	N/A
LMA5018 - BY4741 *pab1*-HA::KANMX6	This study	N/A
LMA5028 - BY4741 *pab1*-HA::KANMX6 *nam7(upf1)*-TAP::HIS3MX6	This study	N/A
**Recombinant DNA**		
pCM189-NFLAG-HIS3-10 p1638 (TETO7-NFLAG-HIS3-10) (URA3)	This study	N/A
pCM189-NFLAG-HIS3-100 p1640 (TETO7-NFLAG-HIS3-100) (URA3)	This study	N/A
pFA6a-polyG-3FLAG-miniAID-opt-KANMX6 - p1451	(Dehecq et al, 2018)	N/A
pRS304_pURA3-Z3EVtf-tURA3 - pl. 1603	This study	N/A
pURA3-Z3EVtf-tURA3-Z3EV-TIR1 - pl. 1692	This study	N/A
pRS315 (LEU2) CEN	(Sikorski and Hieter, 1989)	N/A
pRS315-CCR4 (LEU2) CEN	This study	N/A
pRS315-CCR4(E556A) (LEU2) CEN	This study	N/A
pRS315-POP2 (LEU2) CEN	This study	N/A
pRS315-POP2(D310A) (LEU2) CEN	This study	N/A
**Antibodies**		
Mouse anti-FLAG M2 - HRP	Sigma-Aldrich	A8592
Rabbit Peroxidase Anti-Peroxidase soluble complex	Sigma-Aldrich	P1291
Rat anti-HA - HRP	Roche	12013819001
Sheep anti-digoxigenin-POD (poly), Fab fragments	Roche	11633716001
**Oligonucleotides and other sequence-based reagents**		
PCR primers	This study	Dataset EV5
**Chemicals, Enzymes and other reagents**		
Phusion high-fidelity DNA polymerase	ThermoFisher	F530L
Q5 high-fidelity DNA polymerase	New England Biolabs	M0491
Platinum SuperFi II DNA Polymerase	ThermoFisher	12361010
DNA polymerase I, Large (Klenow) Fragment	New England Biolabs	M0210
Superscript III reverse transcriptase	ThermoFisher	18080044
RNase H	New England Biolabs	M0297
T5 exonuclease	New England Biolabs	M0663
Terminal transferase	New England Biolabs	M0315
Dynabeads M-270 epoxy	ThermoFisher	14302D
Rabbit IgG	Sigma-Aldrich	I5006
DIG RNA labelling kit (SP6/T7)	Roche	11175025910
Digoxigenin-11-dUTP	Roche	11093088910
pBR322	New England Biolabs	N3033
Indole-3-acetic acid (IAA)	Sigma-Aldrich	I2886
Beta-estradiol	Sigma-Aldrich	E2758
Doxycycline	Sigma-Aldrich	D3447
4-Thiouracil	Sigma-Aldrich	440736
*BamH*I-HF	New England Biolabs	R3136
*Bsu36*I	New England Biolabs	R0524
*Not*I-HF	New England Biolabs	R3189
*Sst*II	ThermoFisher	45230-018
*Sma*I	New England Biolabs	R0141
*Xho*I	New England Biolabs	R0146
Lysyl endopeptidase (Lys-C)	Fujifilm Wako chemicals	125-05063
Trypsin gold, mass spectrometry grade	Promega	V5280
Blocking reagent (nucleic acids detection)	Roche	11096176001
Oligo d(T)_25_ magnetic beads	New England Biolabs	S1419S
TruSeq Stranded mRNA sequencing kit	Illumina	20020594
Quantseq 3′ mRNA Seq V2 with UDI	Lexogen	194.96
Ribo-Zero Gold rRNA (Yeast)	Illumina	MRZY1324
RiboMinus™ Transcriptome Isolation Kit, yeast	ThermoFisher	K155003
Ribonucleoside vanadyl complex	New England Biolabs	S1402
RNasin ribonuclease inhibitor	Promega	N2511
SsoAdvanced Universal SYBR Green Supermix	Bio-Rad	1725271
DNase TURBO	ThermoFisher	AM2238
Micrococcal nuclease	New England Biolabs	M02475
cOmplete protease inhibitor mix (no EDTA)	Roche	11873580001
Direct RNA Sequencing Kit	Oxford Nanopore	SQK-RNA002
Clarity Western ECL substrate	Bio-Rad	1705061
**Software**		
ImageJ (1.54)	National Institutes of Health (NIH) https://imagej.net/ij/	N/A
Image Lab Software (6.1)	Bio-Rad	12012931
CFX Maestro Software (qPCR)	Bio-Rad	12013758
Inkscape (1.3.2)	https://www.inkscape.org	N/A
LibreOffice (7.6)	https://www.libreoffice.org/	N/A
STAR (2.7)	(Dobin et al, 2013)	N/A
Integrated Genome Viewer (IGV, 2.11)	(Robinson et al, 2011)	N/A
SLAM-DUNK	(Neumann et al, 2019)	N/A
R (3.8-4.4)	(R Core Team, 2024) https://www.R-project.org/	N/A
RStudio	https://posit.co/products/open-source/rstudio/	N/A
Guppy	Oxford Nanopore	N/A
Minimap2 (2.1)	(Li, 2018)	N/A
Samtools (1.9)	(Danecek et al, 2021)	N/A
Nanopolish (0.13.2)	(Workman et al, 2019)	N/A
MaxQuant (2.0.30)	(Cox and Mann, 2008)	N/A
Perseus (1.6.15)	(Tyanova et al, 2016)	N/A
Tellurium	(Choi et al, 2018)	N/A
wxMaxima (20.12.1)	https://github.com/wxMaxima-developers/wxmaxima/	N/A
ApE (2.0.61)	(Davis and Jorgensen, 2022)	N/A
**Other**		
NuPAGE 4–12% Bis-Tris electrophoresis gel	ThermoFisher	NP0323BOX
Trans-Blot Turbo transfer system	Bio-Rad	1704150
Amersham Hybond-N+	Cytiva Life Sciences	RPN303B
Supported nitrocellulose membrane	Bio-Rad	1620094
Gel and PCR clean-up	Macherey-Nagel	740609.250
NextSeq 500	Illumina	N/A
LTQ Orbitrap Velos mass spectrometer (nanoLC Ultimate 3000)	ThermoFisher	N/A
MinION sequencing device	Oxford Nanopore	N/A
ChemiDoc XRS+ imaging device	Bio-Rad	N/A

### Yeast and bacterial strains

*Saccharomyces cerevisiae* strains were derived from BY4741 (Mat a) and BY4742 (Mat α) strains. Strain GBy68 (Bushkin et al, 2019) was kindly provided by G. Bushkin, Whitehead Institute for Biomedical Research, Cambridge, MA, USA. An alpha haploid spore derived from this strain, with the *rme1*-∆, ins-308A and the *tao3*(E1493Q) alleles was selected and crossed with a *trp1*-1 (i.e., trp1(D87-stop)) derivative of BY4741. After sporulation of the resulting diploid cell, spores with the following genotype Mat a, LYS2, *met15*∆0, *ura3*∆0, *leu2*∆0, *his3*∆1, *trp1*-1, *RME1*-∆, ins-308A, *TAO3*(E1493Q) or Mat alpha, *lys2*∆0, *ura3*∆0, *leu2*∆0, *his3*∆1, *trp1*-1, *RME1*-∆, ins-308A, *TAO3*(E1493Q) were selected to create strains LMA5395 and LMA5396 respectively. LMA5395 was transformed with plasmid p1692 linearized by *Bsu*36I digestion. A tryptophan prototroph transformant was selected to create strain LMA5419.

*E. coli* strain NEB 10-beta (NEB Cat# C3019) was used for construction of plasmids by ligation-less Gibson assembly (Fu et al, 2014) and their multiplication. All the plasmid inserts were verified by sequencing.

C-terminal TAP-tagged strains originated from the collection of systematically built strains (Ghaemmaghami et al, 2003). Deletion strains were part of the systematic yeast gene deletion collection (Giaever et al, 2002) distributed by EuroScarf (http://www.euroscarf.de) or were built by transformation of BY4741 strain with a cassette containing a selection marker cassette flanked by long recombination arms located upstream and downstream the open reading frame of the gene. Deletions were tested by PCR amplification of the modified locus.

To create auxin-inducible degron strains, the indicated genes were C-terminally tagged with a polyG-3Flag-miniAID-kanMX6 cassette amplified by PCR using plasmid p1451 as a template (Dehecq et al, 2018) in LMA5396. The resulting strains were then crossed with LMA5419 and sporulated to recover strains of the desired genotype. The only exception was the CCR4-degron strain for which the AID-tag amplified from plasmid p1602 has been inserted at the N-terminus of the protein by CRISPR/CAS9 engineering as described (Mans et al, 2015).

### Media and growth conditions

Yeast cells were grown in YPD (20 g.L^−1^ glucose, 10 g.L^−1^ yeast extract, 20 g.L^−1^ bacto-peptone, 20 g.L^−1^ bactoagar for plates only) and in synthetic media without uracil or leucine to select transformants and maintain plasmids with the URA3 or LEU2 marker. All yeast strains were freshly thawed from frozen stocks and grown at 30 °C. Bacterial strains were grown in LB media, supplemented with antibiotics when necessary, at 37 °C.

### Plasmids construction

Sequences manipulation were performed using ApE (Davis and Jorgensen, 2022). Plasmids for the His3 codon-changed reporters: coding sequences for His3 versions, «10%» and «100%» were recovered from published data (Radhakrishnan et al, 2016) and are also presented in Appendix Table S1. The DNA fragments were synthesized by Twist Bioscience (San Francisco, CA, USA). The coding sequences were amplified with LA070 and LA071 before Gibson assembly reaction. The final PCR product was cloned into the *BamH*I and *Not*I sites of pCM189 (Garí et al, 1997).

Plasmids for the degron system: for the p1603 plasmid, the Z3EV artificial transcription factor was PCR amplified from plasmid pFS461 (Ohira et al, 2017) using oligonucleotides FF3765 and FF3766 and the PCR product was used to transform a URA3 derivative of BY4741. 5-FOA resistant cells were selected and checked for correct replacement of the URA3 coding sequence by the Z3EV artificial transcription factor coding sequence. The *ura3*::Z3EV allele obtained was amplified from yeast genomic DNA using oligonucleotides FF293 and FF3746. The final PCR product was digested with *Sst*II and cloned into the *Sst*II and *Sma*I sites of pRS304.

For the p1692 plasmid, the Z3EV promoter was PCR amplified from plasmid pFS478 (Ohira et al, 2017) using oligonucleotides FF3740 and FF3872. The obtained PCR product was digested with *Sal*I and *BamH*I. The *O. sativa* TIR1 ORF followed by the Nrd1 terminator was PCR amplified using oligonucleotides FF3718 and FF3719 from the genomic DNA of a *nrd1*-AID strain kindly provided by D. Challal (Domenico Libri laboratory, IJM, Paris, France). The PCR product was digested with *BamH*I and *Xho*I. Both PCR products were cloned together into the *Xho*I site of plasmid p1603.

CCR4 and POP2 sequences containing the coding regions and flanking upstream (503 nt. for CCR4 and 500 nt for POP2) and downstream (560 nt for CCR4 and 527 nt. for POP2) sequences were cloned in pRS315 (Sikorski and Hieter, 1989) digested with *Not*I and *BamH*I. Catalytically affected versions of CCR4 (E556A, GAA to GCA) and POP2 (D310A, GAT to GCT) were obtained using amplification of DNA with oligonucleotides with the desired changes (CS1948 to CS1959, Dataset EV5).

### Cell culture, RNA extraction, and degradation kinetics

For RT-qPCR and RNA sequencing, cells were first grown in YPD to log phase and collected. Total RNA was extracted using the hot phenol extraction method and precipitated using ammonium acetate and ethanol.

For the tetOFF promoter inhibition and steady state analysis, cells expressing the appropriate plasmids were grown at 25 °C in synthetic media without uracil. For the analysis of degron mutants, when cells reached a OD600 of 0.4, β-estradiol for Tir1 expression at a final concentration of 1 μM and IAA (auxin) at a final concentration of 100 μM for protein depletion were added directly to the media. Several time points were collected to verify protein depletion by western blot with an anti-FLAG HRP antibody. After 1 h, cells were harvested for steady state analysis. For transcriptional repression, doxyxycline was added at a final concentration of 10 μg/mL. Cells were collected at the time points indicated in the Northern Blot, generally, 0, 2, 4, 8, 10, 20, 30 min for the non-OPT-HIS3 RNA and 0, 5, 10, 20, 30, 60 for the more stable, OPT-HIS3 RNA.

For translation arrest, cycloheximide was added at a final concentration of 5 to 50 μg/mL together with the doxycycline.

### Northern blots

RNAs were separated on 1.5% agarose gels, transferred on nylon membrane (Hybond N+, Amersham, GE) that was UV cross-linked at 0.120 Joules and probed with DIG-labeled RNA or DNA probes. Digoxigenin-containing RNA probes were generated by in vitro transcription with T7 polymerase using the DIG RNA Labelling kit (SP6/T7) from Roche (cat. No 11175025910). The oligonucleotide AJ529 (T7 promoter) pre-annealed with a target-specific oligonucleotide composed of the T7 promoter reverse complement fused to a template sequence, LA94 for His3-tCyc and LA95 for SCR1 were used as a template. Specific DNA probes for the NON-OPT and OPT HIS3 RNA were generated using MFR917 and LA084. After PCR amplification and purification, a single-stranded amplification was done using MFR918 for the OPT and the non-OPT version of the probes.

For poly(A) tail visualization, RNAs were cleaved using RNAse H (New England Biolabs, Ipswich, MA, USA) with LA121 as a specific primer for HIS3-tCYC1. Oligo-dT were added to the reaction to remove poly(A) tails for the «A0» reference position. RNAs were then purified with acid phenol-chloroform extraction. Cleaved RNAs were separated on a 6% acrylamide gel, transferred to a nylon membrane (Hybond N+, Amersham) and UV cross-linked. For the DNA ladder, a denatured PBR322 DNA digested with *Msp*I was used. Prior to the assay, digoxigenin-11-ddUTP was added to the 3′ end of the digested fragments using terminal transferase enzyme (New England Biolabs, Ipswich, MA, USA).

### RNA half-life measurements (RT-qPCR)

A mix of reverse qPCR oligonucleotides, LA126 (Act1), LA102 (His3-tCyc) and random hexamers were used for the reverse transcription. Serial dilutions of cDNA were quantified by TaqMan probe-based quantitative PCR. The amplification was done with the Bio-Rad CFX96 machine and the corresponding software (CFX Maestro Software), with step 1 (95 °C for 30 s) and step 2 (40 cycles of 95 °C for 15 s and 60 °C for 30 s). Probes were LA122-5′-Cy5/TAO/3′IBRQ for His3-tCyc and LA125-5′-HEX/ZEN/3′IBFQ for Act1. Primers were LA102 and LA123 for HIS3, LA124 and LA126 for ACT1.

Half-life estimates from RT-qPCR results were done using nonlinear regression on values that were calculated as a fraction from RNA levels at time 0, using the exponential decay function e^-(t-l)*k^. In this fit, “t” is time after doxycyclin addition, “l” is a lag period (Baudrimont et al, 2017), estimated from the results obtained with the wild-type condition, and “k” is the decay constant. Estimates of half-life were obtained by the formula (ln(2)/k)+l, that takes into account the lag period. Initial estimates of this lag, based on both non-OPT HIS3 and OPT-HIS3 reporters, led to a value of 1.2 min. that was used throughout to obtain estimates. The *confint* function from the “MASS” R package was used to obtain confidence estimates for “k” and associated half-life values at a 0.95 level of confidence.

### RNA half-life estimates (SLAM-seq)

Cells were grown in synthetic medium containing low uracil (10 mg/L, Half-URA) for two doubling times (OD ~ 0.25). To pulse label mRNA, we added 4-thiouracil to the culture media to a final concentration of 1 mM for 60 min. To deplete the targeted proteins, both β-estradiol (1 μM) and IAA (100 μM) were added to the media (or ethanol for the undepleted control), in the presence of 4-thiouracil, and the cells were incubated for further 60 min. To chase, the cells washed in Half-Ura medium with 1 μM β-estradiol and 100 μM IAA and immediately resuspended in synthetic medium containing excess Uracil (20 mM) and no 4-thiouracil and either β-estradiol and IAA or etanol only for the undepleted control. Samples were collected by filtration every 5 min and frozen in liquid nitrogen. Next, the frozen cell pellets were resuspended in TES buffer (10 mM Tris HCl pH 7.5, 10 mM EDTA, 0.5% SDS) and the RNA was extracted by hot phenol/chloroform treatment and precipitated by isopropanol in the presence of sodium acetate. RNA alkylation was done with 10 mM iodoacetamide in 30% DMSO and 50 mM NaPO_4_ (pH 8). Library preparation was performed using the Quantseq 3′ mRNA Seq V2 with UDI library preparation kit (Lexogen, Austria). The experiment was performed in two independent replicates. Reads were mapped as described in (Alalam et al, 2022) and the quantification of labeled transcripts was performed using the SLAM DUNK package (Neumann et al, 2019).

The output of “SLAM DUNK” was filtered to retain only transcripts with a minimum of 20 reads and conversion ratios inferior to 0.0001 were also removed. Half-life of transcripts was estimated using the exponential decay equation A_t_ = A_0_*e^-kt^, where A_t_ is the relative fraction of 4-thiouracil in the RNA at time (t), and A_0_ the fraction of 4-thiouracil at time 0 before chase. “t” is time, in minutes, and “k” is the first-order decay constant for de RNA degradation. Half-life was computed as ln(2)/k, and corresponds to an A_t_/A_0_ ratio of 0.5. No correction for the dilution of labeled molecules by cell growth and division during the chase period was performed. A pseudo-determination coefficient for the nonlinear regression was used as an estimate of the goodness of fit for each set of results. Only situations with a pseudo-R^2^ value (*rsquare* function from the *modelr* R package) superior to 0.8 were considered for further calculations. For each decay constant estimation, a 95% confidence interval was computed using the *confint* function of the *MASS* R package. The average of log2(half-life) values for the four experiments in which no IAA or β-estradiol were added to the cultures served as the base for comparison with the results obtained following Dcp2 or Ccr4/Pop2 depletion.

### Affinity purification for RNA sequencing, immunoblot, and mass-spectrometry

TAP‐tagged proteins were purified using a one‐step purification method (details in Namane and Saveanu, 2022). Frozen cell pellets of 4 L culture were resuspended in lysis buffer (20 mM HEPES K pH 7.4, 100 mM KOAc, 0.5% Triton X100, 5 mM MgCl_2_, Protease inhibitor, 1X Vanadyl‐Ribonucleoside Complex, 40 units ml^−1^ RNasin) and lysed using a MagNA Lyser (two passages of 90 s at 4000 rpm). The lysate was cleared at 4 °C for 20 min at 14,000 rpm. Magnetic beads (Dynabeads M‐270 epoxy) coupled to IgG were added to the protein extract and incubated for 1.5 h at 4 °C (Oeffinger et al, 2007). Beads were magnetically separated and extensively washed five times with a washing buffer (20 mM HEPES K pH 7.4, 100 mM KOAc 0.5% Triton X100, 5 mM MgCl_2_). After washing, proteins were eluted by incubation in denaturing buffer (SDS 2% in Tris-EDTA pH 7.5) 10 min at 65 °C. After collection, RNA were extracted by hot acid phenol/chloroform method, precipitated with ammonium acetate and ethanol. Samples were treated by RiboZero (Illumina) or Ribominus (Thermo Scientific) rRNA removal reagents and libraries were prepared using TruSeq Stranded mRNA kit (Illumina). We followed the protocol except that we started directly at the fragmentation step after the rRNA removal step and we adjusted the number of cycles required to amplify libraries. For RNAse treatment, 1 μl of micrococcal nuclease (Biolabs M02475, 2 × 10^6^ U/ml) was added to 200 μl buffer containing 1 mM CaCl_2_ and incubated for 10 min 37 °C. An RNA aliquot was harvested prior to TAP purification for the analysis of total RNAs (input) and was treated the same way as the purified fractions except for the purification.

### Illumina RNA sequencing results analysis

Reads were aligned along the 16 chromosomes and mitochondrial sequence of *S. cerevisiae* S288C genome. For the mapping, we used the STAR program (version 2.7) with default parameters except for the following preferences: alignIntronMax 1500, alignMatesGapMax 1500, alignSJoverhangMin 25 (Dobin et al, 2013). For the exon annotation we used the GTF file for *Saccharomyces cerevisiae* (R64-1-1.104) from ENSEMBL. Read counts were obtained using the featureCounts function of the Subread package, with an annotation file that contains non-coding RNA coordinates in addition to yeast gene transcripts (Malabat et al, 2015). The analyzed data was visualized using the Integrated Genome Viewer, IGV (Robinson et al, 2011) and further data processing was done using R (R Core Team, 2022). It consisted in filtering out features with less than 10 reads, followed by a normalization by the total number of reads for each sample and averaging of the log2 transformed results for the three replicated experiments for each condition. Input normalized counts were substracted from purification counts for each condition. Finally, the results were adjusted by substracting the median of the log2 enrichment values for each quantified feature. For the comparison with RT-qPCR results, raw enrichment values were calculated by substracting, for each replicate, the fraction of counts in input samples from the fraction of counts in each purified sample (log2 transformed values).

### Reverse transcription and quantitative PCR

The extracted RNA samples were treated with DNase I (Ambion TURBO DNA-free kit) before reverse-transcription (RT) with the Superscript II or III (Invitrogen). The purified and input samples were used for reverse transcription with transcript-specific primers. A mix of reverse qPCR oligonucleotides, CS888 (RPL28-premature), CS889 (RPL28) and random hexamers were used for the RT. Serial dilutions of cDNA were quantified by qPCR, CS887-CS888 (RPL28-premature), and CS889-CS946 (RPL28). The amplification was done in a Bio-Rad CFX96, with step 1 (95 °C for 3 min) and step 2 (40 cycles of 95 °C for 10 s and 60 °C for 30 s).

### Protein extracts and immunoblots

Total protein extracts were prepared from 5 ml of exponential culture cells using an alkaline treatment. Cells were incubated in 200 μL of 0.1 M NaOH for 5 min at room temperature, collected by 3 min centrifugation and resuspended in 50 μL of SDS sample buffer containing DTT (0.1 M). Proteins were denatured for 3 min at 95 °C, and cellular debris were pelleted by centrifugation. 10 μL of supernatant or diluted supernatant (for quantification scale) were loaded on acrylamide NuPAGE Novex 4–12% Bis-Tris gels (Life technologies). Transfer to a nitrocellulose membrane was done with a semi-dry fast system (Biorad trans-blot) with discontinuous buffer (BioRad technote 2134). Proteins were detected by hybridization with anti-FLAG-HRP, for the detection of the FLAG tag (Sigma-Aldrich, A8592, clone M2, monoclonal, RRID:AB_439702), PAP (Sigma-Aldrich P1291, peroxidase anti-peroxidase soluble complex antibody, RRID:AB_1079562), for the detection of the protein A fragment of the TAP tag or anti-HA peroxidase 1/500 (clone 3F10, Roche Cat# 12013819001, RRID:AB_390917).

### Mass spectrometry acquisition and data analysis

Protein samples were treated with Endoprotease Lys-C (Fujifilm Wako chemicals, Osaka, Japan) and Trypsin (Trypsin Gold Mass Spec Grade, Promega). Peptide samples were desalted using OMIX C18 pipette tips (Agilent Technologies). The peptides mixtures were analyzed by nano-LC-MS/MS using an Ultimate 3000 system (Thermo Fisher Scientific) coupled to an LTQ-Orbitrap Velos mass spectrometer. Peptides were desalted on-line using a trap column (C18 Pepmap100, 5 μm, 300 μmÅ~5 mm (Thermo Scientific) and then separated using 120 min RP gradient (5–45% acetonitrile/0.1% formic acid) on an Acclaim PepMap100 analytical column (C18, 3 μm, 100, 75 μm id × 150 mm (Thermo Scientific) with a flow rate of 0.340 μL.min^−1^. The mass spectrometer was operated in standard data-dependent acquisition mode controlled by Xcalibur 2.2. The instrument was operated with a cycle of one MS (in the Orbitrap) acquired at a resolution of 60,000 at *m*/*z* 400, with the top 20 most abundant multiply-charged (2+ and higher) ions subjected to CID fragmentation in the linear ion trap. An FTMS target value of 1e^6^ and an ion trap MSn target value of 10,000 were used. Dynamic exclusion was enabled with a repeat duration of 30 s with an exclusion list of 500 and exclusion duration of 60 s. Lock mass of 445.12002 was enabled for all experiments. The results were analyzed with MaxQuant (Cox and Mann, 2008) and processed with Perseus (Tyanova et al, 2016) and R, as previously described (Dehecq et al, 2018). Enrichment calculations were based on a standard dataset of protein abundance in yeast (Ho et al, 2018). At least three independent experiments were performed for each purified protein.

### Nanopore sequencing and analysis

Degradation of target proteins was induced for 1 h in exponential growth cultures in rich (YPD) medium, with ß-estradiol (1 µM final) and IAA (100 µM final). Protein depletion was verified by immunoblot against the FLAG tag. Total RNA was extracted using a hot phenol protocol. RNA libraries were prepared from 250 to 500 ng of oligo-(dT)25-enriched mRNA with a Direct RNA Sequencing Kit (catalog no. SQK-RNA002, Oxford Nanopore Technologies) according to the manufacturer’s instructions. Sequencing was performed using R9.4 flow cells on a MinION device (ONT). Raw data were basecalled using Guppy (ONT). Reads were mapped to the SC288 reference genome Saccer3.fa using minimap2.1 with options “-k 14 -ax map-ont –secondary = no” and processed with samtools 1.9 (samtools view -b -o) (Danecek et al, 2021). The poly(A) tail lengths for each read were estimated using the Nanopolish 0.13.2 polya function (Workman et al, 2019). In subsequent analyses, only length estimates with the QC tag that were reported by Nanopolish as “PASS” were considered. We also retained only features with at least 20 assigned reads in two independent replicates. Statistics of obtained results, poly(A) tail length and counts, were computed with R.

### Simulation of RNA degradation and deadenylation

To be able to estimate how global poly(A) tail would change with RNA stability, we used two complementary approaches. In one, we obtained, using Maxima (Maxima, 2022), an ordinary differential equation solving system, the equations describing the evolution over time of three species of RNA of different poly(A) length (long, medium, and short) under two kinetic models. The deadenylation-dependent, or serial, model described by the following expressions:

$${{{\rm{ser}}}}1\!\!:^{\prime} {{{\rm{diff}}}}({{{\rm{PAl}}}}({{{\rm{t}}}}),{{{\rm{t}}}})={{{\rm{T}}}}-{{{\rm{kA}}}}* {{{\rm{PAl}}}}({{{\rm{t}}}}){{{;}}}$$

$${{{\rm{ser}}}}2\!\!:^{\prime} {{{\rm{diff}}}}({{{\rm{PAm}}}}({{{\rm{t}}}}),{{{\rm{t}}}})={{{\rm{kA}}}}* {{{\rm{PAl}}}}({{{\rm{t}}}})-{{{\rm{kA}}}}* {{{\rm{PAm}}}}({{{\rm{t}}}}){{{;}}}$$

$${{{\rm{ser}}}}3\!\!:^{\prime} {{{\rm{diff}}}}({{{\rm{PAs}}}}({{{\rm{t}}}}),{{{\rm{t}}}})={{{\rm{kA}}}}* {{{\rm{PAm}}}}({{{\rm{t}}}})-{{{\rm{kD}}}}* {{{\rm{PAs}}}}({{{\rm{t}}}}).$$

Here, “T” is constant and represents all the events preceding RNA deadenylation and degradation (synthesis, splicing, nuclear export), “kA” is a deadenylation constant (pseudo-first order process) that dictates the rate of transformation of long to medium and to short poly(A) mRNAs and “kD” is a degradation constant, corresponding to the transformation of the RNA to decay products. “t” represents time. Solving the system involves the following Maxima commands:

$${{{\rm{atvalue}}}}({{{\rm{PAl}}}}({{{\rm{t}}}}),{{{\rm{t}}}} = \,	 0,\,0);{{{\rm{atvalue}}}}({{{\rm{PAm}}}}({{{\rm{t}}}}), \\ {{{\rm{t}}}} = \,	 0,\,0);{{{\rm{atvalue}}}}({{{\rm{PAs}}}}({{{\rm{t}}}}),{{{\rm{t}}}}=0,\,0){{{;}}}$$

$${{{\rm{desolve}}}}([{{{\rm{ser}}}}1,{{{\rm{ser}}}}2,{{{\rm{ser}}}}3],\,[{{{\rm{PAl}}}}({{{\rm{t}}}}),{{{\rm{PAm}}}}({{{\rm{t}}}}),{{{\rm{PAs}}}}({{{\rm{t}}}})]){{{;}}}$$

For the deadenylation-independent, or parallel, model, the equations included an additional step of degradation for both PAl and PAm species:

$${{{\rm{par}}}}1\!\!:^{\prime}{{{\rm{diff}}}}({{{\rm{PX}}}}1({{{\rm{t}}}}),{{{\rm{t}}}})={{{\rm{T}}}}-{{{\rm{kA}}}}* {{{\rm{PAl}}}}({{{\rm{t}}}})-{{{\rm{kD}}}}* {{{\rm{PAl}}}}({{{\rm{t}}}});$$

$${{{\rm{par}}}}2\!\!:^{\prime}{{{\rm{diff}}}}({{{\rm{PX}}}}2({{{\rm{t}}}}),{{{\rm{t}}}})={{{\rm{kA}}}}* {{{\rm{PAl}}}}({{{\rm{t}}}})-{{{\rm{kA}}}}* {{{\rm{PAm}}}}({{{\rm{t}}}})-{{{\rm{kD}}}}* {{{\rm{PAm}}}}({{{\rm{t}}}}){{{;}}}$$

$${{{\rm{par}}}}3\!\!:^{\prime}{{{\rm{diff}}}}({{{\rm{PAs}}}}({{{\rm{t}}}}),{{{\rm{t}}}})={{{\rm{kA}}}}* {{{\rm{PAm}}}}({{{\rm{t}}}})-{{{\rm{kD}}}}* {{{\rm{PAs}}}}({{{\rm{t}}}});$$

$${{{\rm{atvalue}}}}({{{\rm{PAl}}}}({{{\rm{t}}}}),{{{\rm{t}}}} = \,	 0,\,0); {{{\rm{atvalue}}}}({{{\rm{PAm}}}}({{{\rm{t}}}}), \\ {{{\rm{t}}}} = \,	 0,\,0);{{{\rm{atvalue}}}}({{{\rm{PAs}}}}({{{\rm{t}}}}),{{{\rm{t}}}}=0,\,0);$$

$${{{\rm{desolve}}}}([{{{\rm{par}}}}1,{{{\rm{par}}}}2,{{{\rm{par}}}}3],\,[{{{\rm{PAl}}}}({{{\rm{t}}}}),{{{\rm{PAm}}}}({{{\rm{t}}}}),{{{\rm{PAs}}}}({{{\rm{t}}}})]);$$

For steady-state conditions, with “t” reaching very high values, the obtained results indicated that PAl and PAm accumulation would be only dependent on deadenylation, k_A_, rates in the deadenylation-dependent model. PAs accumulation at steady state would be only dependent on k_D_, as expected. For the deadenylation-independent model, the relative levels of the different species of RNA at steady state depend on both k_A_ and k_D_.

While the obtained equations could have been used directly, we prefered to perform an independent validation using the Tellurium system for modeling (Choi et al, 2018), which also allows flexibility in the choice of initial conditions and parameters. Steady-state values obtained from the formulas obtained with Maxima were fed into a Tellurium model that can be described by the following expressions:

*model rnadeg_deadenylation_dependent*

$${{\${{{\rm{T}}}}}} \rightarrow {{{\rm{PAl}}}};\; {{{\rm{kS}}}}* {{{\rm{T}}}}$$

$${{{\rm{PAl}}}}\rightarrow {{{\rm{PAm;\; kA}}}}* {{{\rm{PAl}}}}$$

$${{{\rm{PAm}}}}\rightarrow {{{\rm{PAs;\; kA}}}}* {{{\rm{PAm}}}}$$

$${{{\rm{PAs}}}}\rightarrow{{{\rm{;\; kD}}}}* {{{\rm{PAs}}}}$$

and

*model rnadeg_deadenylation_independent*

$${{\${{{\rm{T}}}}}}\rightarrow{{{\rm{PAl;\; kS}}}}* {{{\rm{T}}}}$$

$${{{\rm{PAl}}}}\rightarrow{{{\rm{PAm;\; kA}}}}* {{{\rm{PAl}}}}$$

$${{{\rm{PAl}}}}\rightarrow{{{\rm{;\; kD}}}}* {{{\rm{PAl}}}}$$

$${{{\rm{PAm}}}}\rightarrow {{{\rm{PAs;\; kA}}}}* {{{\rm{PAm}}}}$$

$${{{\rm{PAm}}}}\rightarrow {{{\rm{;\; kD}}}}* {{{\rm{PAm}}}}$$

$${{{\rm{PAs}}}}\rightarrow {{{\rm{;\; kD}}}}* {{{\rm{PAs}}}}$$

Variations in k_D_ and k_A_ values were used to follow the change in the simulated species amounts of RNA over time, in the absence of new RNA generation (models missing the generation of PAl). The sum of the three species and its decrease over time were analyzed similar to how real experimental data are processed to obtain estimates of half-life. The PAl, PAm, and PAs were assigned arbitrary values of 70, 40, and 10 nucleotides, to be able to calculate average simulated poly(A) tail length over time.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Source data Fig. 1

Source data Fig. 3

Source data Fig. 5

Expanded View Figures

## Data Availability

The accession numbers for the sequencing data reported in this paper are GSE160642 for total and purified RNA and GSE247954 for SLAM-seq (GEO, Gene Expression Omnibus, NCBI). The MS proteomics data that support the findings of this study have been deposited in the ProteomeXchange repository with the dataset identifier PXD028008. Nanopore sequencing results were deposited in GEO, with accession number GSE211782. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00250-x.

# Supplementary material for: RNA degradation triggered by decapping is largely independent of initial deadenylation
**Source:** EMBO J. 2024 Sep 25;43(24):6496–524. doi: 10.1038/s44318-024-00250-x
**Supplement:** Supplementary file 1 — Appendix

Appendix

RNA degradation triggered by decapping is largely independent of initial deadenylation

Appendix Table S1 - page 1

Appendix Figure S1 - Robustness of the negative correlations between poly(A) tail length and half-life of RNA. - page 2

Appendix Figure S2 - Model-based scenarios for predicted effects of slowing down deadenylation and decapping. - page 4

Appendix Figure S3 - Correlation of SLAM-Seq results with previous mRNA half-life estimates. - page 5

Appendix Table S1. HIS3 coding sequence for reporters (non-OPT/OPT)

non-OPT-HIS3 coding region HIS3 sequence
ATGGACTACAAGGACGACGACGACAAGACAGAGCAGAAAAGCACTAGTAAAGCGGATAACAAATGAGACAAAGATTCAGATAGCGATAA<br>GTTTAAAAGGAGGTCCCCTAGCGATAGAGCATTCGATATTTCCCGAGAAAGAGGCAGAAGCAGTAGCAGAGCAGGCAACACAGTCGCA<br>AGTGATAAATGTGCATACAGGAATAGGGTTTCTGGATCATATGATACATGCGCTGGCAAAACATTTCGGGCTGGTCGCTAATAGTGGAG<br>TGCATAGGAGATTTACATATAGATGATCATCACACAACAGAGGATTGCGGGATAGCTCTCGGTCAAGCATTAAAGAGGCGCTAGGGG<br>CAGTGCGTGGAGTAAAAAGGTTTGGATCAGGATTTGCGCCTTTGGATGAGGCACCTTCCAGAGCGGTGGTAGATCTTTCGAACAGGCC<br>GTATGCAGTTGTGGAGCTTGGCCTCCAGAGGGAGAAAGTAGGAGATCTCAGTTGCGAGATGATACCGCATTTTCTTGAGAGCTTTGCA<br>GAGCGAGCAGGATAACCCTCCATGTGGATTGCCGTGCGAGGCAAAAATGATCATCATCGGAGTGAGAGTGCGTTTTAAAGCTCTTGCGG<br>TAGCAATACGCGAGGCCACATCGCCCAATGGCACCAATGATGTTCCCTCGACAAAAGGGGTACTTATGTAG
OPT-HIS3 coding region HIS3 sequence
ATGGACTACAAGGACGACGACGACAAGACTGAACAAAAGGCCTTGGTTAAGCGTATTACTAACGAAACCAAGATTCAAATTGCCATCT<br>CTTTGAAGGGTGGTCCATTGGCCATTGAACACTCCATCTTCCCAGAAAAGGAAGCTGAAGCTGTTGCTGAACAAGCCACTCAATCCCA<br>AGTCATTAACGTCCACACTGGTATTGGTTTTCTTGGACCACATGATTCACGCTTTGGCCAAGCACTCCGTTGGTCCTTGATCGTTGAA<br>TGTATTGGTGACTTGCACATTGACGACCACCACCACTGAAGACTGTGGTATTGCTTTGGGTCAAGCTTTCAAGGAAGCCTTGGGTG<br>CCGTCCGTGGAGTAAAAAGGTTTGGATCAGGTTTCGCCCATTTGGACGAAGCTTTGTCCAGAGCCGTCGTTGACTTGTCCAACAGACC<br>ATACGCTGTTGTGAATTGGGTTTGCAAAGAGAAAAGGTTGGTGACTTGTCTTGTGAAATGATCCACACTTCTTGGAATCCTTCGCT<br>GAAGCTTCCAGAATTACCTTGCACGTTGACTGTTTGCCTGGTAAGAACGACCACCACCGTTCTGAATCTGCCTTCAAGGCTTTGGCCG<br>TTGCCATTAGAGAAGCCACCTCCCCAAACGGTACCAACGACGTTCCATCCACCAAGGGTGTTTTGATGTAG

Appendix Supplementary Figures

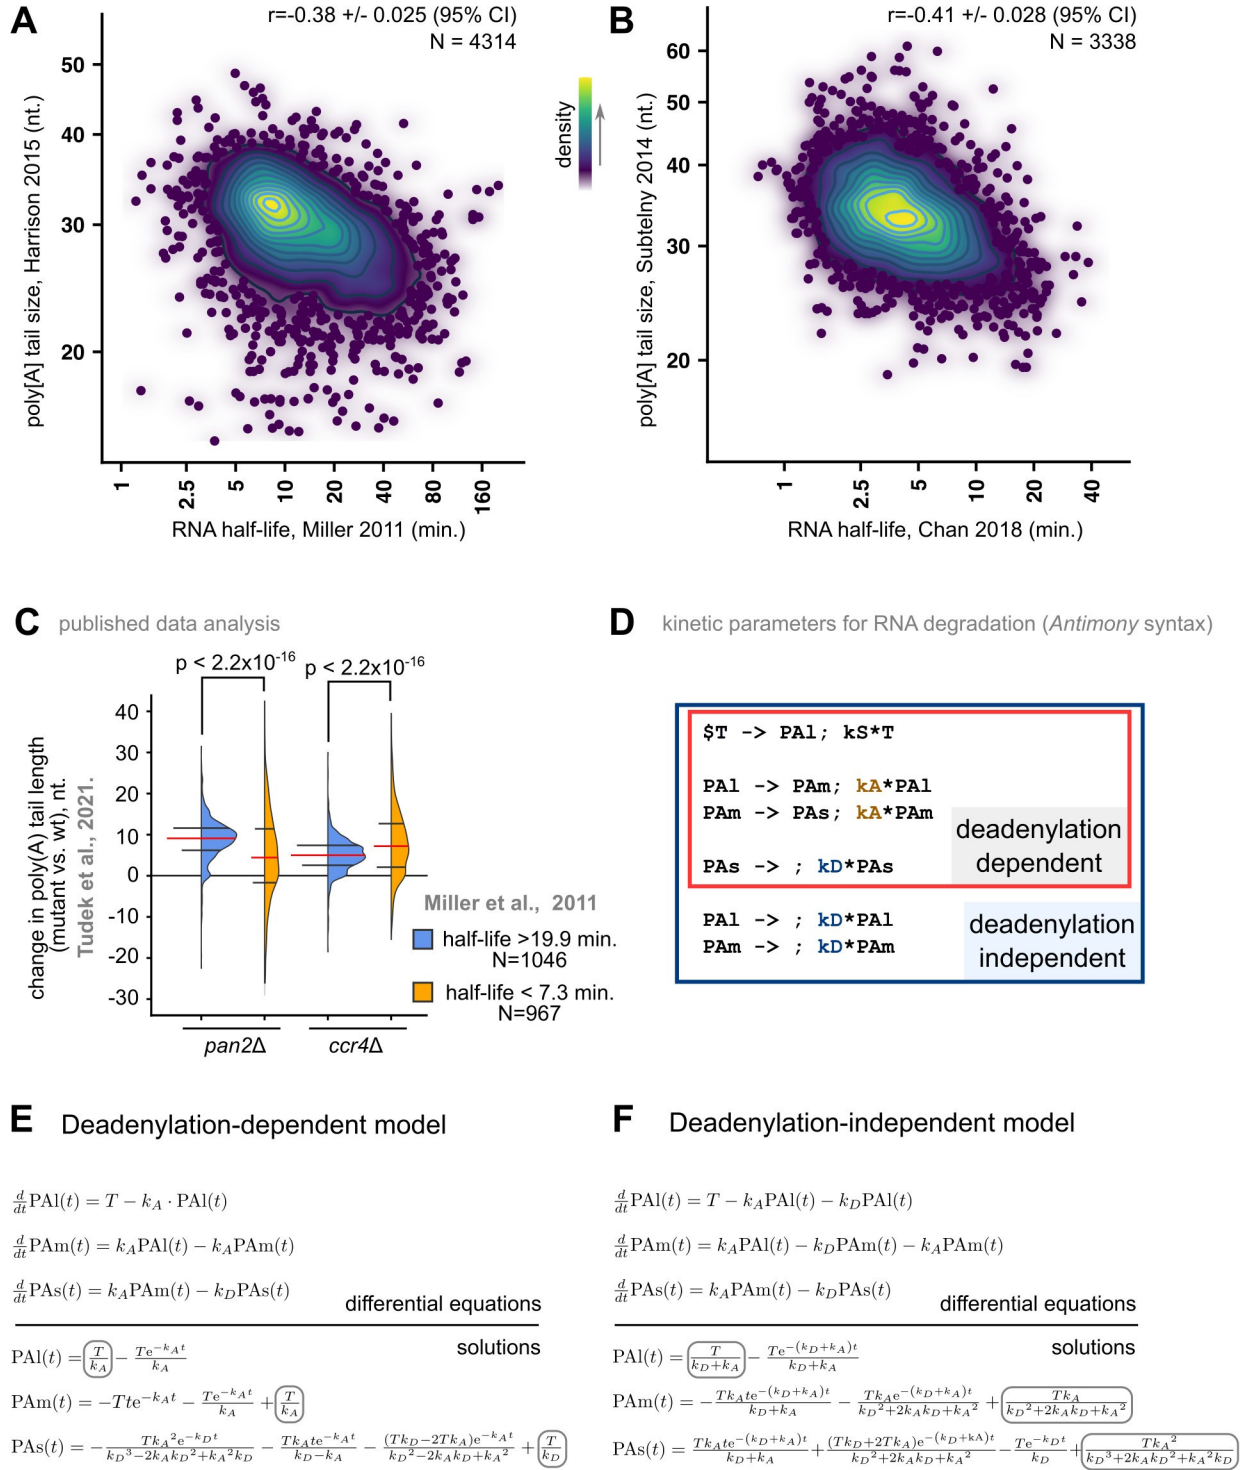

Appendix Fig. S1. Robustness of the negative correlations between poly(A) tail length and half-life of RNA. (A), (B) Negative correlations between published results, similar to the ones shown in Fig. 2A and 2B, including results for poly(A) tail size (Harrison *et al*, 2015; Subtelny *et al*, 2014) and

estimates of RNA half-life (Chan *et al*, 2018; Miller *et al*, 2011). **(C)** RNAs for which half life is short, in the first quartile, half life inferior to 7.3 min, or long, in the third quartile, over 19.9 min (Miller *et al*, 2011), were selected to evaluate how their poly(A) size changed in deadenylation mutants, as measured by Nanopore sequencing (Tudek *et al*, 2021). The quartiles of the distributions are indicated, median in red, as well as the p-value of a Wilcoxon rank sum test with continuity correction for the difference between the two populations. **(D)** Parameters used to simulate RNA degradation measurements that include poly(A) tail information and kinetic equations using the *Antimony* syntax (Smith *et al*, 2009). "T" represents all the processes leading to mRNA formation. PA_i , PA_m and PA_s represent concentrations of different poly(A) tail RNA species. **(E)** The set of differential equations used to estimate time changes for the three modeled poly(A) species in a deadenylation-dependent model (upper region) and the solutions (lower region). The terms that correspond to steady-state are circled in gray. **(F)** Similar to (E), for the deadenylation-independent model.

Predicted effects of slowing down deadenylation

A

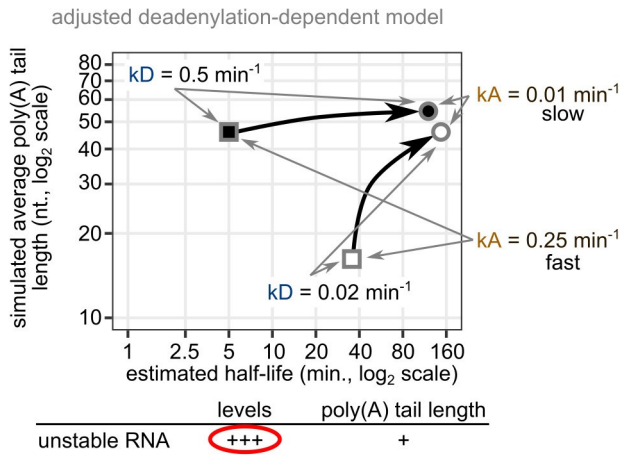

B

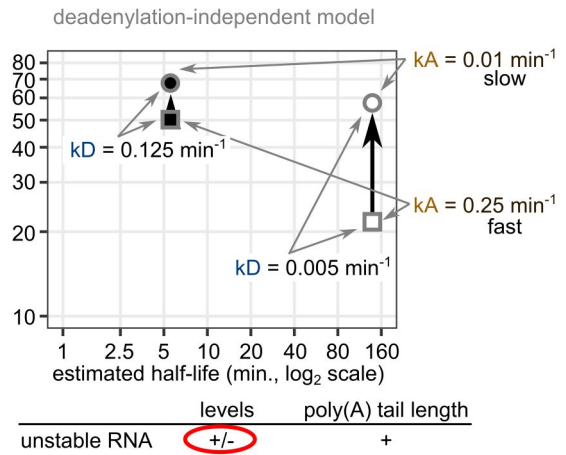

Predicted effects of slowing down decapping

C

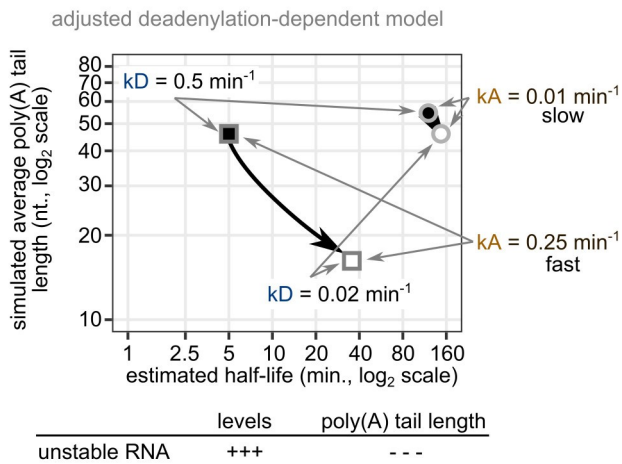

D

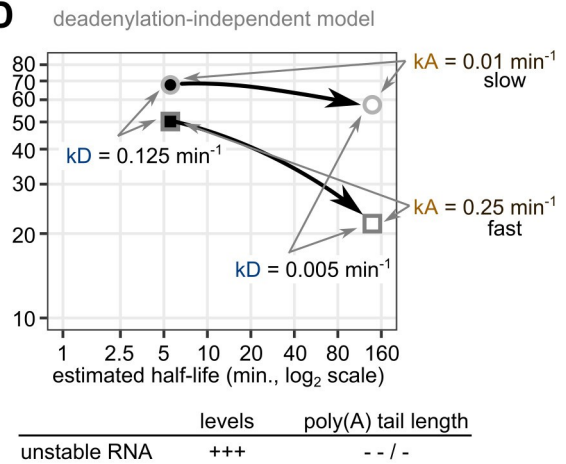

Appendix Fig. S2. Model-based scenarios for predicted effects of slowing down deadenylation (A, B) and decapping (C, D). For each situation, the expected shift in poly(A) tail length and stability for a stable and an unstable RNA are indicated by black arrows. The experimental conditions can only estimate changes in poly(A) tails and levels for relatively unstable mRNAs (situation depicted under each graph).

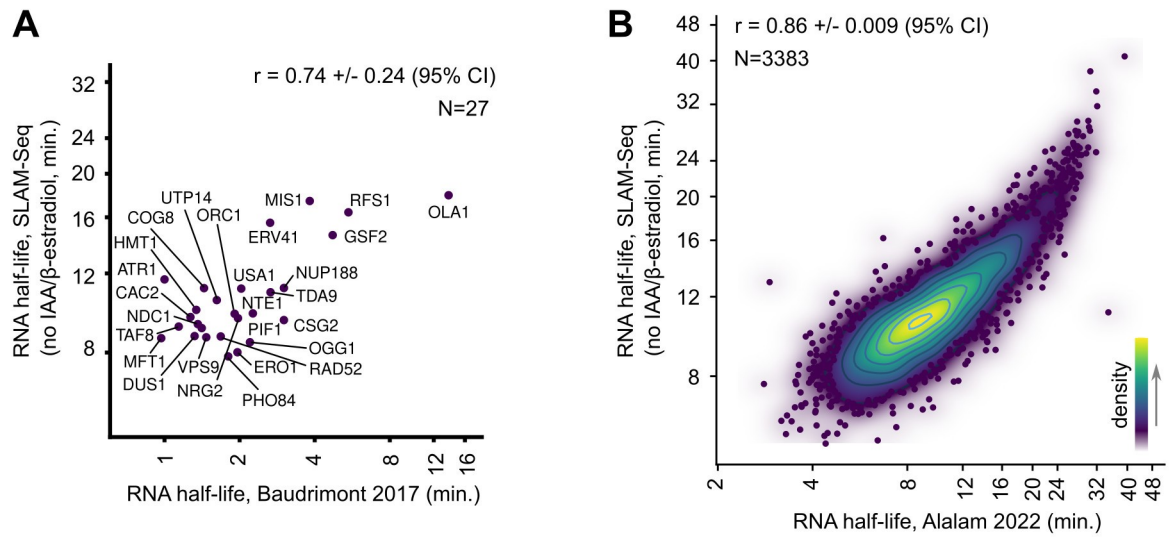

Appendix Fig. S3. Correlation of SLAM-Seq results with previous mRNA half-life estimates. (A) Comparison with individual results from Baudrimont et al. 2017. **(B)** Comparison with SLAM-Seq results of Alam et al., 2022. In both panels, Pearson's product moment correlation coefficients and their 95% confidence intervals are indicated.

# Supplementary material for: RNA degradation triggered by decapping is largely independent of initial deadenylation
**Source:** EMBO J. 2024 Sep 25;43(24):6496–524. doi: 10.1038/s44318-024-00250-x
**Supplement:** Supplementary file 11 — Expanded View Figures

Expanded View Figures

Figure EV1. Enrichment of specific factors in purified complexes containing Upf1.

Volcano plots represent the enrichment of proteins, relative to the protein abundance in a total extract as measured by label-free mass spectrometry. Results are presented for purifications using TAP tagged versions of Lsm1 (A), Pat1 (B), Lsm7 (C), and Dhh1 (D). Ribosomal proteins are highlighted in blue. (E) Examples of enrichment values across the various purifications for Lsm2, a component of Lsm1-7 and Lsm2-8 complexes, and Upf1. Error bars represent standard deviation. *N* is 3 for Dhh1, Lsm1, Lsm7, and Pab1 purifications and 4 for Pat1.

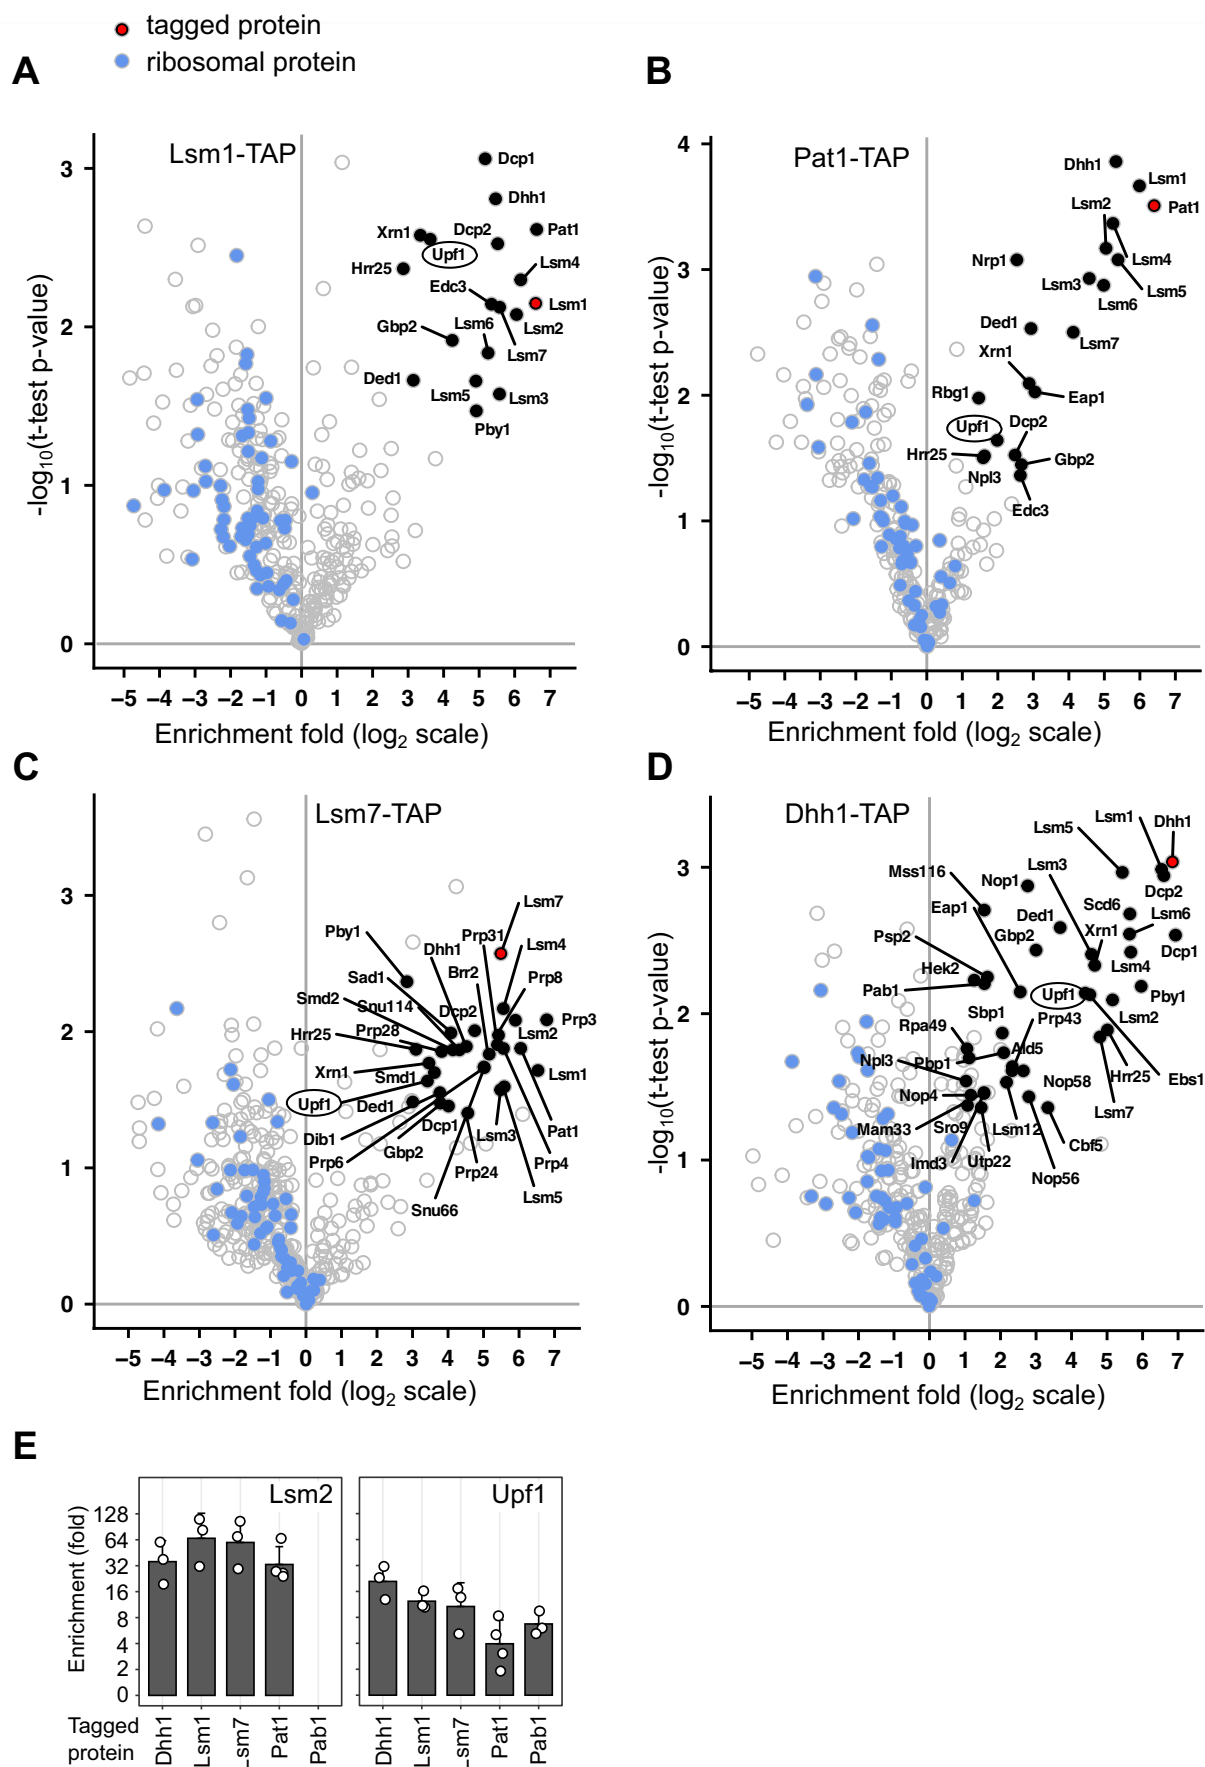

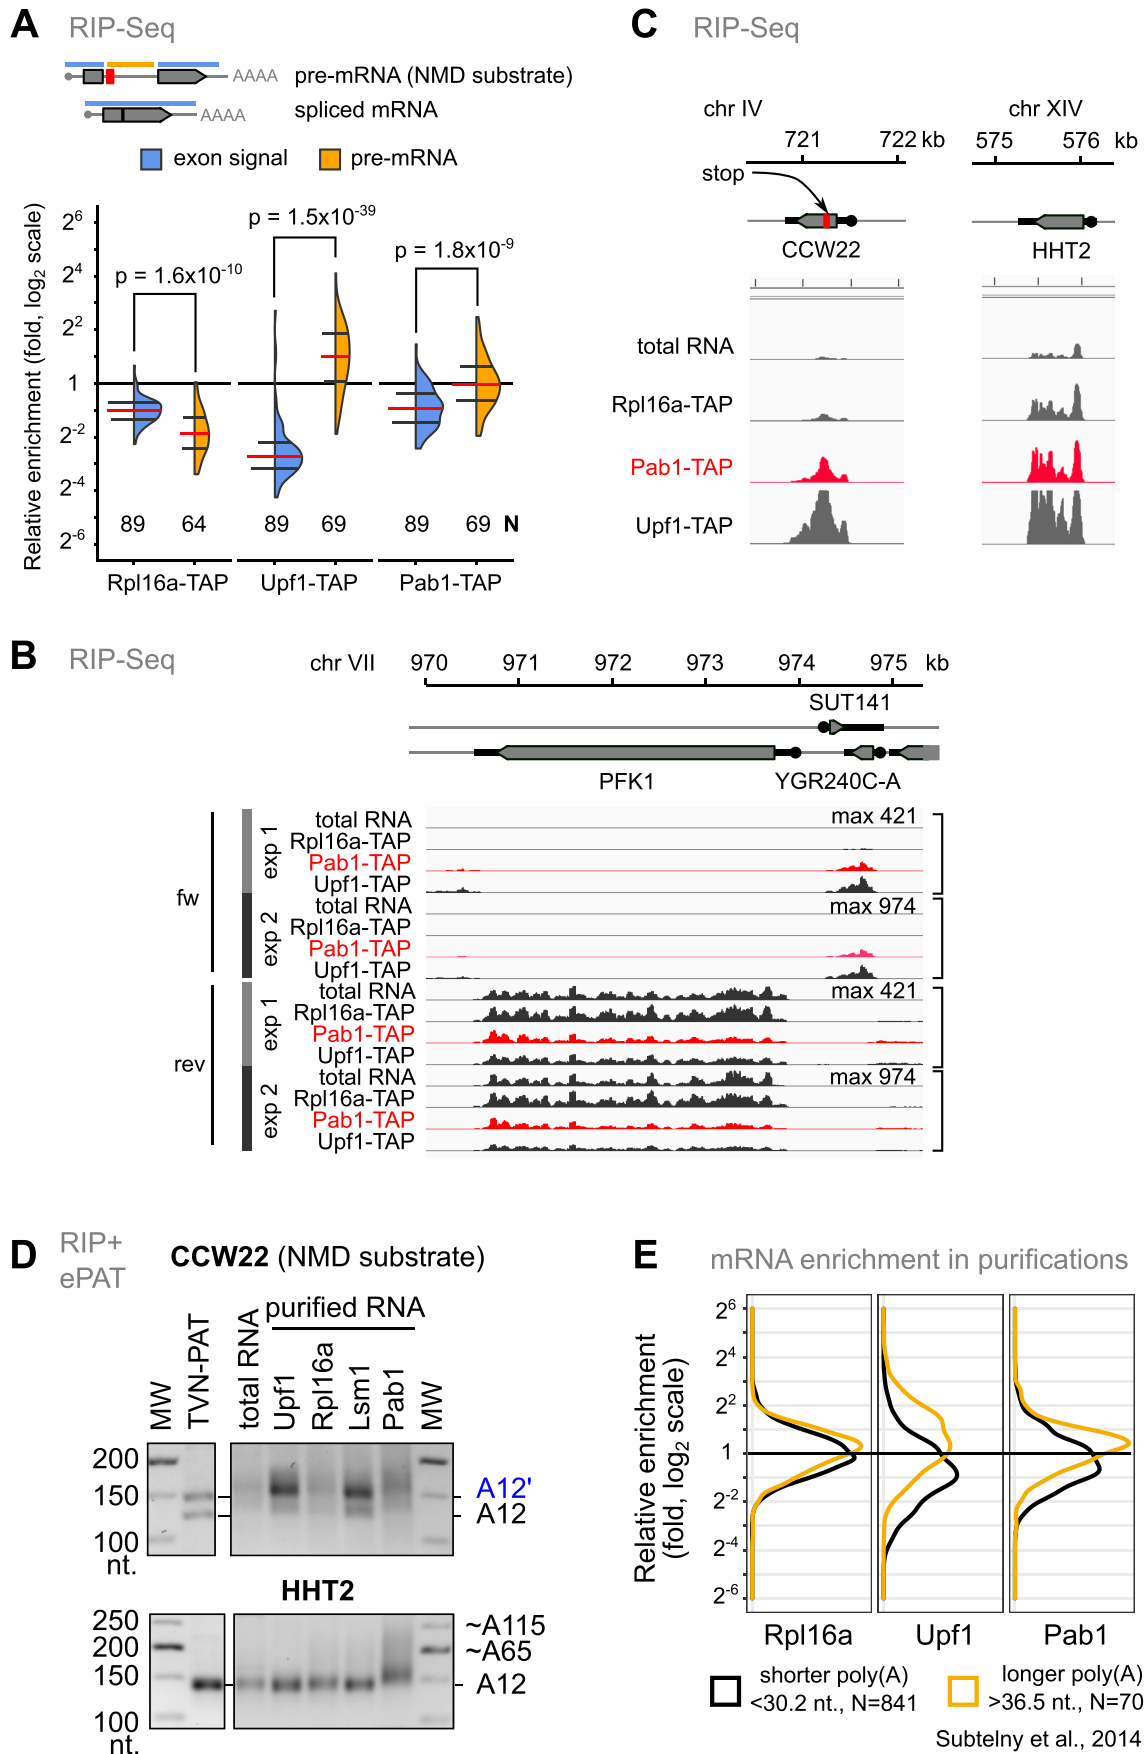

Figure EV2. Unstable mRNAs are associated with Pab1.

(A) Relative enrichment of pre-mRNA for ribosomal protein genes (intron signal, orange) in comparison with the spliced mRNA for the same category (exon signal, blue). The red horizontal line indicates the median of the enrichment values, with the first and third quartiles indicated. The p-values correspond to a Welch two sample t-test, N is the number of values in each category. (B) Example of signal intensity for RNAs associated with Pab1-TAP, Rpl16a-TAP, or Upf1-TAP for a region of the yeast genome that corresponds to SUT141, an unstable RNA, in comparison with the PFK1 stable mRNA (transcribed in proximity but from the opposite strand). The vertical scale is the same for the samples of the same replicated experiment. Pab1 associated RNA signal is depicted in red. The image was obtained with the Integrated Genome Viewer, IGV. (C) Similar to (B) for the regions of transcripts CCW22, and NMD substrate (left), and HHT2 (right). (D) Estimation of poly(A) tail distribution for CCW22 and HHT2 in the RNA fractions enriched with Upf1, Rpl16a, Lsm1, and Pab1. The TVN-PAT lane corresponds to a control experiment with an anchored 3' primer. For CCW22, two 3' ends were detected (noted A12, and A12'). (E) The distribution of the enrichment values for two extreme categories of mRNA, with long (orange) or short average poly(A) tails (black) was depicted for the purified samples in association with Rpl16a-TAP, Upf1-TAP, and Pab1-TAP. A Wilcoxon ranks sum test with continuity correction comparing the distribution of relative enrichment values for long poly(A) tails mRNA versus short poly(A) tails, led to the following p values (for a minimum 25% increase): 0.9997 for Rpl16a, less than 2×10^{-16} for Upf1 and 1.9×10^{-8} for Pab1.

A inducible degron schematics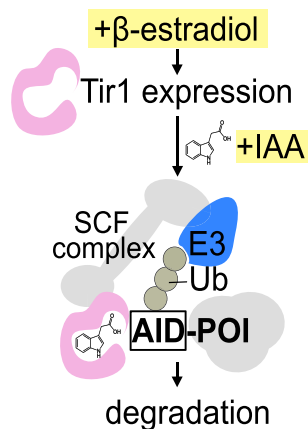**B** growth assay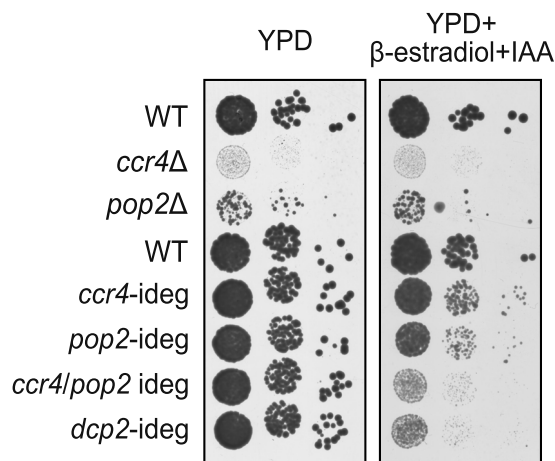**C** growth assay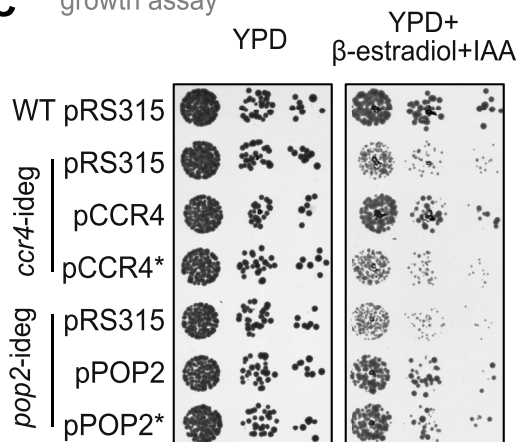**D** growth assay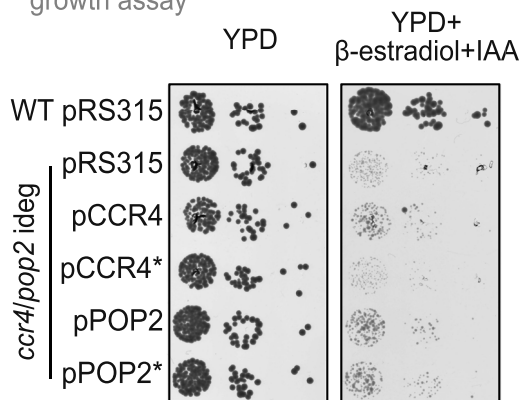**E** ePAT assay (HHT2)

CCR4* = CCR4(E556A)
POP2* = POP2(D310A)

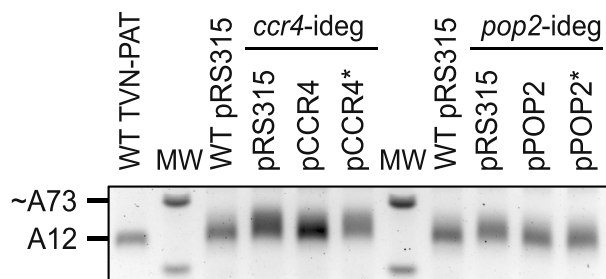**F**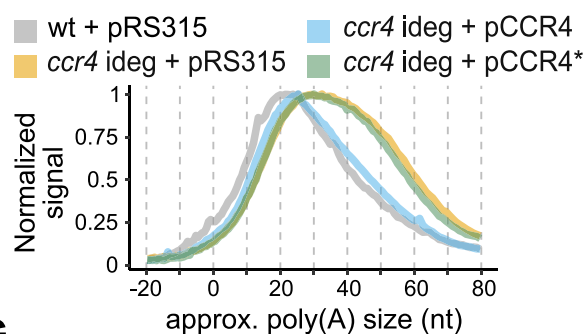**G**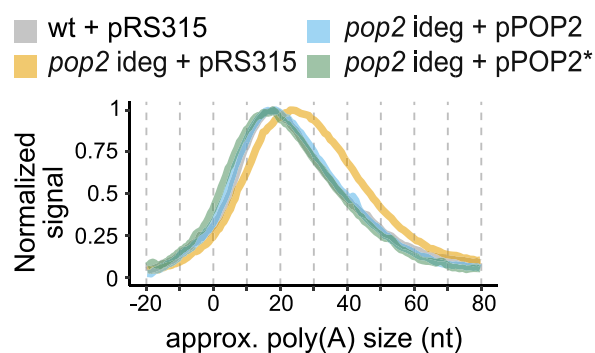

Figure EV3. An inducible degron system for deadenylases.

(A) Schematics of the developed inducible degron system in which *O. sativa* Tir1 expression is under the control of an estrogen sensitive promoter. In the presence of the plant auxin hormone indole-3-acetic acid (IAA), Tir1 targets a E3 ubiquitin ligase to the AID domain fused to the protein of interest (POI) for its rapid proteasome degradation. (B) Serial dilution plate growth assay for deletion and inducible degron (ideg) strains affecting deadenylases of the CCR4/NOT complex and the decapping enzyme Dcp2. Growth on rich medium (YPD, left) was compared with growth on rich medium containing β -estradiol and IAA (right). (C) Similar to (B) for the strains depleted for Ccr4 or Pop2 that were transformed with a control plasmid (pRS315), pRS315-CCR4 or pRS315-POP2. The asterisks indicates mutated versions of Ccr4, E556A, and Pop2, D310A. (D) Similar with (C), but for the concomitant depletion of Ccr4 and Pop2. (E) Changes in the poly(A) tail size of HHT2 measured using ePAT in the strains presented in panel (C). The TVN-PAT lane indicates the relative position of the A12 RNA. (F) Poly(A) size profile for HHT2 under Ccr4 depletion conditions was extracted from panel (E) and normalized to the signal in each lane. (G) Similar to (F), but for the depletion of Pop2.

A Northern blot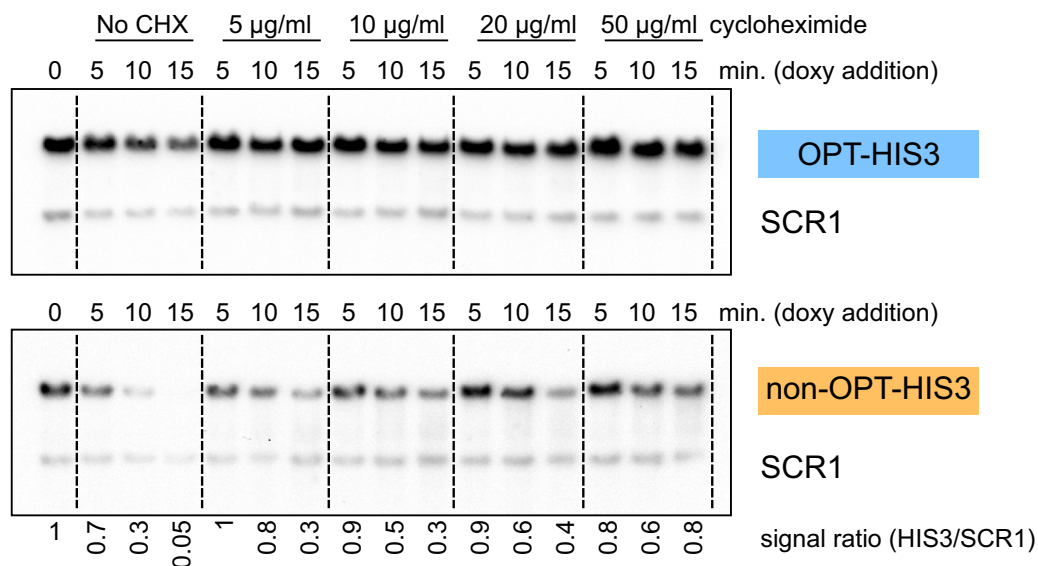**B** wt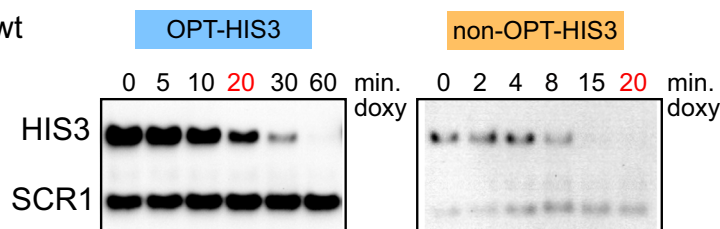**C** *upf1-ideg*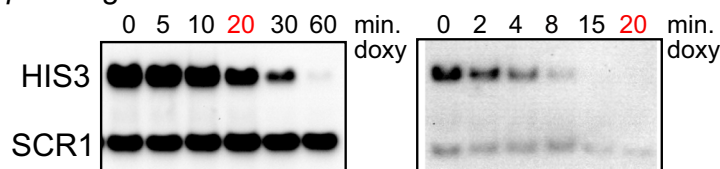**D** *ccr4-ideg*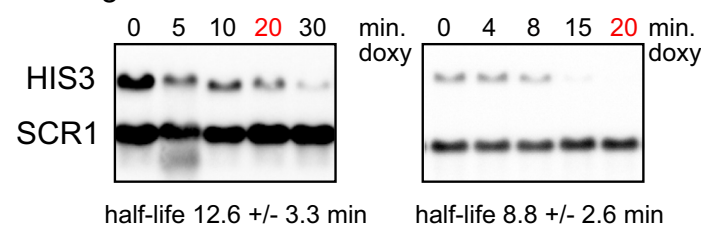**E** *pop2-ideg*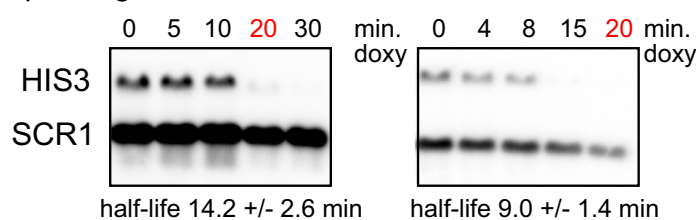

◀ Figure EV4. Degradation of OPT-HIS3 and non-OPT-HIS3 reporter mRNAs depends on translation and decapping.

(A) Dose-dependent effect of the translation inhibitor cycloheximide (from 0 to 50 $\mu\text{g}/\text{ml}$) was tested by Northern blotting for optimal (upper panel) and non-optimal (lower panel) HIS3 reporters. SCR1 was used as a loading control. Degradation rates for optimized HIS3 (left panel) and non-optimal HIS3 (right panel) were visualized by Northern blot (HIS3 reporter signal) in comparison with an SCR1 control. (B) Similar to (A), in a wild type strain. (C) Similar to (A) after depletion of Upf1. (D) Similar to (A) after depletion of Ccr4. (E) Similar to (A) after depletion of Pop2. For each situation, the estimated half-life and the 95% confidence interval obtained from RT-qPCR and the results are indicated.

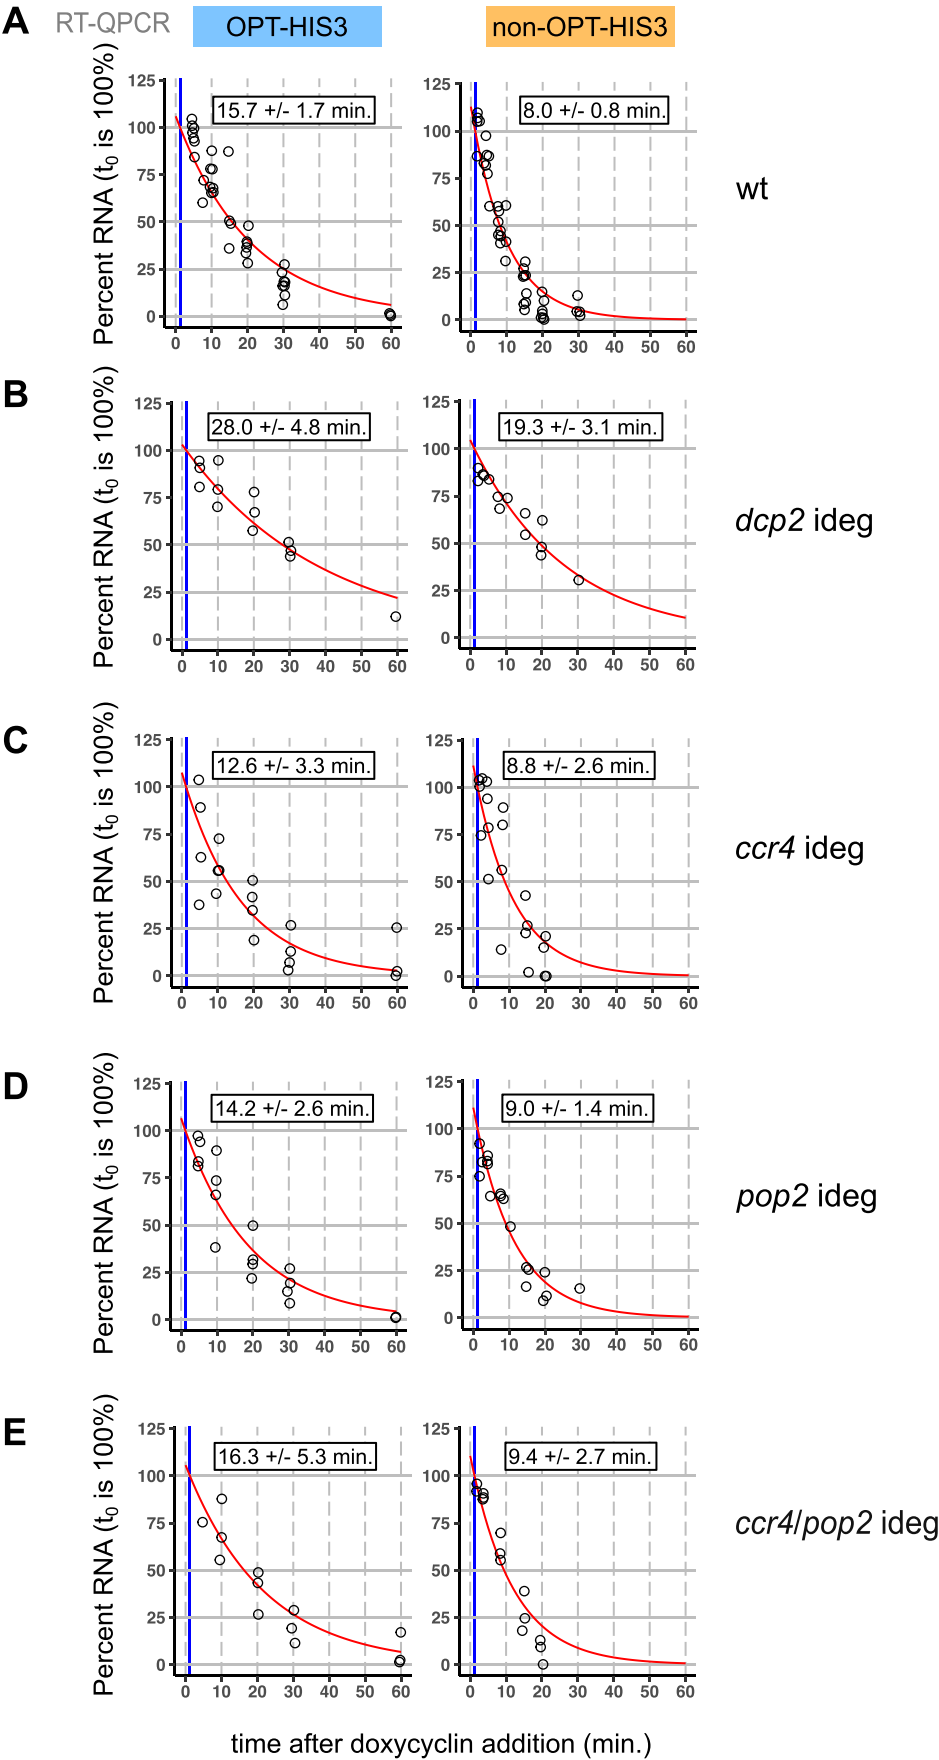

**Figure EV5. Half-life of reporter RNAs as measured by RT-qPCR.**

(A) The half-life of HIS3 reporter, codon-optimized (left panel) or non-optimized (right panel), was measured by RT-qPCR following transcription block with doxycyclin. For each decay experiment, the values were normalized at time 0, considered to represent 100%. Indicated estimates correspond to half-life in minutes with a 95% confidence interval. All the experiments were performed independently at least three times. (B) Similar to (A), but after depletion of Dcp2. (C) Similar to (A), but after depletion of Ccr4. (D) Similar to (A), but after depletion of Pop2. (E) Similar to (A) but after concomitant depletion of Ccr4 and Pop2.

How the deposited data were processed for this re-analysis (not part of the article)

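RNA sequencing covered 18 libraries, 3 replicates in each of 6 groups: the Upf1-TAP, Pab1-TAP, Rpl16a-TAP and Lsm1-TAP purifications, the control purification from the untagged strain BY4741, and the total RNA of the input. The values used are the read counts deposited by the authors. Per the processing notes deposited with the samples, the authors trimmed the reads with cutadapt 1.16, aligned them with STAR 2.7 and counted them with featureCounts of Subread 1.6.2. The counts are whole numbers and carry no scaling. They cover 23521 features, of which 5004 have no read in any library. The median total count of a group was 9386615 for Upf1-TAP, 8437776 for Pab1-TAP, 7638209 for Rpl16a-TAP, 8132118 for Lsm1-TAP, 5738106 for the control purification and 6173454 for input. Replicates differed by far more than counting error, with a lowest chi-square per degree of freedom of 20.3 between control replicates 2 and 3, so that the spread between libraries sets the precision of most features. Within groups, 47.2% of the variance of the log2 counts lay on 1 axis, which separates the libraries with over 1% ribosomal RNA (rRNA features and the frame YLR154C-G within the ribosomal DNA) from the others.

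Features were kept with at least 10 reads in at least 3 libraries, which left 12582. All 18 libraries were fitted together in edgeR 4.0.16 (R 4.3.3), with TMM scaling, estimated dispersions and a quasi-likelihood test (12 residual degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method over all features at 0.05. Each purification was set against input, and each tagged purification against the control purification. Lists were tested with camera of limma 3.58.1, once with its preset correlation of 0.01 and once with an estimated one, and with fry, adjusted over the lists of a comparison. XUT/SUT enrichment followed the formula of the paper's methods, from shares of the total count, log2 means of the replicates and the value of input taken off. The median of all features, which the paper takes off too, cancels in the difference between classes. The pseudocount of 0.5 and the number of libraries in the filter are not from the paper, which gives only a minimum of 10 reads. Other RNAs are the kept features, untranslated regions included, apart from XUT/SUT, CUT, introns and structural RNAs, so that 1 mRNA can count as several features. For ribosomal protein genes, the log2 ratio of intron to exon reads was compared per gene with limma, and for RPL28 with an exact permutation of the libraries. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 gave the correlations across genes and the figures.

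The lists cover glycolysis and fermentation, core histones, known NMD-sensitive mRNAs, mRNA decay and NMD factors, ribosome biogenesis, cell wall and secreted proteins, heat shock and chaperones, mitochondrial ribosomal proteins, exons and introns of ribosomal protein genes, other introns, XUT/SUT, CUT, Ty elements, RNAs encoded in mitochondria, snoRNA and snRNA, tRNA and rRNA. Of 6682 systematic gene names, 6011 were found in the R64 reference, which gave 5268 gene symbols. Genes were named by a rule: the transcripts the paper names for this experiment, whose values in its tables had been seen, and the bait genes; for Upf1-TAP, Pab1-TAP and Rpl16a-TAP the 5 largest increases and 5 largest decreases over input that passed the test, with a mean of at least 20 CPM, reads per 1e6 counted reads, and 1 sign in all 3 pairs, and the 3 largest changes among XUT/SUT; all core histones and NMD-sensitive mRNAs; the 4 ribosomal protein genes with the most intron reads; and up to 4 of the most abundant members of each other list. Comparisons, lists, this rule and the alternatives were set before the data were examined, except where the text says otherwise.

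Replicate numbers pair the tagged purifications with input, since the legend of the paper's Dataset EV2 calls the replicates independent experiments. The correlation of the deviations from the group mean between purification and input of 1 number was 0.113 to 0.425, and 11 of 12 libraries correlated best with the input of their own number. The control purification was not taken as paired, as its replicate 2 correlated with input replicate 2 at −0.161. These 2 libraries differ in ribosomal RNA (12.4% and 0.0167%), so the value cannot decide the pairing. Values and SDs by replicate number that involve it match libraries by number alone.

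The procedure was tested on simulated counts, with 1 spread for each feature estimated over all 18 libraries. Far fewer features were changed in a group than were called in most comparisons, so the numbers are not the power in these data. Of 100 features changed 2-fold and 100 changed 4-fold, edgeR recovered 0 and 13 for Upf1-TAP against input, 1 and 19 for Pab1-TAP, 0 and 6 for Rpl16a-TAP, 0 and 22 for Lsm1-TAP and 1 and 29 for the control purification. Against the control purification the numbers were 0 and 32 for Upf1-TAP, 2 and 24 for Pab1-TAP and 0 and 14 for Rpl16a-TAP. DESeq2 recovered 2 to 11 at 2-fold and 38 to 57 at 4-fold, with 7 to 20 false calls beside them. A simulated 2-fold difference gave a value of 0.94 for XUT/SUT and 1.03 for ribosomal protein introns, and unchanged classes gave −0.012 and −0.0338.

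Alternatives covered DESeq2 1.42.0, scaling by the total count, other filters, pseudocounts and comparison sets, the control purification as reference, the replicates as a block, and each library and each replicate number left out in turn. A replicate number was left out of all 6 groups at once. Dataset EV2, Dataset EV3 and Dataset EV4 of the paper were available in part only, sorted by systematic name, and no set test was made on them. Strand-specific coverage was not examined, and reads outside the counted features are absent from the values.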

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

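The direct comparison of Pab1-TAP with Upf1-TAP, the values without single libraries and the tests on strand, rRNA signature and half-life were chosen only after the results were seen.

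TIF4631, HMRA2 and MATALPHA2, which the paper does not discuss, stood above the control purification in Pab1-TAP, at 3.21, 2.47 and 2.30 on the log2 scale, and without replicate 2 none of them passed, at 3.52, 2.40 and 2.16, while TIF4631 stood at 1.89 without replicate 3 of every group and at 2.08 without Pab1-TAP replicate 3. Nor does it discuss ISC10 (3.95), RRG7 (3.45), HMRA2 (2.92) and MATALPHA2 (2.72) in Upf1-TAP above the control purification, of which without replicate 2 RRG7, HMRA2 and MATALPHA2 did not pass, at 3.303, 2.73 and 2.44. HMRA2 and MATALPHA2 share reads, and the strains derive from BY4741, a MATa strain, so these 2 are not separate results. NMD4, which encodes a partner of Upf1 and was chosen after its values were seen, stood at 3.04 in Upf1-TAP above the control purification.

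Among genes the paper does not discuss, 16 of 69 mitochondrial ribosomal protein genes and 55 of 274 CUT were higher in Pab1-TAP than in the control purification. These counts became 2 and 3 without replicate 1, and 0 and 0 by edgeR without replicate 2 (9 and 64 at an unadjusted p under 0.05). Without control replicate 1, 2 or 3 they were 10 and 26, 6 and 19, and 9 and 20. Without Pab1-TAP replicate 2 there were 7 mitochondrial ribosomal protein genes, and without Pab1-TAP replicate 3 20 CUT, against 29 without replicate 3 of every group. DESeq2 called 21 and 51.

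Set against each other in a test of the difference itself, Pab1-TAP and Upf1-TAP differed by camera for 7 lists with its preset correlation and for none with an estimated one. XUT/SUT and ribosomal protein introns stood lower in Pab1-TAP (camera adjusted p = 4.86e-09 and 2.35e-05), core histones and genes of cell wall and secreted proteins higher (camera adjusted p = 0.0127 and 0.0155), and the other 3 lists are given here. Mitochondrial ribosomal protein genes were higher in Pab1-TAP in 48 of 69 cases, with a median of 1.52 (camera adjusted p = 1.06e-23, and adjusted p = 0.0829 with an estimated correlation), and exons of ribosomal protein genes in 61 of 88, with 1 lower and a median of 1.94 (camera adjusted p = 1.12e-22, and adjusted p = 0.475 with an estimated correlation). NMD-sensitive mRNAs were lower in Pab1-TAP in 10 of 13 cases, with a median of −1.77 (camera adjusted p = 0.000102, and adjusted p = 0.475 with an estimated correlation). With scaling by the total count the 3 medians were 1.157, 1.49 and −2.10, with 29 ribosomal protein exons higher, and without replicate 2, where edgeR called none of these genes, 1.33, 1.79 and −1.91 (33, 47 and 9 genes at an unadjusted p under 0.05). Without replicate 1 the counts were 17, 39 and 5. Without Upf1-TAP replicate 1 they were 29, 40 and 6, and without Pab1-TAP replicate 2 or 3 6 and 6 NMD-sensitive mRNAs were lower.

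The first pattern weighed is that 5004 features have 0 reads in every library. Low expression or low depth is argued against for CUT, since 152 of 205 CUT with a value in the available part of Dataset EV2, which holds no XUT/SUT, are among them. It is argued against for XUT and introns as well, as 100% of 812 reverse-strand XUT and 98.5% of reverse-strand introns are at 0, against 17.7% and 2.92% on the forward strand, at least 82.3 points apart. A loss of features on the minus strand from the deposited counts may explain these, although 3139 of 3176 reverse-strand ORFs have reads, and for SUT, whose names give no strand, low expression stays open. SUT141, also at 0, lies by the legend of Fig. EV2B on the strand opposite PFK1. PFK1 is a reverse-strand gene by its systematic name, so a loss of the minus strand would not explain SUT141. No biological explanation was tested.

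The second pattern is that mRNAs with short half-lives were enriched in Pab1-TAP over input. Recovery without the tag may account for it, as rho with half-life was 0.194 against the control purification. Expression level and gene length are argued against as the whole cause, since rho given both was −0.356 against input. An association with Pab1 beyond the control purification cannot be told apart from none, as rho given both was −0.068 against it, with an SD over replicates of 0.108.

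The third pattern is that XUT/SUT lay near other RNAs in Pab1-TAP against input and above them against the control purification. Low counts cannot be told apart from other causes, since over other RNAs matched on mean CPM the difference against the control purification was 0.79, above the bound of 0.6 set for excluding them but by less than its SD of 0.49, and that against input −0.27 (−0.28, −0.26 and 0.086 in the replicates). The rRNA signature stays open as well, as replicates 1 and 3, in which the Pab1-TAP and control libraries share it, gave 0.47 and 1.11, a mean of 0.79. An association with Pab1 may contribute, but its smaller value against Rpl16a-TAP and Lsm1-TAP, 0.48, is above the bound of 0.3 set for it and within its SD of 0.51. That a bound must be passed by more than the SD was decided after a first run had shown these values.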

How the results depend on the processing

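The tests with the rRNA signature as a block, with at least 10 reads in each of 6 libraries for XUT/SUT, with only the libraries of the signature of replicates 1 and 2, and of the relations with tail length and half-life against the control purification were chosen only after the results were seen. Of the values for single named genes under the alternatives, 1382 kept their side of the threshold, 260 no longer passed and 122 passed only there. A further 42 changed sign where the main fit or the alternative passed. Sign changes where neither passed are counted among the 1382. Of the counts, group values and relations, 185 stayed, 94 moved, 15 no longer passed, 6 passed only there and 9 changed sign, and for those printed below the cause was not tested. Group values are judged there at an unadjusted p under 0.05, from camera at its preset correlation or from fry. Leaving out a replicate number takes it from all 6 groups and leaves 2 libraries in each, with the spread pooled over all groups. Depth limits the XUT/SUT, whose median of 2.36 CPM compares with 14.6 for other RNAs. For the control purification itself, the control purification as reference gives no value.

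With scaling by the total count, the median of all features moved by 2.06 in Upf1-TAP, 1.67 in Pab1-TAP, 0.67 in Rpl16a-TAP, 1.57 in Lsm1-TAP and 1.20 in the control purification over input, and by 0.86, 0.48, −0.52 and 0.38 in the 4 tagged purifications over the control purification. The features differing from input became 9000 in Upf1-TAP (8880 higher and 120 lower), 7902 in Pab1-TAP (7854 higher and 48 lower), 1079 in Rpl16a-TAP (1009 higher and 70 lower), 6749 in Lsm1-TAP (6660 higher and 89 lower) and 3938 in the control purification (3917 higher and 21 lower). Over the control purification they became 3965 in Upf1-TAP (3896 higher and 69 lower), 1122 in Pab1-TAP (1048 higher and 74 lower), 31 in Rpl16a-TAP (0 higher and 31 lower) and 1 in Lsm1-TAP. DESeq2 moved the median by 0.11 in Upf1-TAP and −0.13 in Rpl16a-TAP over input and 0.16 in Upf1-TAP over the control purification. It called 1856 features in Rpl16a-TAP over input (823 higher and 1033 lower), 391 over the control purification (116 of them higher), and 167 in Lsm1-TAP over the control purification (152 higher and 15 lower).

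With at least 10 reads in each of the 6 libraries compared, which leaves fewer features to test and moved the median of all in Upf1-TAP by 0.61, 2517, 1385 and 783 features differed from input in Upf1-TAP, Pab1-TAP and Rpl16a-TAP, and 2759, 120 (13 higher and 107 lower) and 44 differed from the control purification in Upf1-TAP, Rpl16a-TAP and Lsm1-TAP. Without a filter 4 features passed in Lsm1-TAP over the control purification. With only the 6 libraries in the fit the counts were 752 in Pab1-TAP and 718 in Rpl16a-TAP over input, and 983 in Pab1-TAP over the control purification. With the replicate block, features differing from input numbered 4064 in Pab1-TAP, 3124 in Rpl16a-TAP, 4661 in Lsm1-TAP and 3736 in the control purification, and those differing from the control purification 3882 in Pab1-TAP, 629 in Rpl16a-TAP and 422 in Lsm1-TAP. The overlap of Pab1-TAP and Upf1-TAP was then 1476, and the XUT/SUT value of Lsm1-TAP, −0.42, did not pass (a camera p of 0.16). This paired fit changed no other group call. The control purification shares only numbers with the other groups. With the rRNA signature as a block, the counts over input were 4263 in Pab1-TAP, 3404 in Rpl16a-TAP, 4879 in Lsm1-TAP and 3838 in the control purification, those over the control purification 4274 in Pab1-TAP, 1235 in Rpl16a-TAP and 187 in Lsm1-TAP, and the overlap 1581. Neither the XUT/SUT value of Lsm1-TAP (−0.42, a camera p of 0.159) nor the ribosomal protein introns of Pab1-TAP (0.93, a fry p of 0.0528) passed then. With only the libraries of the signature of replicates 1 and 2, 129 features differed in Rpl16a-TAP from the control purification.

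Leaving out single replicates, the features differing from input ranged from 1048 to 6114 in Upf1-TAP, 0 to 3514 in Pab1-TAP, 0 to 3017 in Rpl16a-TAP, 55 to 4397 in Lsm1-TAP and 0 to 3457 in the control purification. Over the control purification they ranged from 74 to 5419 in Upf1-TAP, 0 to 2477 in Pab1-TAP, 0 to 241 in Rpl16a-TAP and 0 to 106 in Lsm1-TAP. The lowest counts came without replicate 2, in Rpl16a-TAP, and in Lsm1-TAP against the control purification, also without replicate 1, and the highest without replicate 3. Each 0 is by edgeR, with 1990, 1326 and 1663 features at an unadjusted p under 0.05 over input in Pab1-TAP, Rpl16a-TAP and the control purification without replicate 2, 1812 in Rpl16a-TAP without replicate 1, and 1850, 567 and 398 over the control purification in Pab1-TAP, Rpl16a-TAP and Lsm1-TAP without replicate 2, and 819 and 569 in Rpl16a-TAP and Lsm1-TAP without replicate 1. The overlap ranged from 0 to 1225. XUT/SUT values ranged from −0.11 to 0.15 in Pab1-TAP and −0.52 to −0.26 in Lsm1-TAP, and ribosomal protein intron values from 0.50 to 1.49 in Pab1-TAP, −1.204 to −0.46 in Rpl16a-TAP, 0.28 to 1.84 in Lsm1-TAP and 0.85 to 1.44 in the control purification.

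With the control purification as reference, XUT/SUT stood at 0.99 in Pab1-TAP and 0.49 in Lsm1-TAP, ribosomal protein introns at −0.38 in Pab1-TAP, −0.13 in Lsm1-TAP and −2.29 in Rpl16a-TAP, and pre-RPL28 at 1.21 in Pab1-TAP and 3.77 in Upf1-TAP. The overlap was 340 with this reference for Pab1-TAP and 416 with it for Upf1-TAP. The rank correlation of enrichment with half-life across genes became 0.194 in Pab1-TAP and −0.00835 in Upf1-TAP, and that with tail length −0.052 and 0.234. XUT/SUT in Pab1-TAP stood at −0.11 and −0.41 with a pseudocount of 1 and 5, at −0.19 with values under 10 reads left out, at 0.20 against ORFs and exons, and at 0.61 with at least 10 reads in each library. That last filter left −0.77 in Rpl16a-TAP and −0.15 in Lsm1-TAP without passing, and Lsm1-TAP did not pass against ORFs and exons (−0.41) or all other features (−0.38). With a pseudocount of 5 ribosomal protein introns in Lsm1-TAP (0.98) and Pab1-TAP (0.85) no longer had an unadjusted fry p under 0.05. After adjustment neither passed with the pseudocount of 0.5 (fry adjusted p = 0.0594 and 0.0657).

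Single genes changed sign with the control purification as reference in Upf1-TAP (ANB1 at 0.96, KAR3 at −1.49, SGM1 at −0.54 and YLRWTy1-3 at −0.69), in Pab1-TAP (ANB1 at 1.08, FKH2 at −0.064, KAR3 at −1.12, MRPS12 at 1.43, RPS27B at 1.63, RPS4A at 0.12, RPS9B (intron) at 1.44, SGM1 at −0.75, SPP381 at −0.70 and YLRWTy1-3 at −2.61) and in Rpl16a-TAP (ANB1 at 0.45, HMLALPHA2 at −0.15, HMRA2 at −0.15, MATALPHA2 at −0.20, PDC5 at 0.77, RPS27B at 0.40, SGM1 at −0.045 and YLRWTy1-3 at −1.99998). They did with scaling by the total count in Upf1-TAP (HHF1 at 1.84, HHF2 at 0.77, HHT1 at 0.13, HTA2 at 0.81, MAK31 at 2.21, MRP51 at 1.12, NAM7 at 1.38, PAB1 at 0.52, PAT1 at 0.37, PHO89 at 1.59, RRP5 at 0.76 and XRN1 at 1.49) and in Pab1-TAP (HHT1 at 1.38, HHT2 at 1.53, HTA1 at 1.44, MRPS12 at 1.56, RRP5 at 0.097, SUT020 at 1.23 and XRN1 at 0.66). MAK31 in Upf1-TAP lay between −0.40 and 0.96 without single replicates. Sign changes of genes that passed neither in the main fit nor under the alternative are not listed.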

Differences from the paper's values

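The test with at least 10 reads in each of the 6 libraries was chosen only after the results were seen, and all other settings below were set before the data were examined.

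XUT/SUT exceed other RNAs in Upf1-TAP by about 0.7 in the paper's Fig. 1C, read by eye, and by 1.00 here. The paper's test takes the single RNAs as replicates. The test here, camera, compares the XUT/SUT with other features. At its preset correlation it too treats the single RNAs as nearly independent (camera adjusted p = 5.43e-07). At an estimated correlation the difference did not pass (camera adjusted p = 0.31). Limma's fry, which tests the XUT/SUT by themselves and not against other RNAs, passed (fry adjusted p = 0.00318). With a pseudocount of 1 (0.84) and with values under 10 reads left out (0.68) the value falls within the replicate SD of the paper's. It does not with a pseudocount of 5 (0.33), no filter (0.93), edgeR log2 fold changes (1.08), all other features (1.03) or ORFs and exons (1.15) as comparison set, the control purification as reference (2.01), the replicate block (1.00), or without replicate 1, 2 or 3 (1.04, 0.88 and 1.09).

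The number of XUT/SUT is about 200 for Upf1-TAP, about 200 for Pab1-TAP and about 190 for Rpl16a-TAP in the paper's Fig. 1C, read by eye, and 689 here for each. Without a filter it is 969, and with values under 10 reads left out 361, 359 and 260, of which the last is within 1.5 times the paper's. All 812 reverse-strand XUT and 574 of 847 SUT have 0 reads in the deposited counts. The 689 may therefore lack members of the paper's group, and the XUT/SUT values compared here may rest on different RNAs. Other RNAs number about 4800 for each of the 3 purifications in Fig. 1C, read by eye, and 11393 features here, untranslated regions included. ORFs and exons (5935) are within 1.5 times of this, and no filter (16446) and values under 10 reads left out (8543, 8530 and 8324) are not.

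With the columns of the paper's Dataset EV2 shifted to the median of the features compared, CUT_GIM_0105 in Upf1-TAP has a value in the paper of 1.92 and one here of 2.12. The replicate block (2.09) and leaving out replicate 2 (2.00) come within the SD over replicates, while DESeq2 (2.20), the control purification as reference (2.53), scaling by the total count (4.22) and leaving out replicate 1 or 3 (2.15 and 2.25) do not. For the cell wall gene CWP2 in Rpl16a-TAP the paper's value is −0.03 and the value here 0.098. DESeq2 (−0.066), the replicate block (−0.0038) and leaving out replicate 2 (−0.24) have the paper's sign, and the control purification as reference (1.59), scaling by the total count (0.89) and leaving out replicate 1 or 3 (0.39 and 0.18) do not. The other 40 values compared with Dataset EV2 and the source data of Fig. 1D have the paper's sign and lie within the SD.

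The paper states that XUT/SUT are enriched with Pab1. Against input the value here is 0.0181 and did not pass, while it passed against ORFs and exons (0.20), without replicate 1 (0.15) and against the control purification (0.99), as well as with at least 10 reads in each of the 6 libraries (0.61), a setting chosen after seeing the values that keeps 30 of the 689 RNAs. These calls are by camera at its preset correlation. With an estimated one the value against the control purification did not pass (camera adjusted p = 0.29). By fry, the XUT/SUT by themselves passed against the control purification (fry adjusted p = 0.00651) and not against input (fry adjusted p = 0.314). The paper states that pre-mRNAs are enriched with Pab1, where the value here is 0.93 with a fry p of 0.0438 that became 0.0657 adjusted over the comparisons made. It states that pre-mRNAs are depleted from Rpl16a-TAP. Here the value is −0.97 and did not pass (a fry p of 0.109), while it passed without replicate 1 (−1.204) and against the control purification (−2.29). The paper states that CCW22 is associated with Pab1 and Upf1. Over input it did not pass here (0.96 and 1.88), and it passed in Upf1-TAP against the control purification (2.70), with the replicate block (1.78) and without replicate 3 (2.01), and in both purifications with scaling by the total count (2.62 and 3.97). The same is stated of HHT2, which did not pass over input (−0.12 and 0.31) and passed in Upf1-TAP against the control purification (1.30) and in both with scaling by the total count (1.53 and 2.41). For both genes the paper refers to read coverage and to ePAT tail profiles, which are other measures. A log2 fold change near 0 here means recovery like the bulk of the RNAs, and not a lack of association. Values here that go with the paper's statements are those of XUT/SUT in Rpl16a-TAP (−0.86), of ribosomal protein introns in Upf1-TAP (3.98), and of Lsm1-TAP against the control purification, where edgeR called 0 features (1084 at an unadjusted p under 0.05, and 167 with DESeq2). For XUT/SUT, the control purification itself stood at −0.89 over input, and Rpl16a-TAP against the control purification at −0.05.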

Other observations

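The test on partner mRNAs of the baits and the list counts without single libraries were chosen only after the results were seen, and the splits of the libraries were planned.

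COX3 and OLI1 are encoded in mitochondria, and their RNAs were lower than in input in Upf1-TAP (−5.15 and −4.63 on the log2 scale) and in Pab1-TAP (−5.29 and −3.54). Of 12 RNAs encoded in mitochondria, 7 were lower in Upf1-TAP and 8 in Pab1-TAP, with none higher (camera adjusted p = 3.57e-05 and 5.04e-10, and adjusted p = 0.502 and 0.293 with an estimated correlation). In the control purification none of the 12 passed. Of 95 tRNA features, 55 were lower in Upf1-TAP, 20 in Pab1-TAP and 7 in the control purification, with none higher (81, 23 and 0 lower when adjusted over the list alone). The small nucleolar RNA snR30 stood at −3.45 in Upf1-TAP and −3.59 in Pab1-TAP, and 8 and 6 of 38 snoRNA and snRNA were lower, with medians of −1.19 and −0.65 that turned to 0.75 and 0.88 with scaling by the total count. None of 7 rRNA features passed in any comparison in the edgeR fit of all 18 libraries without a block. Without single libraries or replicates, the counts lower for mitochondria, tRNA, and snoRNA and snRNA were 4 to 11, 5 to 93 and 2 to 12 in Upf1-TAP and 0 to 11, 0 to 85 and 0 to 11 in Pab1-TAP, and for tRNA in the control purification 0 to 77. The 0s are by edgeR without replicate 2 (8, 20, 8 and 16 at an unadjusted p under 0.05), for tRNA in the control purification also without replicate 1 or its own replicate 2 (25 and 29), and the highest counts came without replicate 3, where 2 RNAs encoded in mitochondria were lower in the control purification. With scaling by the total count 27 tRNA features were lower in Upf1-TAP.

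The retrotransposon YLRWTy1-3 rose over input in Upf1-TAP (2.98) and in the control purification (3.68). Of 29 Ty elements, 14 were higher in Upf1-TAP, 6 in Pab1-TAP and 10 in the control purification, with none lower (16, 22 and 13 higher when adjusted over the list alone). Without single libraries or replicates these were 3 to 18, 0 to 11 and 0 to 13, with 0 by edgeR in the last 2 without replicate 2 (12 and 10 at an unadjusted p under 0.05) and in Pab1-TAP also without replicate 1 (15), and with scaling by the total count 26, 29 and 17. Genes of cell wall and secreted proteins were lower in Upf1-TAP in 11 of 21 cases, those of heat shock and chaperones in 12 of 20 with 1 higher, and those of mitochondrial ribosomal proteins in 25 of 69 with 3 higher, with medians of −1.41, −1.48 and −0.94 that turned to 0.58, 0.60 and 1.12 with scaling by the total count. The counts lower were 2 to 13, 0 to 13 and 1 to 40 without single libraries or replicates, with 0 for chaperones by edgeR without replicate 2 (8 at an unadjusted p under 0.05). Taken as features of their own, 21 introns of ribosomal protein genes were higher and 4 lower of 52 in Upf1-TAP, 3 and 4 in Pab1-TAP, and 0 and 30 in Rpl16a-TAP. Of 3937 features for 3′ untranslated regions, 942 were higher and 365 lower in Upf1-TAP, and 540 and 84 in Pab1-TAP. Without single libraries or replicates the introns were 3 to 29 higher in Upf1-TAP and 0 to 34 lower in Rpl16a-TAP, and the 3′ regions 212 to 1124 higher in Upf1-TAP and 0 to 639 in Pab1-TAP. The 0s are by edgeR without replicate 1 for the introns (41 at an unadjusted p under 0.05) and without replicate 2 for both, with 31 introns and 526 regions at an unadjusted p under 0.05. Scaling by the total count left 11 introns lower in Rpl16a-TAP and gave 2861 and 2879 regions higher in Upf1-TAP and Pab1-TAP.

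If baits captured the mRNAs of partner proteins during translation, partner lists would stand highest in the purification of their own bait. This cannot be told apart from no capture, as members of a list went both ways. The median over the control purification, less the highest of the other purifications, was −0.24 for 5 partners of Pab1, 0.20 for 7 of Upf1 and −0.97 for 10 of Lsm1, with an SD over partners, weighed only after these values were seen, of 1.86, 1.59 and 1.55. That SD is the spread of single genes and not that of a median, so it cannot decide the difference. In each list 2 partners stood highest with their own bait. Single members stood highest with their own bait, among them TIF4631 in Pab1-TAP (3.21, at most 0.48 elsewhere), NMD4 in Upf1-TAP (3.04, at most 0.88), and PAT1 and DCP2 in Lsm1-TAP (2.22 and 2.35, at most 0.47 and 0.23), of which the last 2 did not pass.

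The 6 libraries of a comparison can be parted into 3 and 3 in 10 ways, the real split included, which is too few for a share under 0.05. For the features differing from input and from the control purification, the real split gave the counts printed with each comparison and the highest other split 0 by edgeR, so that 1 of 10 splits was as large, and for Lsm1-TAP against the control purification all 10 gave 0. For XUT/SUT the real split and the highest other, as sizes without sign, were 1.00 and 0.86 in Upf1-TAP, 0.0181 and 0.22 in Pab1-TAP (10 of 10 splits as large), 0.86 and 0.80 in Rpl16a-TAP, 0.42 and 0.53 in Lsm1-TAP (3 of 10) and 0.89 and 0.76 in the control purification. For ribosomal protein introns they were 3.98 and 2.05 in Upf1-TAP, 0.93 and 1.07 in Pab1-TAP (3 of 10), 0.97 and 0.78 in Rpl16a-TAP, 1.03 and 1.33 in Lsm1-TAP (2 of 10) and 1.19 and 0.93 in the control purification. Among the 4 splits that part every pair of 1 number, as the real split does, the highest others were 0.46, 0.19, 0.80 and 0.28 for XUT/SUT in Upf1-TAP, Pab1-TAP, Rpl16a-TAP and Lsm1-TAP, and 1.56, 1.07, 0.78 and 1.33 for ribosomal protein introns.

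The first 975 of 5491 lines of the paper's Dataset EV2 were available. Over 796 features present in both, its enrichments and those computed here correlated at 0.96 for Upf1-TAP, 0.948 for Pab1-TAP and 0.979 for the control purification, and over 795 at 0.949 for Rpl16a-TAP. The median of the paper's values minus those here was 2.25, 1.93, 1.001 and 0.30, with an SD of 0.38, 0.32, 0.20 and 0.28.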
